# ATP6V0A1-dependent cholesterol absorption in colorectal cancer cells triggers immunosuppressive signaling to inactivate memory CD8^+^ T cells

**DOI:** 10.1038/s41467-024-50077-7

**Published:** 2024-07-06

**Authors:** Tu-Xiong Huang, Hui-Si Huang, Shao-Wei Dong, Jia-Yan Chen, Bin Zhang, Hua-Hui Li, Tian-Tian Zhang, Qiang Xie, Qiao-Yun Long, Yang Yang, Lin-Yuan Huang, Pan Zhao, Jiong Bi, Xi-Feng Lu, Fan Pan, Chang Zou, Li Fu

**Keywords:** Cancer metabolism, Immunoediting, Cancer immunotherapy

## Abstract

Obesity shapes anti-tumor immunity through lipid metabolism; however, the mechanisms underlying how colorectal cancer (CRC) cells utilize lipids to suppress anti-tumor immunity remain unclear. Here, we show that tumor cell-intrinsic ATP6V0A1 drives exogenous cholesterol-induced immunosuppression in CRC. ATP6V0A1 facilitates cholesterol absorption in CRC cells through RAB guanine nucleotide exchange factor 1 (RABGEF1)-dependent endosome maturation, leading to cholesterol accumulation within the endoplasmic reticulum and elevated production of 24-hydroxycholesterol (24-OHC). ATP6V0A1-induced 24-OHC upregulates TGF-β1 by activating the liver X receptor (LXR) signaling. Subsequently, the release of TGF-β1 into the tumor microenvironment by CRC cells activates the SMAD3 pathway in memory CD8^+^ T cells, ultimately suppressing their anti-tumor activities. Moreover, we identify daclatasvir, a clinically used anti-hepatitis C virus (HCV) drug, as an ATP6V0A1 inhibitor that can effectively enhance the memory CD8^+^ T cell activity and suppress tumor growth in CRC. These findings shed light on the potential for ATP6V0A1-targeted immunotherapy in CRC.

## Abstract (web summary)

The mechanisms underlying how colorectal cancer (CRC) cells utilize lipids to suppress anti-tumor immunity remain unclear. Here, the authors show that tumor cell-intrinsic ATP6V0A1 drives RABGEF1-dependent cholesterol absorption and thus triggers paracrine TGF-β1/SMAD3 signaling to inactive memory CD8^+^ T cells in CRC.

## Introduction

Obesity has become a global health concern. One of the major risks associated with obesity is the increased likelihood of developing various types of cancer, including colorectal cancer (CRC). There is growing evidence that obesity can impact the immune system’s response to tumors via the lipid metabolic reprogramming^1,2^. Obesity suppresses anti-tumor immunity by promoting fatty acid (FA) metabolism in CRC tumor cells. High-fat diet (HFD)-induced obesity downregulates prolyl-4-hydroxylase 3 (PHD3) expression and thus promotes FA uptake and oxidation in CRC cells, depriving the tumor microenvironment (TME) of FAs and, thus, attenuating the FA-supported anti-tumor activities of CD8^+^ T cells^1^. Apart from FA, cholesterol in the TME also plays an essential role in regulating anti-tumor immunity. Appropriate levels of cholesterol in the TME are known to be essential to maintain the anti-tumor function of CD8^+^ T cells^3^ while conversely, excess cholesterol may lead to T cell exhaustion^2^. On the other hand, cholesterol produced by tumor cells drives their immunosuppressive reprogramming. The enhanced synthesis of endogenous cholesterol in CRC cells may promote tumor immune evasion through the activation of YAP signaling^4^ or the production of proprotein convertase subtilisin/kexin type 9 (PCSK9)^3^. Despite the above advances, the roles and mechanisms of CRC cells utilizing TME-derived cholesterol to drive metabolic changes that facilitate immune escape have yet to be investigated in depth.

Vacuolar-type ATPase (V-ATPase) is a highly evolutionarily conserved proton pump that is essential for the maintenance of vesicle pH and cholesterol homeostasis in numerous cell types^5^. It is a protein complex that can take numerous assembling forms, being composed of 14 subunits, each of which is an independently translated protein with multiple subtypes^5,6^. Individual subunits of V-ATPase complex have unique regulatory functions^7–9^. Some V-ATPase subunit subtypes, including ATP6V0A2, ATP6V0A3, ATP6V1C1, and ATP6V1E1, are highly expressed in a variety of tumors, including melanoma and breast cancer, where they promote metastasis and drug resistance by regulating TME-derived pH and cellular mTOR pathway^7,8,10,11^. The N terminal fragment of ATP6V0A2 released by tumor cells regulates the immunosuppressive phenotype of macrophages and neutrophils in the TME of breast and cervical tumors^9,12^. Despite the above advances, the role and mechanisms of tumor cell-intrinsic V-ATPase subunits regulating immune escape are still not well understood. Moreover, in CRC, differing effects on prognosis have been reported to result from altered ATP6V0A1 mRNA levels^13^, but the biological functions of V-ATPase subunits, including ATP6V0A1, remain unknown.

Here, we explored the role of tumor cell-intrinsic V-ATPase subunits in regulating anti-tumor immune activity via lipid metabolism in CRC. Initially, the bulk RNA-sequencing data of The Cancer Genome Atlas-Colon Adenocarcinoma (TCGA-COAD) cohort was analyzed to investigate the correlations between V-ATPase subunits and lipid metabolism or immune activities. We found that the V-ATPase subunit ATP6V0A1 was positively correlated with the lipid metabolism scores and inversely correlated with the immune activity in CRC. Moreover, the correlation of ATP6V0A1 and immune activity was observed in the CRC samples with high lipid metabolism but not in those with low lipid metabolism. Importantly, we revealed tumor cell-intrinsic ATP6V0A1 as a novel immunosuppressive factor that promotes RABGEF1-dependent cholesterol absorption in CRC cells, consequently initiating paracrine TGF-β1/SMAD3 signaling to deactivate memory CD8^+^ T cells. In addition, we explored potential strategies for immunotherapy targeting ATP6V0A1. Our findings may offer new insights for studying the roles of CRC cells utilizing TME-derived cholesterol to drive immunosuppression, thus providing new directions for CRC immunotherapy.

## Results

### ATP6V0A1 contributes to an immunosuppressive TME through exogenous lipids in CRC

A high-fat diet (HFD) is known to induce an immunosuppressive TME in CRC, but the mechanism remains unclear. V-ATPase subunits are essential for lipid homeostasis in various cell types^5^. To investigate the potential roles of V-ATPase subunits in obesity-suppressed anti-tumor immunity in CRC, we stratified 471 TCGA-COAD samples into two clusters with high and low lipid metabolism according to their transcriptomic levels of lipid metabolism pathways (Supplementary Fig. 1A). The expression levels of 24 human V-ATPase subunits were compared between these two clusters. As shown in Supplementary Fig. 1B, the expression of 11 V-ATPase subunits, including ATP6V0A1, ATP6V0C, ATP6V0D1, ATP6V0D2, ATP6V0E1, ATP6V0E2, ATP6V1B1, ATP6V1D, ATP6V1E1, ATP6V1F, and ATP6AP1, were significantly increased in the CRCs with high lipid metabolism. In parallel, the TCGA-COAD samples were divided into three groups according to immune scores (Supplementary Fig. 2A). Among the 11 V-ATPase subunits correlated with high lipid metabolism, ATP6V0A1 showed the strongest inverse correlation with immune activity. This was evident in COAD samples, as ATP6V0A1 was the only subunit that consistently decreased as the immune scores progressively increased from low to high levels (Supplementary Fig. 2B). Importantly, ATP6V0A1 expression was found to be positively associated with decreased immune activity in CRCs with high lipid metabolism, while no correlation was observed in CRCs with low lipid metabolism (Supplementary Fig. 3). On the other hand, high lipid metabolism was correlated with lower immune activity in CRCs with high ATP6V0A1 expression, while the immune activity was comparable between subpopulations with high and low lipid metabolism separately in low-ATP6V0A1 CRCs (Supplementary Fig. 4). Increased lipid metabolism in tumor cells is consistently associated with elevated lipid levels in the TME^1^. The above data suggested that ATP6V0A1 might be essential for exogenous lipid-suppressed anti-tumor immunity in CRC. To test this hypothesis, we investigated the roles of ATP6V0A1 in exogenous lipid-induced CRC immune evasion using an MC38 tumor model in mice with obesity (Fig. 1A–D). As shown in Fig. 1, HFD promoted the growth of MC38 tumors (Fig. 1E, F) and suppressed the tumor-killing activity of their TILs (Fig. 1G, H). Notably, the depletion of ATP6V0A1 significantly attenuated the alterations induced by the HFD (Fig. 1E–H), indicating that ATP6V0A1 plays a crucial role in regulating CRC immune-evasion through the utilization of exogenous lipid in the TME.

**Fig. 1:**
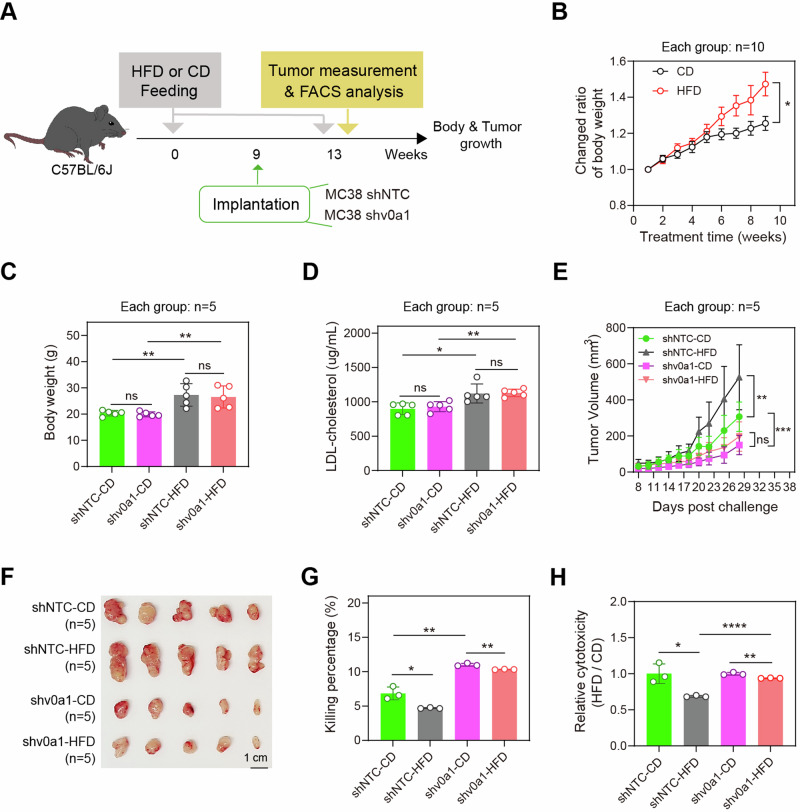
ATP6V0A1 is required for HFD-induced suppression of anti-tumor immunity. **A** Schematic diagram showing an animal model to investigate the significance of CRC cell-derived ATP6V0A1 in the suppression of anti-tumor immunity induced by elevated level of exogenous lipids. **B**–**D** C57BL/6 J mice were fed with high-fat diet (HFD) or control diet (CD) for 9 weeks prior to tumor cell implantation, and the body weight was measured (**B**); using a body-weight randomization grouping approach, HFD mice and CD mice were separately divided into two groups with similar body weights (**C**) and comparable serum levels of LDL-cholesterol (**D**). **E**–**H** Control MC38 (shNTC) cells or *ATP6v0a1*-knockdown (shv0a1) MC38 cells were subcutaneously injected to HFD mice and CD mice as shown in (**A**). Tumor volumes were monitored using calipers, and average tumor growth curves were plotted (**E**); photographs of the tumors are shown in (**F**). Tumor-infiltrating lymphocytes (TILs) were isolated and co-cultured with CFSE-labeled MC38 cells, and the cell mixture was analyzed by flow cytometry for the proportion of tumor cell death to assess the killing activities of TILs (**G**). The relative cytotoxicity of TILs between CD-treated and HFD-treated MC38-shNTC tumors or between CD-treated and HFD-treated MC38-shv0a1 tumors (**H**) were assessed by calculating the ratio of tumor cell-death proportion (**G**) between the cell mixture containing TILs from these tumors. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA (in **B**, **E**) or unpaired two-sided Student’s t-test (in **C**, **D**, **G**, **H**). *n* = 10 (**B**), 5 (**C**–**F**), or 3 (**G**, **H**) mice in each group; Data representative three independent experiments (**B**–**H**). Source data and exact *p*-value are provided as a Source Data file.

### Tumor cell-intrinsic ATP6V0A1 promotes the growth of CRC in an immune-dependent manner

We initially evaluated the expression level of ATP6V0A1 in CRC tumor cells. As shown in Supplementary Fig. 5A, B, ATP6V0A1 protein levels were significantly higher in 6 human CRC cell lines (CACO2, HCT-8, HCT-116, HT-29, RKO, and SW620) than in normal human colon epithelial NCM460 cells. ATP6V0A1 was also overexpressed in 2 murine CRC cell lines (MC38 and CT26) compared with normal murine colon (Supplementary Fig. C). We then stably knocked down *Atp6v0a1*/*ATP6V0A1* in mouse (MC38 and CT26) and human (HCT8) CRC cell lines, and also created an Atp6v0a1-overexpressing clone in MC38 cells (Supplementary Fig. 5D, E). Subsequently, we employed these modified cells to investigate the impact of tumor cell-intrinsic ATP6V0A1 on suppressing anti-tumor immunity in syngeneic and xenograft mouse models of CRC (Supplementary Fig. 6).

CCK8 assays revealed that the growth of MC38 cells in vitro was not affected by either *Atp6v0a1* knockdown or *Atp6v0a1* overexpression (Fig. 2A). Interestingly, *Atp6v0a1* knockdown in MC38 cells significantly suppressed tumor growth (Fig. 2B, C) and restored the tumor-killing activity of TILs (Fig. 2D) in immunocompetent C57BL/6 J mice, whereas *Atp6v0a1* overexpression had the opposite effect (Fig. 2B–D). The alterations in tumor growth caused by either ATP6V0A1 depletion or overexpression were completely abolished or significantly reduced in immunodeficient Rag2^−/−^Il2rg^−/−^ or NOD/SCID mice (Fig. 2E–H). These data demonstrated that ATP6V0A1 enhances MC38 tumor growth by inhibiting the anti-tumor immune response. Similar to the results observed in MC38 cells, knockdown of *Atp6v0a1* in CT26 cells did not suppress their growth rate in vitro (Supplementary Fig. 7A). Moreover, depletion of ATP6V0A1 almost completely inhibited CT26 tumor growth in immunocompetent BALB/c mice, while only slightly retarded tumor growth in immunodeficient BRG or NOD/SCID mice (Supplementary Fig. 7B–D). Notably, at the respective termination time points, tumor weights were comparable for control CT26 tumors in BALB/c mice and immunodeficient mice but significantly lower for CT26-sh*v0a1* tumors in BALB/c mice than in immunodeficient mice, showing that *Atp6v0a1* interference exhibits greater efficacy in suppressing the growth of CT26 tumors in immunocompetent mice than in immunodeficient mice (Supplementary Fig. 7B–D). These findings suggested that immune responses are essential for regulating CT26 tumor growth by ATP6V0A1, although other factors may also be involved.

**Fig. 2:**
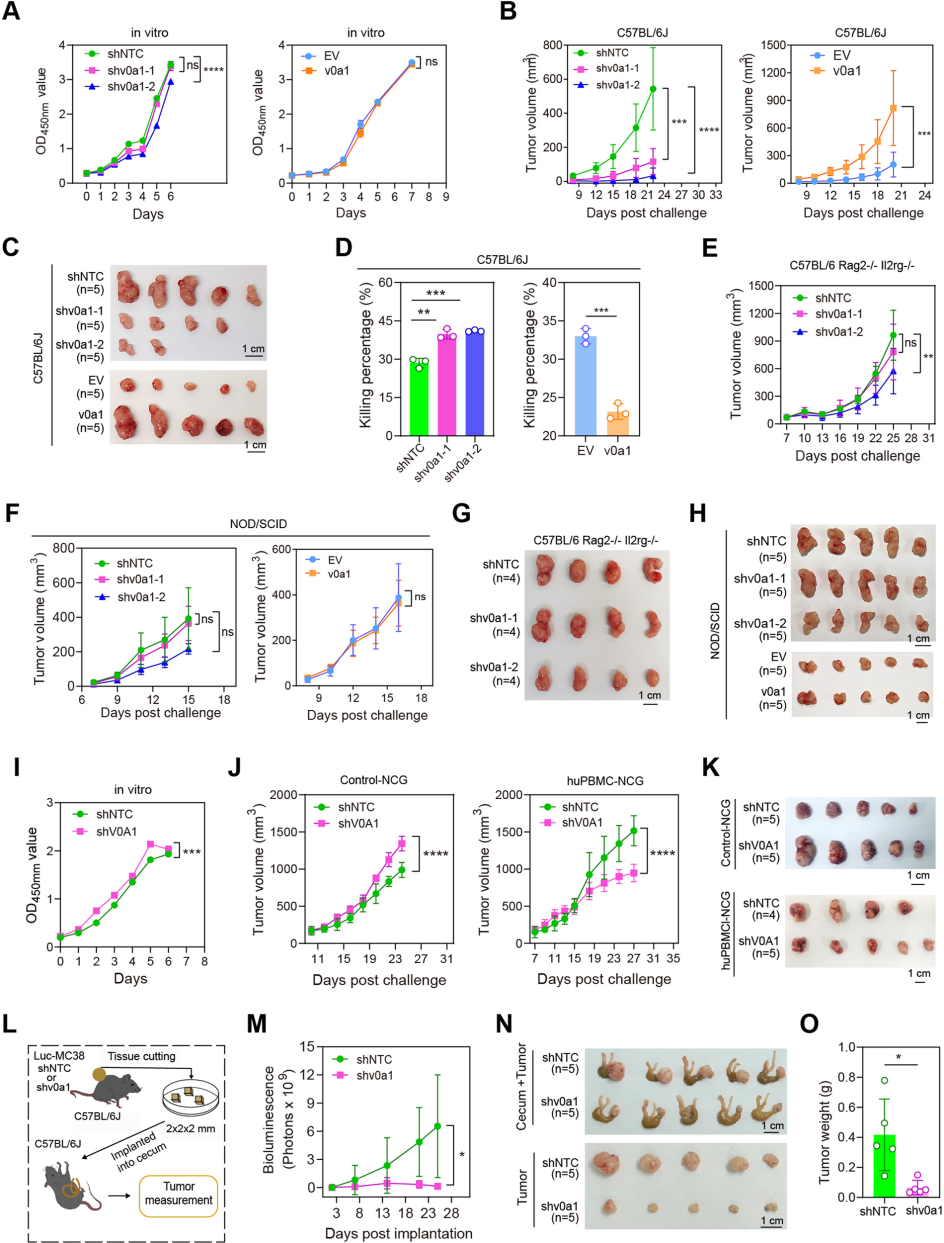
ATP6V0A1 promotes the growth of colorectal cancers in an immune-dependent manner. **A** The effect of suppressing or overexpressing Atp6v0a1 on the proliferation rates of MC38 cells in vitro was analyzed by CCK8 assay. *n* = 3 independent experiments. **B**–**D** C57BL/6 J mice were subcutaneously injected with Atp6v0a1-suppressing or Atp6v0a1-overexpressing MC38 cells as shown in Supplementary Fig. 6A. Tumor volumes were monitored using calipers, and average tumor growth curves were plotted (**B**); photographs of the tumors are shown in (**C**). *n* = 5 mice per group. TILs isolated from the tumors described in (**B**) and (**C**) were co-cultured with CFSE-labeled MC38 cells, and the cell mixture was analyzed by flow cytometry for the proportion of tumor cell death to assess the killing activities of TILs (**D**). *n* = 3 mice in each group; Data representative three independent experiments. **E**–**H** Atp6v0a1-suppressing or Atp6v0a1-overexpressing MC38 cells were subcutaneously injected into C57BL/6 Rag2^−/−^Il2rg^−/−^ mice (**E**, **G**) or NOD/SCID mice (**F**, **H**) as shown in supplementary Fig. 6A. Average tumor growth curves were plotted (**E**, **F**); photographs of the tumors are shown in (**G**, **H**). *n* = 4 (**E**, **G**) or 5 (**F**, **H**) mice per group. **I** The proliferation of control HCT-8 (shNTC) cells and *ATP6V0A1*-knockdown (shV0A1) HCT-8 cells in vitro was analyzed by CCK8 assay. *n* = 3 independent experiments. **J**, **K** HCT-8 shNTC cells or HCT-8 shV0A1 cells were subcutaneously injected into huPBMC-NCG mice and control NCG mice as shown in Supplementary Fig. 6B. Average tumor growth curves were plotted (**J**); photographs of the tumors are shown in (**K**). *n* = 4 (shNTC group in huPBMC-NCG mice model) or 5 mice (other groups) in each group. **L**–**O** Cecal MC38 tumors were established as illustrated in (**L**). Tumor growth was monitored via bioluminescence detection, and average tumor growth curves were plotted (*n* = 5 mice per group; **M**). The mice were sacrificed on day 25; photographs of the tumors in the cecum (**N**, upper) and the isolated tumors (**N**, lower) are shown. Tumor weights for the indicated groups are compared in (**O**). For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA (**A**, **B**, **E**, **F**, **I**, **J**, **M**) or unpaired two-sided Student’s *t*-test (**D**, **O**). Source data and exact p-value are provided as a Source Data file.

To investigate the role of ATP6V0A1 in anti-tumor immunity in the context of human immune and colon cancer cells, we established a subcutaneous human colon cancer model in immunodeficient mice engrafted with human-derived immune cells (Supplementary Fig. 6B, C). Analysis of cell proliferation/tumor growth showed that *ATP6V0A1* knockdown in human HCT8 colon cancer cells slightly (but significantly) increased their proliferation in vitro (Fig. 2I) and in immune-deficient NCG mice (Fig. 2J, K) but significantly suppressed their growth in immune-reconstituted huPBMC-NCG mice (Fig. 2J, K). These results suggested that ATP6V0A1 also promoted immune evasion in human colon cancers. Next, to test whether tumor cell-intrinsic ATP6V0A1 could promote the development of orthotopic CRCs, we established a cecal MC38 tumor model (Fig. 2L). Similar to the subcutaneous tumor model, knockdown of *Atp6v0a1* in MC38 cells also significantly suppressed in vivo tumor growth in the cecal model (Fig. 2M–O). Collectively, these results indicate that tumor cell-intrinsic ATP6V0A1 suppresses anti-tumor immune responses and thus promotes tumor progression across different colon cancer models.

### Tumor cell-intrinsic ATP6V0A1 suppresses memory CD8^+^ T cells activity in CRC

To determine the type of immune cells contributing to ATP6V0A1-mediated immune evasion, we used single-cell transcriptome sequencing (scRNA-seq) to analyze the ATP6V0A1-edited immune microenvironment in CRC. 

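For this experiment, cells of 5 control MC38 tumors, mixed in equal proportions, were sequenced as 1 library with the 10x Genomics 3' v3.1 chemistry. The cells carry no tag for the tumor they came from, so the control arm is 1 sample without replicates, and no test between mice or between arms was possible. The library is labelled wild type and its label does not name the shRNA. It was taken as the shNTC control because the methods describe only 2 pools, and the other pool, of knockdown tumors, was not analysed here. The authors deposited UMI counts, the number of distinct transcript molecules captured per gene and cell, without normalization. The file header names Cell Ranger 5.0.1, whereas the methods name CellRanger V3 and the GRCm38/mm10 genome. The counts covered 32285 genes in 5307 called cells and summed to 106631000 UMIs, with between 511 and 231902 UMIs per cell and medians of 9248 UMIs and 2609 genes. A mitochondrial share of UMIs above 20% removed 667 cells, and 0 cells had fewer than 200 genes. A further 197 cells, 4.25% of those left, had the highest doublet scores and were removed. The 4443 kept cells had a median of 10434 UMIs and were grouped by Leiden clustering. Clusters were named from fixed lists of marker genes, a rebuilt annotation that can differ from the cell groups of the study. Intervals are exact 95% intervals, Clopper-Pearson for shares and Poisson for counts, and cover counting error only. In this control library, 3 clusters with high levels of both Shisal2b and Rhox5 held 2155 cells, 48.5% of the kept cells (47.0% to 50.0%). A cluster of 566 cells among them was shallow, with a median of 1413.5 UMIs. The genes that set it apart most included Hbb-bs, Hba-a1 and Igkc, genes of hemoglobin and immunoglobulin. Whether these 566 are whole cells or droplets with free RNA was not tested. Myeloid-like clusters held 1784 cells (40.2%, 38.7% to 41.6%), the T and NK-like cluster 163 cells (3.67%, 3.14% to 4.26%) and the CAF-like cluster 107 cells (2.41%, 1.98% to 2.90%). The remaining 234 cells (5.27%, 4.63% to 5.96%) sat in 2 clusters that met no list. The share that an alternative moved most was that of CAF-like cells. It was 45.1% when every cell with at least 1 UMI of Col5a1 was counted. Most of these cells, 1701 of 2002, were Shisal2b- and Rhox5-high cells, of which 78.9% (median 30317 UMIs) had a UMI of Col5a1, and 46 were CAF-like. Of the myeloid-like cells (median 8334.5 UMIs), which should lack Col5a1, 12.8% also had such a UMI.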

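The knocked-down gene, Atp6v0a1 (ENSMUSG00000019302), lies on chromosome 11 of GRCm38 from 101009452 to 101063719 in the GENCODE M21 annotation. It had 847 UMIs in the kept control cells. Levels are sums of a gene's UMIs over a group per 1000000 UMIs of that group (CPM). Atp6v0a1 was at 7.83 CPM (7.22 to 8.49, 596 UMIs) in the cells of the Shisal2b- and Rhox5-high clusters and 14.5 CPM (12.7 to 16.4, 236 UMIs) in myeloid-like cells. The T and NK-like cells had 1 UMI of Atp6v0a1 (1.24 CPM, 0.0313 to 6.89) and the CAF-like cells 3 UMIs (4.79 CPM, 0.988 to 13.99). At least 1 UMI of Atp6v0a1 was found in 22.2% of the Shisal2b- and Rhox5-high cells, in 11.8% of the myeloid-like cells and in 0.613% of the T and NK-like cells (median 4167 UMIs). No cell type in the library is known to lack Atp6v0a1. With each cell thinned to 1000 UMIs, these shares were 0.784% (242 shallower cells left out), 0.917% (40 left out) and 0 of 132 T and NK-like cells (31 left out), which allows a share of up to 2.27%. The alternative that moved the level of Atp6v0a1 most in CPM was the mean over cells of each cell's level, at 9.60 CPM in the Shisal2b- and Rhox5-high cells.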

Holistic immune profiles in *Atp6v0a1* knockdown (shv0a1, *n* = 5) and control MC38 tumors (shNTC, *n* = 5) were compared (Supplementary Figs. 8, 9) as a strategy described in methods. 

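Clustering of the 163 T and NK-like cells of the control library gave 4 clusters, of 48, 46, 35 and 34 cells, and none met the rules for a name. The first had all 5 listed Treg markers raised but more Cd8a than Cd4, and the last had all 5 listed NK markers raised without a low level of Cd8a. The cells were therefore assigned one by one to the marker list in which they scored highest, without clustering. This gave 133 T cells, 17 NK-like cells and 13 cells that scored above the mean on no list. Of the 133 T cells, 20 were naive T-like (15.0%, 9.43% to 22.3%), 26 effector T-like (19.5%, 13.2% to 27.3%), 23 exhausted T-like (17.3%, 11.3% to 24.8%), 33 Treg-like (24.8%, 17.7% to 33.0%) and 31 memory-like (23.3%, 16.4% to 31.4%). Memory-like cells were the shallowest, with a median of 1196 UMIs against 4820 for the other T cells. The share that a setting moved most was that of effector T-like clusters, which held no cells here and 71.2% of the T and NK-like cells at the lower Leiden resolution.

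**Figure D1:**
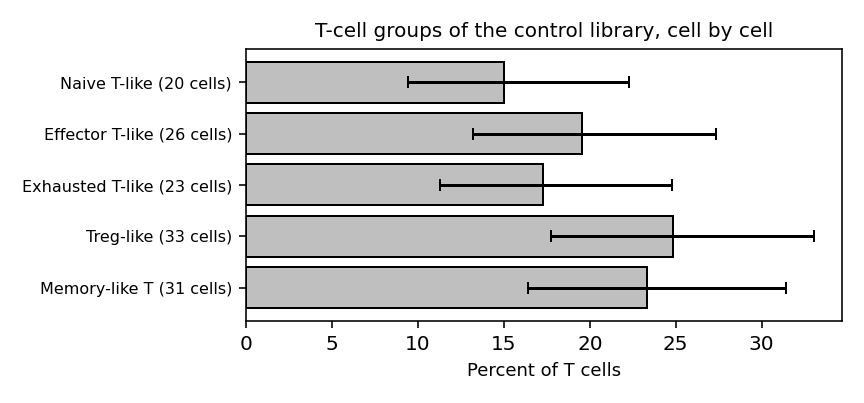
Percent of the 133 T cells of the control library in each group, assigned cell by cell from the marker lists. Bars are shares and lines exact 95% intervals for counting error only. The intervals of all 5 groups overlap.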

The results showed that *Atp6v0a1* interference in MC38 cells increased the percentages of naïve T, effector T, and memory-like T-2 cells in the total T cell population while decreasing the percentages of exhausted T, Treg, and memory-like T-1 cells (Supplementary Fig. 9A, B). Moreover, the percentages of granulocytes, monocytes, and dendritic cells within the myeloid population were increased in *Atp6v0a1* knockdown-derived tumors, whereas the percentage of macrophages was decreased (Supplementary Fig. 9C, D). 

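In the control library, 1366 of the 1784 myeloid-like cells were macrophage-like, a share of 76.6% (74.5% to 78.5%). Monocyte-like cells numbered 254 (14.2%, 12.6% to 15.9%) and DC-like cells 44 (2.47%, 1.80% to 3.30%). No myeloid-like cluster was granulocyte-like, but this 0 reflects where the clustering placed cells, since granulocyte-like cells sat in a mixed cluster outside the myeloid-like ones. Counting them as myeloid, an alternative chosen after seeing the data, gave a share of 2.14%. The other 120 cells (6.73%, 5.61% to 7.99%) were in a cluster without a name, with a median of 1450.5 UMIs. All 6 listed macrophage genes were raised in it against the non-myeloid cells. None of them was among its leading genes, as the rule for shallow clusters asks, whereas Rhox5, Dcn and Col3a1 were. The macrophage-like share would be higher with these cells. The DC-like share was moved most by the alternative that counts every myeloid-like cell with at least 1 UMI of Cd86, at 51.8%. Among the Shisal2b- and Rhox5-high cells, which should lack Cd86 and are deeper, 2.13% had such a UMI. With doublets kept, the monocyte-like and the DC-like share were both 0.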

Interestingly, memory-like T-2 cells were detected in shv0a1 but not shNTC MC38 tumors (Supplementary Fig. 9A, B). 

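No cluster of the control T and NK-like cells met the memory-like list (Ptprc, Lck, Bcl2 and Il7r), so the clustering assigned no memory-like T-2 cells. None of the 4 clusters met any list, so this 0 is not a measured share and no limit is given for it. Cell by cell, a memory-like cell was taken as T-2-like when it had a UMI of Cd8a or Cd8b1 and UMIs of at least 3 of the 5 effector markers. This definition was made for single cells and is not that of the study, which names clusters. It was met by 5 of the 133 T cells (3.76%, 1.23% to 8.56%), with a median of 6529 UMIs. These 5 cells held 52.3% of the UMIs of the 31 memory-like cells, so they weigh more than the other 26 in levels pooled over the memory-like cells. The share moved most, to 7.45%, with the larger sets of variable genes and at the higher Leiden resolution.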

Of all the immune cell subclusters, memory-like T-2 cells exhibited the most significantly increased cell count ratio in *shv0a1* tumors vs. control tumors (Supplementary Fig. 9E). In addition, memory-like T-2 cells expressed more effector markers than memory-like T-1 cells (Supplementary Fig. 8D). 

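In the 31 memory-like cells of the control library, Nkg7 was the most abundant of the 5 effector markers, at 2838 CPM (2457 to 3263). Gzmb had 25 UMIs (358 CPM, 232 to 529), Plac8 24 UMIs (344 CPM, 220.4 to 512) and Prf1 17 UMIs (244 CPM, 142 to 390.2). Gzmk had 0 UMIs, which allows up to 43.0 CPM. The T-2-like cells were picked by UMIs of these genes, so their levels were not set against those of the other memory-like cells, and they supplied most of the UMIs of Nkg7 (159), Plac8 (21), Gzmb (16) and Prf1 (13).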

Consistent with these findings, the expression levels of TCR signaling molecules and T-cell activation markers in total memory-like T cells were higher in shv0a1 tumors than in shNTC tumors (Supplementary Fig. 9F). These data suggest that MC38-derived ATP6V0A1 mainly regulates anti-tumor immunity by suppressing the effectiveness of memory T cells within the CRC TME.

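Supplementary Fig. 9F lists genes of TCR signaling and T-cell activation, whose levels in the control pool were taken over the memory-like cells and over the other 102 T cells. Cd3g was at 1534 CPM (1257 to 1854) in memory-like cells and 2064 CPM (1946 to 2187) in the others, a ratio of 0.743 (0.604 to 0.907). Cd3d had a ratio of 0.766 (0.594 to 0.975) and Cd74 of 0.471 (0.271 to 0.768). Cd8b1 was higher in memory-like cells, at 788 against 580.2 CPM, a ratio of 1.36 (1.00 to 1.81). For Cd28, Klrd1, Trac and Klrk1 the ratio lay between 0.523 and 1.40 and its interval included 1, so no difference was detectable at this depth. Without the 5 T-2-like cells, an alternative chosen after seeing the data, the ratio was 0.407 (0.270 to 0.592) for Cd3g, 0.440 (0.267 to 0.684) for Cd3d and 0.755 (0.397 to 1.31) for Cd74. It was 0.207 (0.0561 to 0.535) for Cd8b1 and 0.152 (0.0413 to 0.392) for Klrd1, so the higher Cd8b1 of memory-like cells came from these 5 cells, which had been picked by UMIs of Cd8a or Cd8b1. For Cd28, Trac and Klrk1 its interval still included 1. Cd83, Gzma and Klra2 had 0 UMIs in memory-like cells, which allows up to 43.0 CPM each. From the T-2 cells detected only in shv0a1 tumors and the higher levels of the genes of Supplementary Fig. 9F in their memory-like T cells, the paper proposes that ATP6V0A1 of MC38 cells acts on anti-tumor immunity mainly through memory T cells.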

Memory-like T-2 cells preferentially express CD8 rather than CD4 (Supplementary Fig. 8D). Therefore, we initially examined the role of CD8^+^ T cells in ATP6V0A1-regulated immune evasion in the MC38 allograft model (Fig. 3A). 

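Cd8a (ENSMUSG00000053977) had 57 UMIs in the memory-like cells of the control pool, a level of 817 CPM (619 to 1059), and Cd4 (ENSMUSG00000023274) had 4 UMIs, a level of 57.3 CPM (15.6 to 147). In the other T cells, Cd8a was at 687 CPM (619 to 759) and Cd4 at 52.4 CPM (35.1 to 75.3). Of the 57 UMIs of Cd8a, 50 were in the 5 T-2-like cells, which had been picked by UMIs of Cd8a or Cd8b1. Without these cells, Cd8a was at 210.3 CPM (84.5 to 433) and Cd4 at 120.2 CPM (32.7 to 308), and the intervals overlapped. Neither gene is part of the memory-like list.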

Depletion of CD8^+^ T cells via administration of monoclonal anti-CD8α (Clone 2.43) overcame the suppression/acceleration of MC38 tumor growth induced by the knock-down/over-expression of MC38-derived *Atp6v0a1* (Fig. 3B, C). This finding suggested that MC38-derived ATP6V0A1 promoted tumor immune evasion mainly by suppressing CD8^+^ T-cell activity. Next, we used a flow cytometry (FC) strategy (Fig. 3D) to confirm whether ATP6V0A1 selectively affected the activity of memory CD8^+^ T cells in murine colon cancers. For these assays, we used CD44 as a protein marker of murine memory CD8^+^ T cells^14^. FC analysis also showed that BCL-2, another specific marker of memory-like T cells identified in the scRNA-seq analysis (Supplementary Fig. 8D), was most frequently detected in CD44^+^CD8^+^ rather than CD44^−^CD8^+^ T cells (Fig. 3E); this finding indicated that CD44^+^CD8^+^ T cells may represent the T-cell populations annotated as memory-like T cells in our scRNA-seq analysis. FC analysis of effector cytokines showed that knockdown of *Atp6v0a1* in both MC38 and CT26 cells significantly enhanced the levels of perforin, GzmB, and IFN-γ in CD44^+^CD8^+^ T cells derived from the corresponding subcutaneous tumors (Fig. 3F, G). By contrast, the levels of these cytokines in CD44^−^CD8^+^ T cells were not consistently enhanced in MC38 tumors and CT26 tumors with *Atp6v0a1* knockdown (Fig. 3F, G). Consistent with these findings, *ATP6V0A1* knockdown in HCT8 cells significantly enhanced the effectiveness of memory CD45RO^+^CD8^+^ T cells but not that of CD45RO^−^CD8^+^ T cells in hPBMC-NCG mouse-derived HCT8 tumors (Fig. 3H). Importantly, the levels of cytotoxic cytokines in CD44^+^CD8^+^ T cells were also significantly enhanced in the orthotopic (cecal) MC38 tumor model as a result of *Atp6v0a1* knockdown (Fig. 3I). Similar to the subcutaneous MC38 tumor model, knockdown of tumor cell-intrinsic *Atp6v0a1* did not consistently enhance the level of the cytotoxic cytokines in CD44^−^CD8^+^ T cells derived from the cecal tumor model (Fig. 3I).

**Fig. 3:**
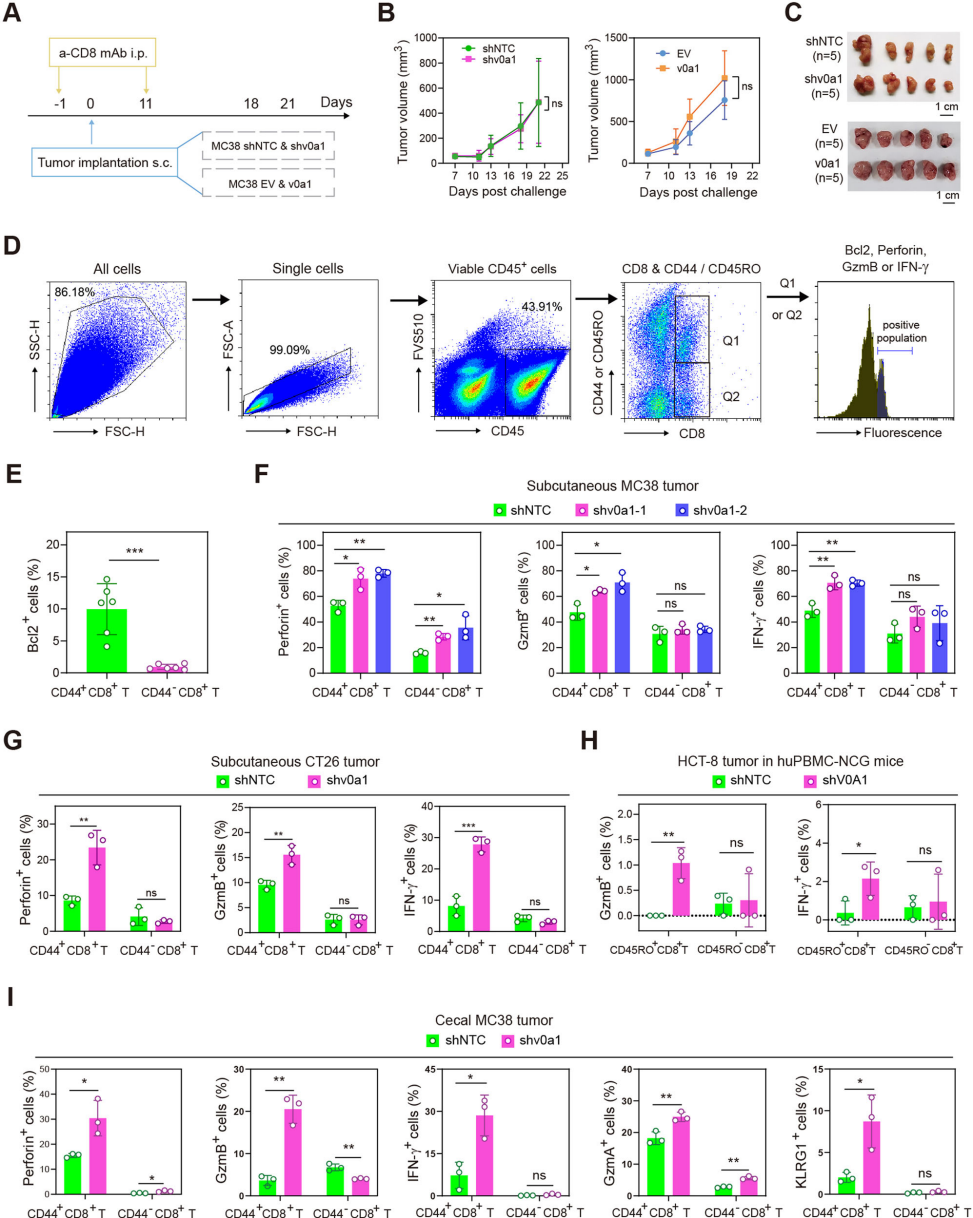
Memory CD8^+^ T cell effectiveness is important for the regulation of CRC growth by tumor-derived ATP6V0A1. **A**–**C** CD8^+^ T cells were depleted from C57BL/6 mice in the indicated groups by injection of anti-CD8α mAb (clone 2.43) at the time points shown (**A**). Average tumor growth curves were plotted (**B**); photographs of the tumors are shown in (**C**). *n* = 5 mice per group. **D** Flow cytometry (FC) strategy for gating CD44^+^CD8^+^ and CD44^-^CD8^+^ T cells and detecting effector cytokines. **E** BCL2 protein levels were compared in CD44^+^CD8^+^ and CD44^−^CD8^+^ T cells by FC. *n* = 6; Data are pooled from 2 independent experiments. **F**–**I** The effectiveness of tumor-infiltrating CD44^+^CD8^+^ and CD44^−^CD8^+^ T cells or CD45RO^+^CD8^+^ and CD45RO^−^CD8^+^ T cells was analyzed via FC in subcutaneous MC38 tumors from C57BL/6 J mice (**F**), subcutaneous CT26 tumors from BALB/c mice (**G**), subcutaneous HCT-8 tumors from huPBMC-NCG mice (**H**), and cecal MC38 tumors from C57BL/6 J mice (**I**). *n* = 3 mice per group; Data representative of 3 independent experiments. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001. Statistical significance was determined using ordinary two-way ANOVA (**B**) or unpaired two-sided Student’s *t*-test (**E**–**I**). Source data and exact *p*-value are provided as a Source Data file.

Collectively, these data suggest that ATP6V0A1 expressed in CRC tumor cells promotes immune evasion mainly by suppressing the effectiveness of memory CD8^+^ T cells.

### TGF-β1/SMAD3 paracrine axis links tumor cell-intrinsic ATP6V0A1 to the suppression of memory CD8^+^ T cells activity

To explore the molecular mechanisms underlying the cross-talk between ATP6V0A1 and memory CD8^+^T cells, we first used the scRNA-seq data to identify genes that were differentially expressed in memory-like T cells from MC38-shNTC and MC38-shv0a1 tumors. 

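In the control arm, Smad3 (ENSMUSG00000032402; chromosome 9 of GRCm38, 63646767 to 63757994) had 4 UMIs in the 31 memory-like cells and 4 UMIs in the 102 other T cells. Its level was 57.3 CPM (15.6 to 147) in memory-like cells and 7.23 CPM (1.97 to 18.5) in the others, a ratio of 7.93 (1.48 to 42.6). The alternative that moved this level of Smad3 most in CPM was to leave out the 5 T-2-like cells, chosen after seeing the data, at 120.2 CPM in memory-like cells. Of the planned ones it was the mean over cells, at 107 CPM, and the one that moved it most as a fold was the limit of 10% mitochondrial UMIs, at 11.5 CPM. With that limit the ratio was 1.81 (0.0344 to 22.5), and with 3000 variable genes, at the higher resolution and with 10 nearest neighbors, the last chosen after seeing the data, it was 1.85 (0.0352 to 23.0). Under these 4 settings Smad3 had 1 UMI in memory-like cells, and no difference between the groups was detectable. The memory-like group was also smaller, with 17 cells under the 10% limit and 16 under the others, against 31. Of the 4 UMIs of Smad3 in the 31 cells, 0 were in the T-2-like cells. Without the T-2-like cells the ratio was 16.6 (3.096 to 89.2), so the higher Smad3 came from the other 26 cells. These held 33290 UMIs in total, had Cd3g at a ratio of 0.407 (0.270 to 0.592) and gave only 4 UMIs of Smad3. At least 1 UMI of Smad3 was found in 12.9% of memory-like cells and 3.92% of the others. After thinning, it was found in 0 of 19 memory-like cells (12 left out), which allows up to 15.8%, and in 0 of 94 others (8 left out), which allows up to 3.19%. No cell type that should lack Smad3 was at hand for these shares. Id2 (ENSMUSG00000020644; chromosome 12, 25093799 to 25097140) had 61 UMIs in memory-like cells (874 CPM, 669 to 1123) and 446 UMIs in the others (806 CPM, 733 to 885). The ratio of 1.08 (0.816 to 1.42) showed no detectable difference for Id2 at this depth. It was 1.28 (1.01 to 1.61) with the limit of 10% mitochondrial UMIs. Under the other 3 settings with 1 UMI of Smad3 in memory-like cells it was 1.32 (1.04 to 1.66). Without the T-2-like cells it was 0.708 (0.422 to 1.12). As means over cells, Id2 was at 657 CPM in memory-like cells and 683 CPM in the others. Among the other T cells, Id2 ranged from 221 CPM (121 to 371) in naive T-like cells to 1058 CPM (900 to 1237) in exhausted T-like cells.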

Transcriptomic comparison showed that following *Atp6v0a1* interference in MC38 cells, the level of *Smad3* mRNA was significantly reduced and the level of *Id2* mRNA was enhanced in memory-like T cells, relative to the levels in other T-cell subpopulations (Fig. 4A). *Id2* has been reported to be repressed by SMAD3 signaling^15^. Moreover, western blotting showed decreases in total SMAD3 and phosphorylated SMAD3 (p-SMAD3) protein levels and an increase in ID2 protein levels in CD8^+ ^T cells from MC38-shv0a1 tumors, compared with levels in MC38-shNTC tumors (Fig. 4B and Supplementary Fig. 10A). SMAD3 signaling is often activated by the TGF-β/TGF-βR axis^16^. Interestingly, *Tgfbr2* mRNA was more highly expressed in memory-like T-2 cells than in other T cell subclusters (Fig. 4C). 

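In the control arm, Tgfbr2 (ENSMUSG00000032440; chromosome 9 of GRCm38, 116084293 to 116175360) had 6 UMIs in the memory-like cells, a level of 86.0 CPM (31.6 to 187), and 28 UMIs in the other T cells (50.6 CPM, 33.6 to 73.1). The ratio of 1.70 (0.575 to 4.18) showed no detectable difference at this depth. Tgfbr2 was at 60.3 CPM (27.6 to 114) in exhausted T-like, 59.3 CPM (30.7 to 104) in effector T-like, 36.1 CPM (11.7 to 84.3) in Treg-like and 31.6 CPM (3.83 to 114) in naive T-like cells. The 5 T-2-like cells were too few for a level of their own. Without them, the ratio for Tgfbr2 was 2.37 (0.605 to 6.79). With the limit of 10% mitochondrial UMIs it was 1.00 (0.302 to 2.64). It was 1.03 (0.309 to 2.71) with 3000 variable genes, at the higher resolution and with 10 nearest neighbors. The remaining filters and clusterings gave ratios between 1.49 and 2.10. All of these intervals included 1.

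**Figure D2:**
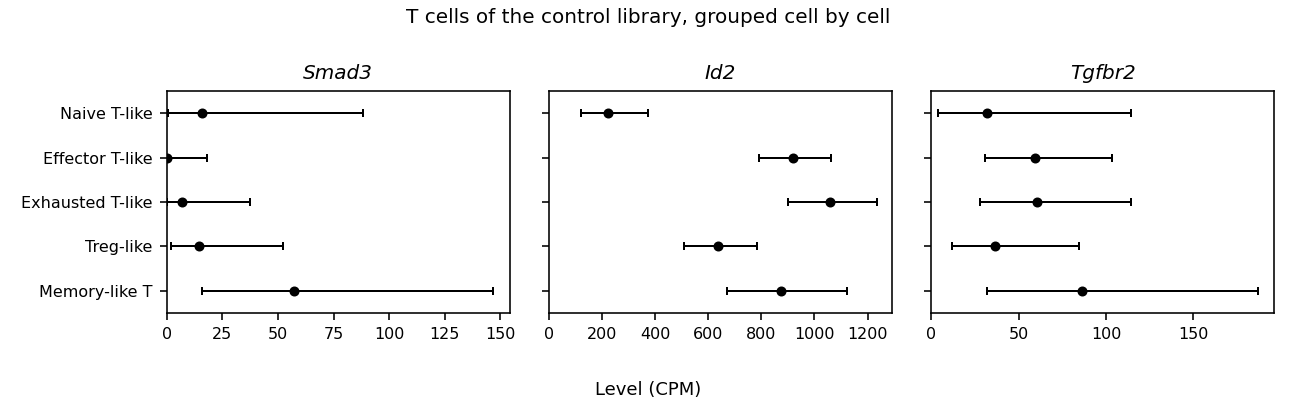
Levels of Smad3, Id2 and Tgfbr2 in CPM in the T-cell groups of the control library, assigned cell by cell. Points are levels and lines exact 95% Poisson intervals for counting error only. For Tgfbr2, the intervals of all 5 groups overlap.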

Consistent with this finding, TGF-βRII protein levels in wild-type MC38 tumors were higher in CD44^+^CD8^+ ^T cells than in CD44^−^CD8^+ ^T cells (Fig. 4D). Meanwhile, *Tgfb1* mRNA levels and TGF-β1 protein levels were significantly lower in *Atp6v0a1*-suppressing MC38 cells than in control cells (Fig. 4E and Supplementary Fig. 10B); Overexpression of *Atp6v0a1* can restore the decreased TGF-β1 levels induced by *Atp6v0a1* knockdown (Fig. 4F). IHC analysis confirmed that intra-tumoral TGF-β1 levels were lower in MC38-shv0a1 tumors than in MC38-shNTC tumors (Supplementary Fig. 10C, D). The above data indicated that tumor-intrinsic ATP6V0A1 may regulate memory CD8^+ ^T cells via paracrine TGF-β1/SMAD3 signaling. Importantly, treatment of MC38 tumor-derived TILs with the SMAD3 inhibitor (E)-SIS3 significantly enhanced the expression of effector cytokines in CD44^+^CD8^+ ^T cells (Supplementary Fig. 11 and Fig. 4G), confirming the critical role of SMAD3 activation in suppressing memory CD8^+ ^T cell function. Additionally, pretreatment of MC38 cell culture medium with anti-TGF-β1 resulted in significantly increased expression of effector cytokines in CD44^+^CD8^+ ^T cells but not in CD44^−^CD8^+ ^T cells in the in vitro culture of CD8^+ ^T cells with MC38 cell culture medium (Fig. 4H). The expression of effector cytokines was also significantly higher in CD44^+^CD8^+ ^T cells treated with conditioned medium (CM) from *Atp6v0a1* knockdown MC38 cells but not in those treated with CM from control MC38 cells, while pretreatment of the CM with recombinant mouse TGF-β1 eliminated this enhancement (Fig. 4I). These data indicated the important role of TGF-β1/SMAD3 signaling in the suppression of memory CD8^+ ^T cell function by MC38-derived Atp6v0a1. We went on to further confirm the contribution of TGF-β1 to Atp6v0a1-mediated regulation of tumor immune evasion in vivo. Experiments conducted in the syngeneic mouse tumor model showed that anti-TGF-β1 treatment suppressed the enhancement of MC38-tumor growth promoted by *Atp6v0a1* overexpression (Fig. 4J–L). By contrast, injection of recombinant mouse TGF-β1 protein into MC38 tumors rescued the growth suppression caused by *Atp6v0a1* knockdown (Fig. 4M–O). Importantly, TGF-β1 supplementation also inhibited the enhancement of CD44^+^CD8^+^ T cell activity mediated by *Atp6v0a1* knockdown (Fig. 4O). Moreover, the restoration of Tgfb1 expression in MC38 tumor cells (Supplementary Fig. 12A) had a comparable impact to exogenous TGF-β1 in mitigating the tumor suppression (Supplementary Fig. 12B–D) and CD44^+^CD8^+^ T cell activation (Supplementary Fig. 12E) induced by *Atp6v0a1* depletion. It is of note that the suppression of *Tgfb1/TGFB1* in MC38 /HCT-8 cells did not significantly affect the growth of these cells (Supplementary Fig. 12F, G). Collectively, our data suggest that the TGF-β1/SMAD3 axis is critical for the regulation of the anti-tumor activities of CD44^+^CD8^+ ^T cells by CRC cell-expressed ATP6V0A1.

**Fig. 4:**
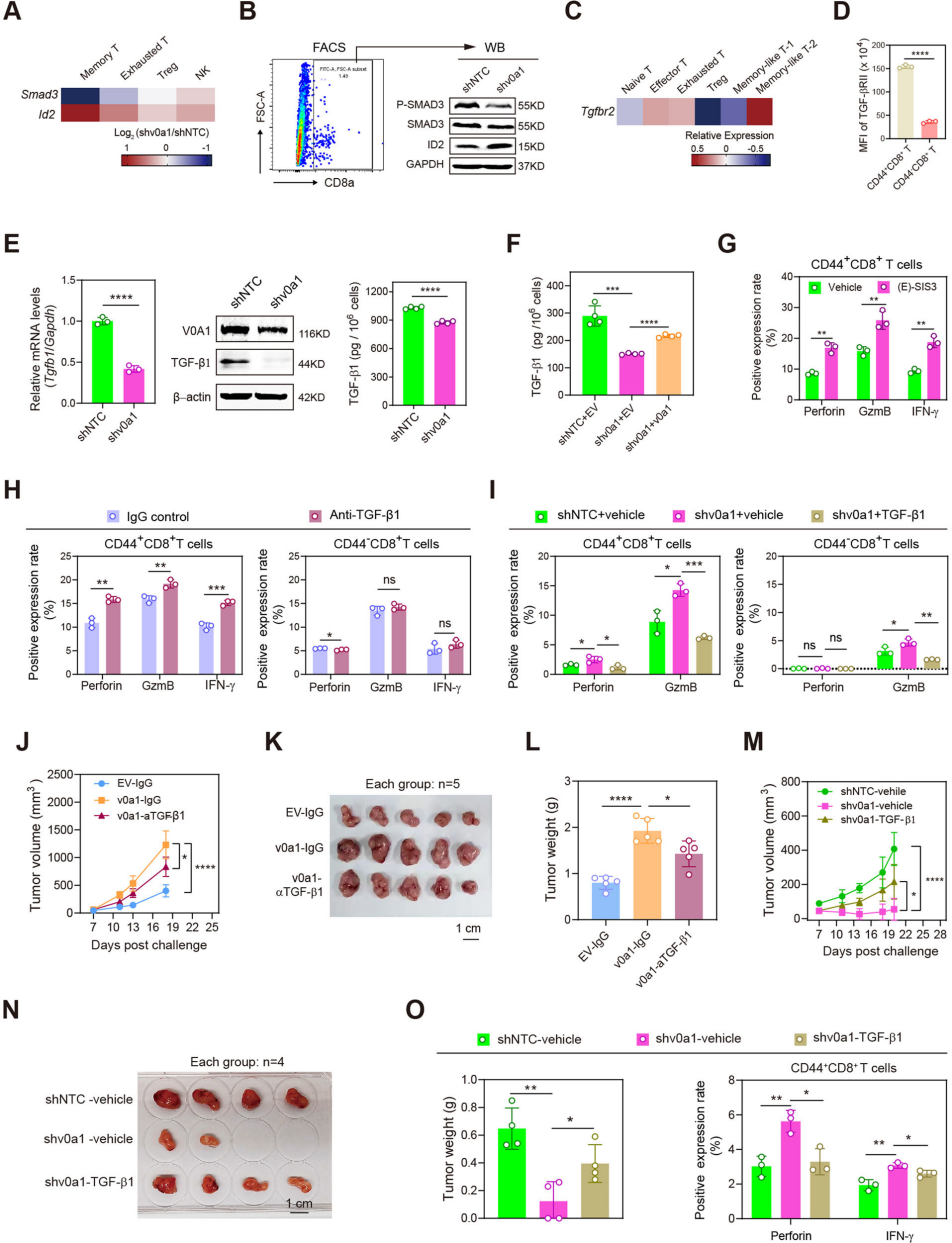
Tumor cell-intrinsic ATP6V0A1 suppresses memory CD8^+^ T cells via the TGF-β1/SMAD3 axis. **A** Atp6v0a1 knockdown-induced expression changes in *Smad3* and *Id2* were analyzed in the indicated T-cell subpopulations based on the scRNA-seq data (Supplementary Fig. 8). **B** Western blotting detecting the indicated protein levels in CD8^+^ T cells isolated from MC38-shNTC and MC38-shv0a1 tumors. The samples derive from the same experiment but different gels for SMAD3, ID2, GAPDH, another for p-SMAD3 were processed in parallel. **C** scRNA-seq data comparing the expression of *Tgfbr2* in different T-cell subpopulations. **D** FC-analysis comparing TGF-βRII level between CD44^+^CD8^+^ and CD44^-^CD8^+^ T cells in wild-type MC38 tumors. **E**, **F** The mRNA and protein levels of TGF-β1 in MC38 cells were analyzed by qPCR (**E**, left), Western blotting (**E**, medium), and ELISA (**E**, right and **F**). **G**–**I** Wild-type MC38 tumor-derived CD8^+^ T cells were treated with the following: (E)-SIS3 (**G**), MC38 cell culture medium plus control IgG or anti-TGF-β1 (**H**), conditioned medium from MC38-shNTC cells or MC38-shv0a1 cells with/without supplement of TGF-β1 protein (**I**). The activation of CD44^+^ CD8^+^ and CD44^-^CD8^+^ T cells was determined by FC analysis. **J**–**L** MC38-EV, or MC38-v0a1 cells were subcutaneously injected into C57BL/6 J mice, followed by intraperitoneal injection of control IgG or anti-TGF-β1 on days 7, 10, and 13. Average tumor growth curves (**J**), photographs of the tumors (**K**), and a comparison of tumor weights on day 18 (**L**) are shown; *n* = 5 mice per group. **M**–**O** MC38-shNTC or MC38-shv0a1 cells were subcutaneously injected into C57BL/6 J mice; PBS or mouse TGF-β1 protein was injected intratumorally. Average tumor growth curves (**M**), photographs of the tumors (**N**), and a comparison of tumor weights on day 20 (**O**, left) are shown. TILs from day 20 tumors were analyzed for effector production in CD44^+^CD8^+^ T cells (**O**, right). *n* = 4 mice per group. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA (in **J**, **M**) or unpaired two-sided Student’s *t*-test (in **D, E,** **F,** **G,** **H,** **I,** **L**, **O**). *n* = 3 independent experiments for Fig. 4D–I; Three independent experiments were performed for Fig. 4B, E (medium). Source data and exact *p*-value are provided as a Source Data file.

### Enhanced level of cholesterol and its 24-OHC production in the ER mediates ATP6V0A1-induced upregulation of TGF-β1

To explore the molecular mechanisms underlying ATP6V0A-mediated TGF-β1 upregulation in CRC cells, we applied a quantitative proteomics approach to investigate the proteins associated with ATP6V0A1. As previously mentioned, lipid metabolic reprogramming is essential for the inhibition of anti-tumor immunity through ATP6V0A1. Notably, a key molecular cluster related to cholesterol metabolism signaling was significantly altered in MC38-shv0a1 cells compared to the control MC38 cells (Fig. 5A). In addition, LDLR was upregulated considerably in MC38-shv0a1 cells (Fig. 5B, C; Supplementary Fig. 13). Cholesterol metabolism is a vital aspect of lipid metabolism associated with regulating TGF-β1 expression^17^. The mechanism underlying the expression of TGF-β1 induced by cholesterol metabolism remains unclear. Therefore, we aimed to investigate whether ATP6V0A1 could control the expression of TGF-β1 through reprogramming cholesterol metabolism. LDLR upregulation is suggested to indicate a decrease in the levels of oxysterols, particularly 24-OHC, produced in the ER^18,19^. Indeed, *Atp6v0a1*/*ATP6V0A1* knockdown in MC38/HCT-8 cells significantly reduced the production of 24-OHC in cell culture (Fig. 5D). Restoration of *Atp6v0a1*/*ATP6V0A1* expression in ATP6V0A1-deficient MC38/HCT-8 cells have the potential to reverse the decreased levels of 24-OHC (Fig. 5E). 24-OHC is a typical LXR agonist that exerts its biological functions by activating LXR signaling^19^. Consistently, *ATP6V0A1* knockdown in HCT-8 cells reduced LXR activity as demonstrated by the LXR luciferase reporter assays, while 24-OHC treatment could completely rescue this decreased LXR activity (Fig. 5F). Moreover, treatment with GSK2033, an LXR inhibitor, suppressed the effects of 24-OHC on inducing LXR activation (Fig. 5F). These data suggested that ATP6V0A1 drives the activation of 24-OHC/LXR pathway. We further explored the roles of 24-OHC/LXR pathway in ATP6V0A1-induced TGF-β1 expression. Exogenous treatment with 24-OHC partially reversed the suppression of TGF-β1 levels in *Atp6v0a1*-suppressing MC38 cells, while completely reversing it in *ATP6V0A1*-suppressing HCT-8 cells (Fig. 5G). Additionally, treatment with GSK2033 reversed the impact of 24-OHC on TGF-β1 levels in ATP6V0A1 knockdown cells (Fig. 5G). Similarly, downregulation of Nr1h3 (LXRα) or Nr1h2 (LXRβ) also inhibited the effects of 24-OHC on increasing TGF-β1 levels. Combining deficiencies in LXRα and LXRβ yielded more effective results in counteracting the effects of 24-OHC compared to having only one of the deficiencies (Supplementary Fig. 14A), suggesting that both LXRα and LXRβ are involved in the process of ATP6V0A1 inducing TGF-β1 expression via 24-OHC production. These results showed that ATP6V0A1 promotes TGF-β1 expression via the 24-OHC/LXR pathway in CRC cells. 24-OHC is produced in the ER by the oxidation of cholesterol, catalyzed by CYP46A1^19^. However, the levels of CYP46A1 were not significantly altered by *Atp6v0a1* knockdown (Fig. 5C; Supplementary Fig. 13). Interestingly, the levels of ER-derived cholesterol were decreased in both *Atp6v0a1*-suppressing MC38 cells and *ATP6V0A1*-suppressing HCT-8 cells, relative to the levels in control cells (Fig. 5H). Moreover, treating HCT-8 cells with LDL to supplement cholesterol in the ER restored the decreased 24-OHC production (Supplementary Fig. 14B) and reduced TGF-β1 expression (Fig. 5I) caused by ATP6V0A1 knockdown. Treatment with MβCD to decrease cellular cholesterol can reverse the effects induced by LDL (Supplementary Fig. 14B; Fig. 5I). Importantly, suppressing 24-OHC production via CYP46A1 knockdown (Supplementary Fig. 14B) effectively counteract the TGF-β1 expression increased by exogenous LDL treatment (Fig. 5I). Collectively, these data demonstrated that ATP6V0A1 promotes 24-OHC production mainly by enhancing cholesterol levels in the ER, thereby increasing TGF-β1 expression via the LXR pathway (Fig. 5J).

**Fig. 5:**
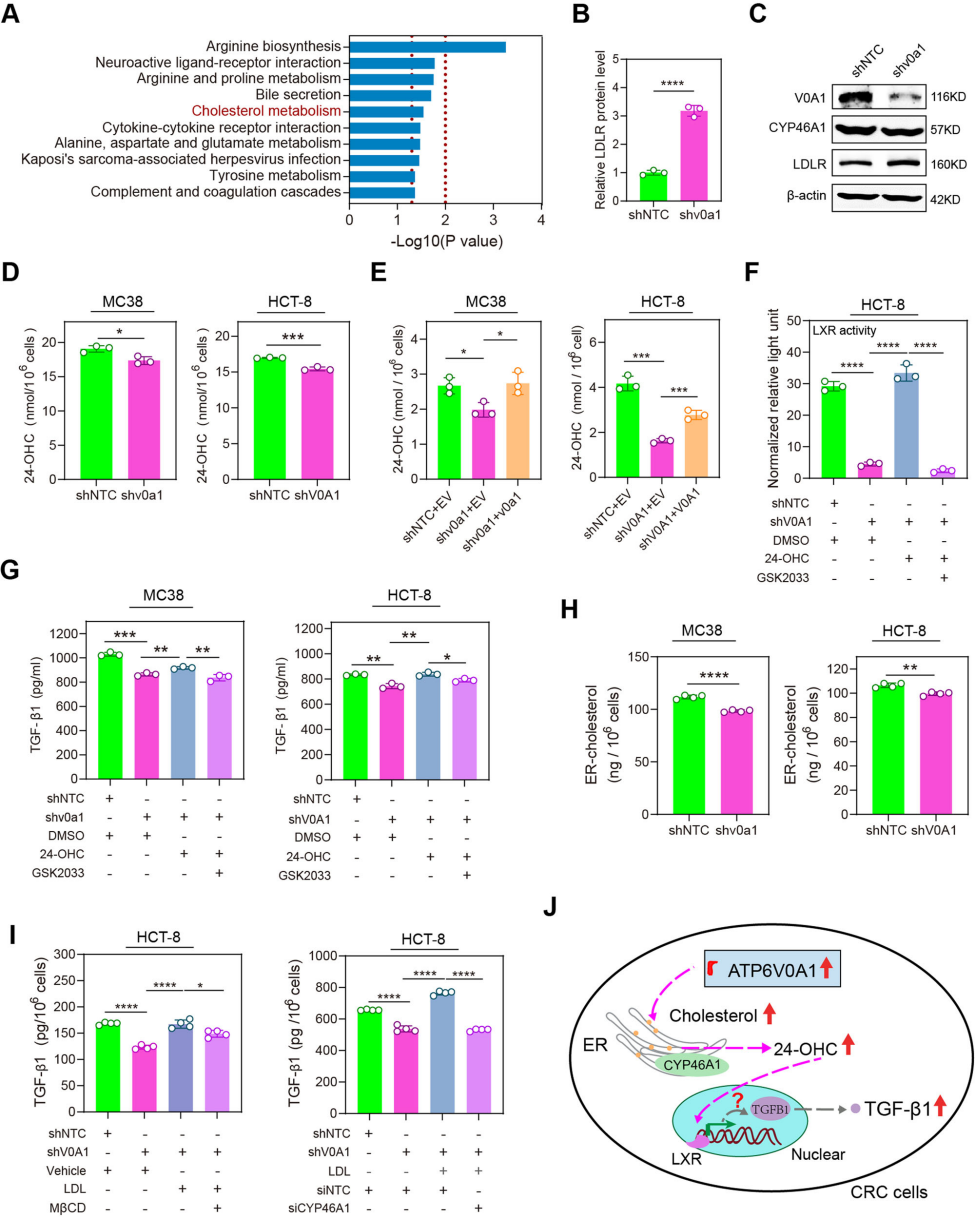
Cholesterol accumulation in the ER is essential for the upregulation of TGF-β1 by ATP6V0A1 in CRC cells. **A**, **B** *Atp6v0a1* knockdown-induced changes in protein levels in MC38 cells were analyzed using label-free protein quantitative mass spectrometry (MS); KEGG route enrichment analysis showed that changes in the cholesterol metabolism pathway were induced by *Atp6v0a1* knockdown (**A**). Relative levels of LDLR protein in MC38-shNTC and MC38-shv0a1 cells were determined by MS analysis (**B**; *n* = 3 independent experiments). **C** Western blotting was used to detect LDLR and CYP46A protein levels in MC38-shNTC and MC38-shv0a1 cells. The samples derive from the same experiment but different gels for ATP6V0A1, CYP46A1, β-actin, another for LDLR were processed in parallel. Data representative of 3 independent experiments. **D**, **E** Culture media from the indicated cells were analyzed for 24-OHC production by ELISA. *n* = 3 independent experiments. **F** HCT-8 (shNTC and shV0A1) cells with the indicated treatments were transfected with LXR luciferase reporter plasmids along with renilla luciferase control plasmids. The cells were subsequently assessed for LXR activities by calculating the ratio of luciferin light unit to renilla light unit (normalized relative light unit). *n* = 3 independent experiments. **G** MC38 (shNTC and shv0a1) cells and HCT-8 (shNTC and shV0A1) cells were treated with 24-OHC in the absence or presence of LXR inhibitor (GSK2033), and TGF-β1 levels in the supernatants were analyzed by ELISA. *n* = 3 independent experiments. **H** Following the isolation of ER from the indicated cells, lipids were extracted and analyzed for cholesterol levels using the Amplex™ Red cholesterol assay. *n* = 4 independent experiments. **I** HCT-8 (shNTC and shV0A1) cells were treated with LDL in the absence or presence of MβCD (**I**, left) or with LDL in the presence of siNTC or siCYP46A1 (**I**, right); TGF-β1 protein was detected in the supernatant by ELISA. *n* = 4 independent experiments. **J** Schematic diagram summarizing the results of Fig. 5A–I. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s *t*-test. Source data and exact *p*-value are provided as a Source Data file.

### ATP6V0A1 facilitates the transportation of exogenous cholesterol to the ER via the RABGEF1-dependent endosome maturation pathway

Having shown that ATP6V0A1 mediated the upregulation of TGF-β1 expression by reprogramming cholesterol metabolism in CRC cells, we wanted to investigate the mechanism by which ATP6V0A1 enhanced cholesterol levels in the ER. First, we showed that *Atp6v0a1* knockdown in MC38 cells did not significantly alter the level of HMGCR, the key rate-limiting enzyme for endogenous cholesterol synthesis (Supplementary Fig. 15). Meanwhile, quantitative proteomics and western blotting analysis revealed that the RABGEF1 endosome maturation pathway, which is critical for vesicular transport^20^, was suppressed by *Atp6v0a1*/*ATP6V0A1* knockdown in MC38 cells and HCT-8 cells (Fig. 6A–C; Supplementary Fig. 16A, B). On the other hand, the RABGEF1 level was increased by Atp6v0a1 overexpression in MC38 cells (Fig. 6D and Supplementary Fig. 16C). Importantly, confocal microscopy showed that *Atp6v0a1* knockdown in MC38 cells resulted in significantly decreased RAB7a expression in endosomes and decreased VPS41 levels in RAB7a+ endosomes (Fig. 6E, F). Moreover, the reduced levels of endosomal RAB7a in *Atp6v0a1* knockdown cells were restored following *Rabgef1* overexpression in MC38 cells (Supplementary Fig. 17A, B). RAB7a and VPS41 are the markers of late endosomes, and are required for endosomes to mature into degradative lysosomal compartments^20^. These data demonstrated that ATP6V0A1 supports RABGEF1-dependent endosome maturation. Therefore, ATP6V0A1 may enhance ER cholesterol levels via the regulation of cholesterol transport. As well as being reduced in the ER (Fig. 5H), cholesterol levels were also decreased in endosomes and lysosomes in *Atp6v0a1*-suppressing MC38 cells and *ATP6V0A1*-suppressing HCT-8 cells (Supplementary Fig. 17C, D), indicating that ATP6V0A1 may support the absorption of exogenous cholesterol and thus their entering into ER. To explore this possibility, we treated HCT-8-shNTC and HCT-8 shV0A1 cells with exogenous Dil-LDL. Interestingly, *ATP6V0A1* knockdown reduced the levels of exogenous Dil-LDL entering both RAB7a+ late endosomes (Fig. 6G, H) and LAMP1+ lysosomes (Fig. 6I, J) in HCT-8 cells and enhanced the localization of Dil-LDL within RAB35+ recycling endosomes (Supplementary Fig. 17E, F). Consistent with these findings, in HCT-8 cells treated with Dil-LDL for different lengths of time, *ATP6V0A1* knockdown-induced reductions in intracellular Dil-LDL levels were detected at later time points (6 h and 8 h), but not at an earlier timepoint (4 h; Supplementary Fig. 18A, B). Moreover, the level of recycling of Dil-LDL to the culture medium in HCT-8 cells was increased by *ATP6V0A1* knockdown (Supplementary Fig. 18C, D). These data demonstrated that ATP6V0A1 facilitates the subsequent transportation of exogenous LDL to the lysosomal degradation pathway, which enables the release of LDL-cholesterol after exogenous LDL enters CRC cells. The lysosomal degradation of LDL proteins is required for the transport of exogenous LDL-cholesterol to the ER^19^. Therefore, ATP6V0A1 can facilitates the increase of cholesterol levels in ER by enhancing the absorption of exogenous cholesterol.

**Fig. 6:**
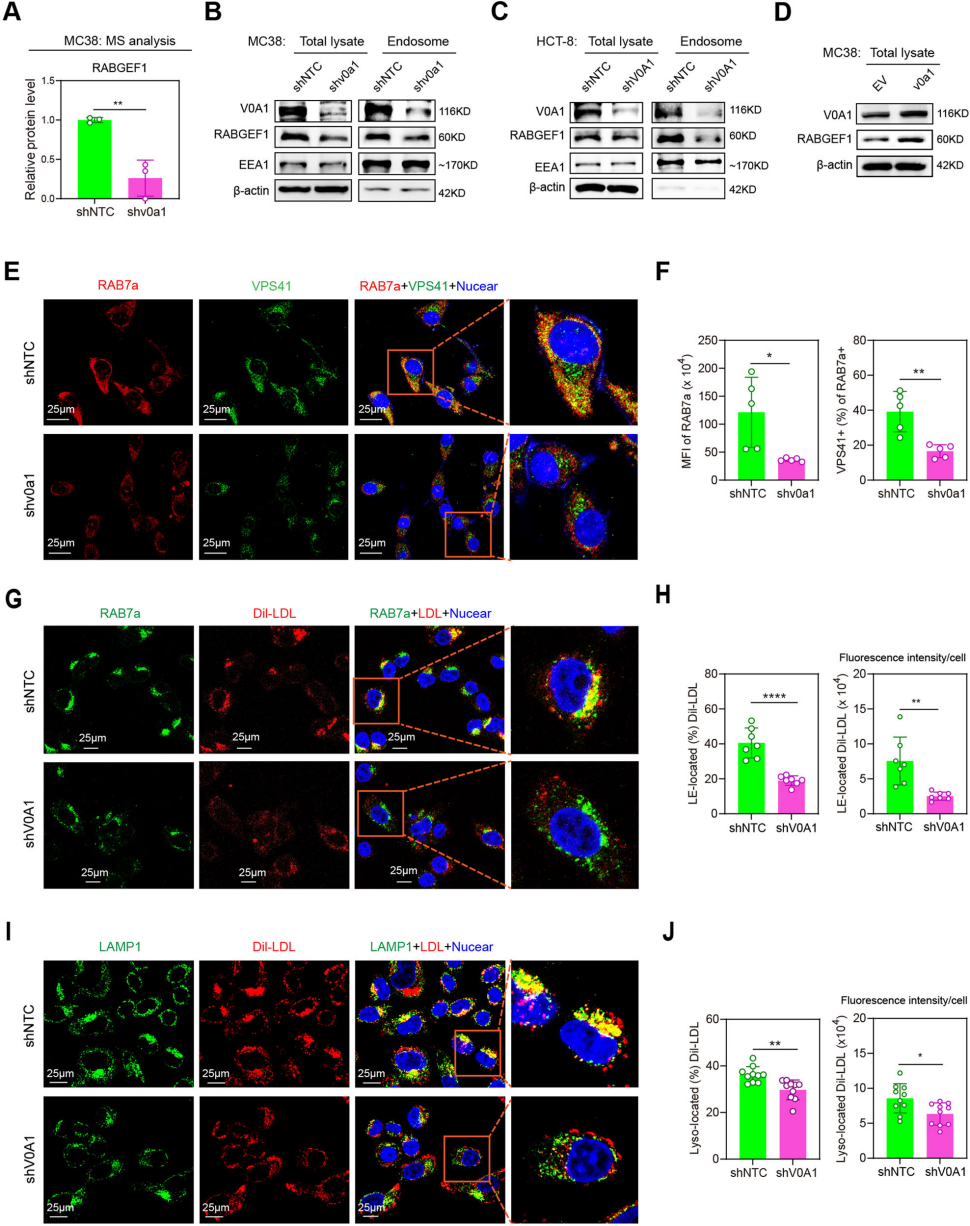
ATP6V0A1 enhances the absorption of exogenous cholesterol by promoting RABGEF1-dependent endosome maturation. **A** *Atp6v0a1* knockdown-induced changes in the levels of RABGEF1 protein were analyzed in MC38 cells by quantitative mass spectrometry (MS). *n* = 3 independent experiments. **B**–**D** Western blotting was used to detect levels of RABGEF1 protein in whole cells (total lysate) and endosomes. In (**B**, **C**), the samples derive from the same experiment but different gels for RABGEF1, EEA1, β-actin, another for ATP6V0A1 were processed in parallel. **E**, **F** RAB7a (red) and VPS41 (green) proteins in MC38-shNTC and MC38-shv0a1 cells were detected using confocal fluorescence microscopy (**E**); quantitative analysis of vesicle-derived RAB7a levels (**F**, left; *n* = 5 fields per group) and the percentages of RAB7a+ vesicles that were VPS41+ (**F**, right; *n* = 5 fields per group) was carried out using Image J. **G**–**J** HCT-8-shNTC and HCT-8-shV0A1 cells were treated with 50 µg/ml of human Dil-LDL for 6 h, and confocal fluorescence microscopy was used to analyze the colocalization of Dil-LDL with RAB7a+ late endosomes (LE; **G**, **H**) or LAMP1+ lysosomes (Lyso; **I**, **J**). Representative images are shown in (**G**, **I**). Quantitative analyses of Dil-LDL localization in endosomes (**H**; *n* = 7 fields per group) and lysosomes (**J**; *n* = 10 fields per group) were carried out by measuring the ratio (**H**, **J**, left) or the fluorescence intensity (**H**, **J**, right) of Dil-LDL located in these vesicles with Image J. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s *t*-test. MFI mean fluorescence intensity = fluorescence intensity/cell. Three independent experiments were performed for Fig. 6B–J. Source data and exact *p*-value are provided as a Source Data file.

We further explored the role of ATP6V0A1 in exogenous cholesterol-induced TGF-β1 expression. The depletion of ATP6V0A1 significantly counteracted the increased TGF-β1 level by LDL treatment (Fig. 7A), illustrating the necessity of ATP6V0A1 for exogenous cholesterol to upregulate TGF-β1 expression. RABGEF1-dependent endosome maturation is crucial for cholesterol absorption, since the inhibition of endosome maturation through *RABGEF1* knockdown hindered the transportation of exogenous LDL to late endosomes (Supplementary Fig. 19A, B). Importantly, inhibition of cholesterol absorption via treatment with U18666A, an inhibitor of cholesterol transport from lysosome to ER, or via *RABGEF1* knockdown attenuated the enhancement of TGF-β1 levels induced by exogenous LDL in HCT-8 cells (Fig. 7B). These data indicated that RABGEF1-dependent cholesterol absorption is necessary for exogenous cholesterol to induce TGF-β1 expression. Moreover, similar with ATP6V0A1 suppression, blockade of cholesterol absorption reduced TGF-β1 expression mainly by decreasing 24-OHC production (Supplementary Fig. 19C, D). We thus explore whether ATP6V0A1 regulates 24-OHC-mediated TGF-β1 expression via RABGEF1-dependent cholesterol absorption. Overexpression of Rabgef1 in ATP6V0A1-suppressing MC38 or CT26 cells or overexpression of RABGEF1 in ATP6V0A1-suppressing HCT-8 cells could restore the 24-OHC production and TGF-β1 expression reduced by *Atp6v0a1*/*ATP6V0A1* knockdown (Fig. 7C, D; Supplementary Fig. 20). Consistently, inhibiting cholesterol absorption with siRabgef1 mitigated the reduction in ER-cholesterol (Fig. 7E) and TGF-β1 (Fig. 7F) in Atp6v0a1-suppressing MC38 cells. Endosome maturation and acidification are required for RABGEF1-dependent cholesterol absorption. Consequently, we explored the functions of RAB7a, a key factor of endosome maturation, in ATP6V0A1-regulated TGF-β1 expression. Knockdown of Rab7 or RAB7A in MC38 or HCT-8 cells counteracted the decrease in both 24-OHC (Fig. 7G) and TGF-β1 (Fig. 7H) levels induced by ATP6V0A1 suppression, with a more pronounced effect in MC38 cells. Endosome acidification results from endosome maturation and further drives the endo-lysosomal traffic for cholesterol absorption. As expected, ATP6V0A1 suppression did not alter the cellular pH (Supplementary Fig. 21A) but enhanced the pH in RAB7a+ endosomes (Supplementary Fig. 21B, C). It is of note that ATP6V0A1 preferred to regulate the pH of RAB7a+ vesicles rather than RAB7a- vesicles (Supplementary Fig. 21B, D). Importantly, the blockade of endosome acidification with Baf-A1 treatment eliminated the decrease in both 24-OHC and TGF-β1 levels induced by ATP6V0A1 suppression in HCT-8 cells (Supplementary Fig. 21E). Collectively, these data suggested that ATP6V0A1 facilitates 24-OHC-mediated TGF-β1 expression through the cholesterol absorption driven by RABGEF1-dependent endosome maturation.

**Fig. 7:**
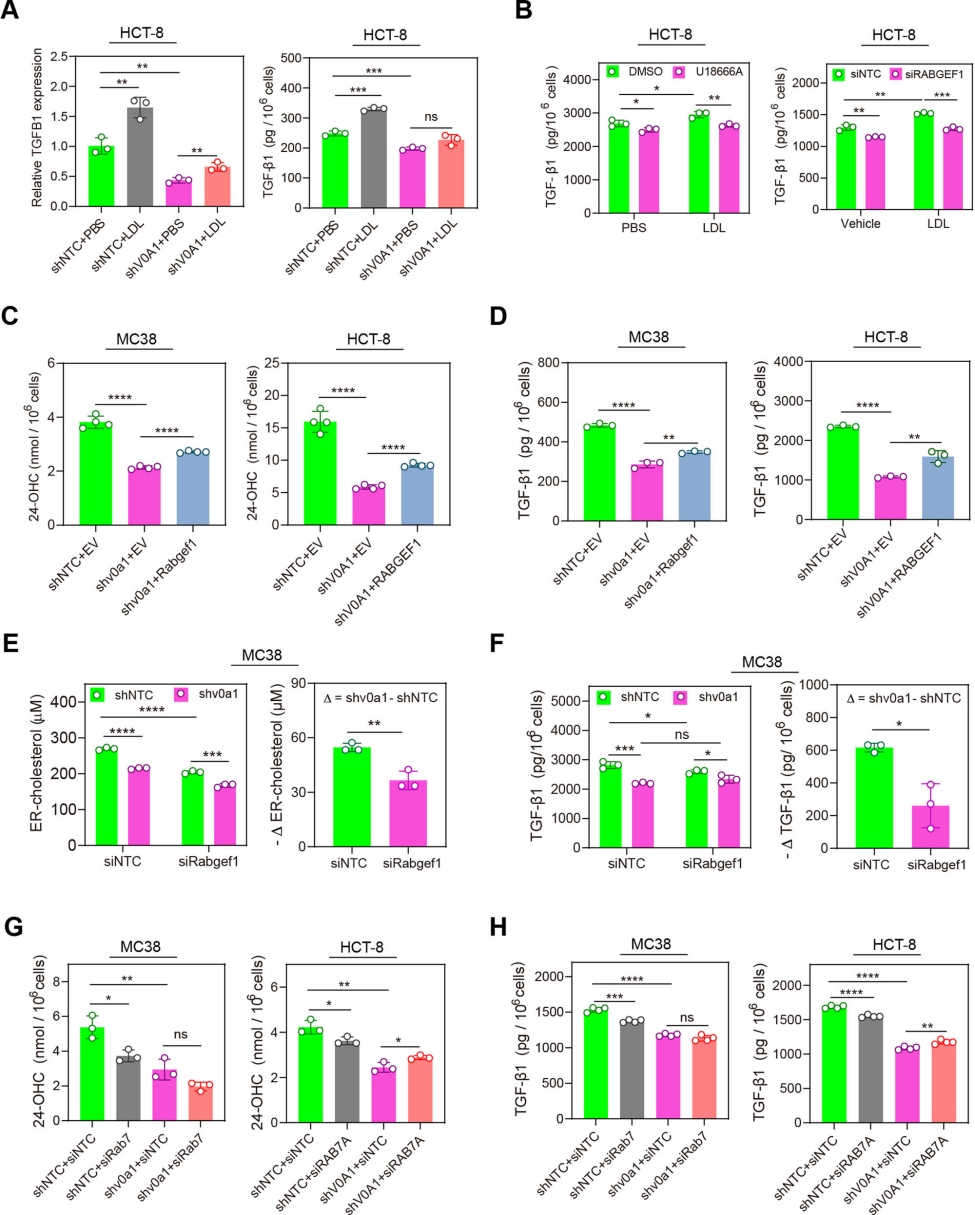
Cholesterol absorption mediates the enhancement of ER-cholesterol and TGF-β1 induced by ATP6V0A1 in CRC cells. **A** HCT-8-shNTC and HCT-8-shV0A1cells were treated with 20 µg/ml of human Dil-LDL in the culture medium containing 5% lipid-depleted fetal bovine serum, and the levels of TGF-β1 were evaluated separately in the cells and supernatant using Q-PCR and ELISA. *n* = 3 independent experiments. **B** HCT-8 cells were treated as the indication, and the level of TGF-β1 in the supernatant was detected by ELISA. *n* = 3 independent experiments. **C**, **D** Exogenous Rabgef1 or RABGEF1 was overexpressed in *ATP6v0a1*-suppressing MC38 cells and *ATP6V0A1*-suppressing HCT-8 cells; 24-OHC (**C**; *n* = 4 independent experiments) and TGF-β1 (**D**; *n* = 3 independent experiments) in the supernatant was measured by ELISA. **E**, **F** Following the isolation of ER from the control or *Atp6v0a1*-suppressing MC38 cells transfected with control or *Rabgef1*-targeted siRNAs, lipids were extracted and analyzed for cholesterol levels using the Amplex™ Red cholesterol assay (**E**). Moreover, TGF-β1 levels in the supernatants were analyzed by ELISA (**F**). *n* = 3 independent experiments. **G**, **H** ATP6V0A1-suppressing MC38/HCT-8 cells were transfected with control or *Rabgef1/RABGEF1*-targeted siRNAs, and 24-OHC (**G**; *n* = 3 independent experiments) or TGF-β1 (**H**; *n* = 4 independent experiments) in the supernatant was measured by ELISA. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s *t*-test. Source data and exact *p*-value are provided as a Source Data file.

Since the V-ATPase complex plays a role in vesicle trafficking, we next explored whether the regulation of the RABGEF1/TGF-β1 pathway by ATP6V0A1 relies on the changes in the expression level of the V-ATPase complex. As shown in Supplementary Fig. 22, upon the knockdown of ATP6V0A1, ATP6V0A3 (translated by TCIRG1) protein level was upregulated while ATP6V0A2 expression was not significantly changed (Supplementary Fig. 22A, B). ATP6V0A4 is relatively lowly expressed in both murine (Supplementary Fig. 22A) and human (Supplementary Fig. 1B) CRCs. Moreover, ATP6V0A1 suppression did not alter the protein levels of ATP6V0C and ATP6V1A (Supplementary Fig. 22A, B), which are associated with the V0 and V1 subcomplex levels of the V-ATPase, respectively. Therefore, the changes in ATP6V0A1 expression may not alter the total expression levels of the V-ATPase complex. Moreover, the suppression of other subtypes of the V0A subunit, such as ATP6V0A2 and ATP6V0A3, did not significantly affect the expression of both RABGEF1 and TGF-β1 (Supplementary Fig. 22C–F), and the level of ER-derived cholesterol (Supplementary Fig. 22G, H), suggesting that ATP6V0A1 may have distinct functions in regulating immune evasion compared to the other V0A subtypes. Collectively, ATP6V0A1-regulated RABGEF1-dependent cholesterol absorption and TGF-β1 expression do not rely on the changes in the expression level of the V-ATPase complex or its V0 subcomplex.

### ATP6V0A1 is positively correlated with RABGEF1, TGF-β1 and immunosuppressive TME in clinical CRC samples

According to the immunohistochemical (IHC) analysis of a human CRC tissue microarray (Fig. 8A, B), ATP6V0A1 exhibited significantly higher expression levels in tumor tissues compared to adjacent non-tumor tissues (paired *t*-test; *p* < 0.0001), regardless of dMMR and pMMR status. Moreover, ATP6V0A1 protein levels were significantly higher in patients with advanced-stage disease (Stages III + IV) than in patients with early-stage CRC (Stages I + II; Fig. 8C). Importantly, ATP6V0A1 protein levels were inversely correlated with the overall survival of CRC patients (Fig. 8D). Additionally, in a Tumor Immune Dysfunction and Exclusion (TIDE) analysis^21^ based on the GSE38832 database, high infiltration of cytotoxic T lymphocytes (CTLs) was found to predict better survival in CRCs with low ATP6V0A1 levels (*p* = 0.0002), but not in those with high ATP6V0A1 levels (*p* = 0.3376; Fig. 8E), suggesting the roles of ATP6V0A1 in predicting T-cell dysfunction in CRC. Collectively, ATP6V0A1 is highly expressed in human CRCs and predicts inactive anti-tumor immunity and poor survival.

**Fig. 8:**
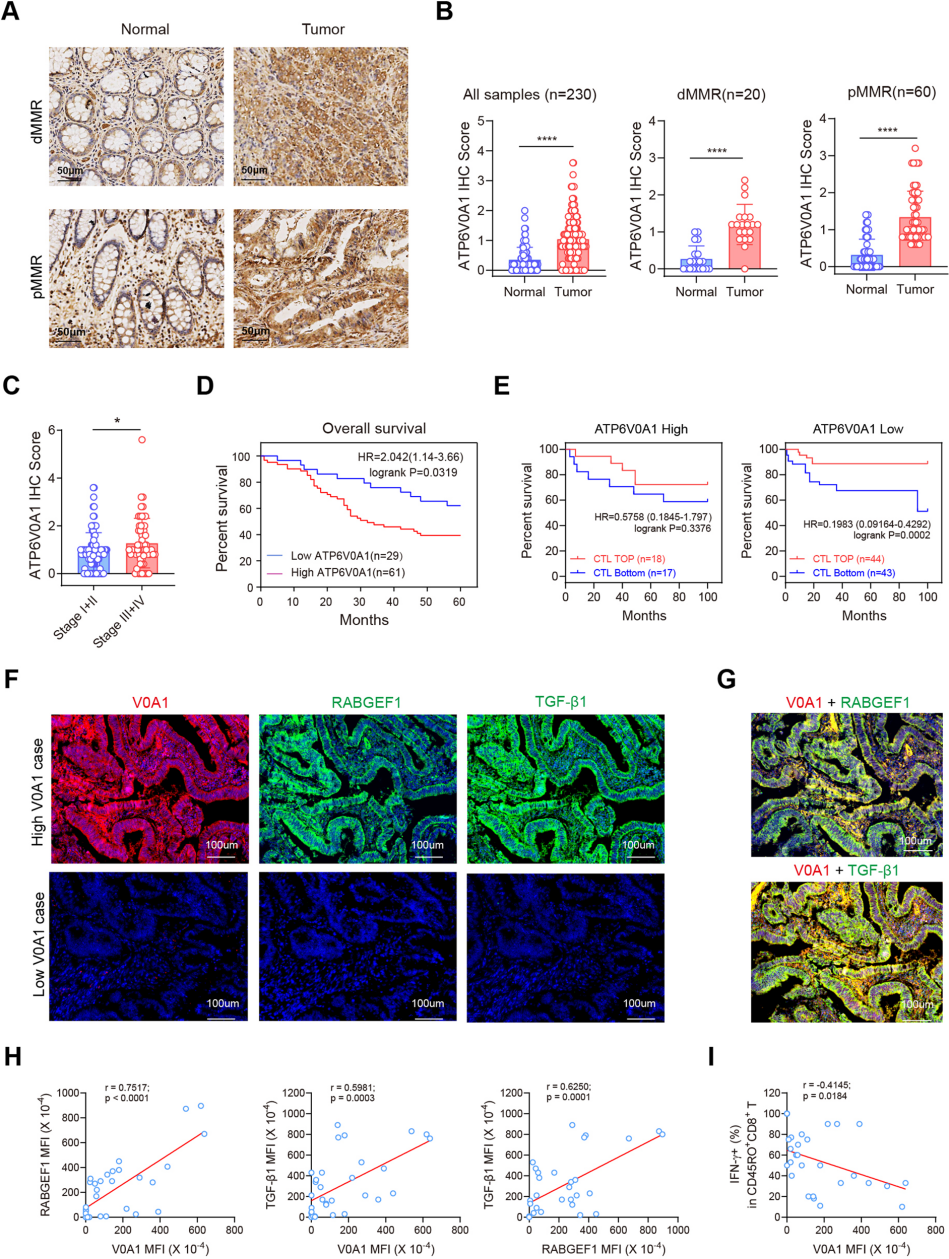
High expression of ATP6V0A1 is positively correlated with RABGEF1 and TGF-β1 and inversely correlated with anti-tumor immunity in human CRC. **A**, **B** Representative images of ATP6V0A1 in tumor tissues and the corresponding peritumoral tissues were shown for CRC patients with dMMR or pMMR (**A**). Paired *t*-test analysis of ATP6V0A1 levels in all 230 tumor tissues, 20 tumor tissues with dMMR, or 60 tumor tissues with pMMR and their corresponding peritumoral tissues (**B**). Tumor tissues from 153 patients with stage information (**C**) and 90 patients with survival information (**D**) were analyzed to compare ATP6V0A1 expression in early and late stages and determine the correlation between ATP6V0A1 expression and patient overall survival, respectively. **E** The prognostic value of ATP6V0A1 in predicting T-cell dysfunction and patient survival in CRC was evaluated by the Tumor Immune Dysfunction and Exclusion (TIDE) analysis based on the GSE38832 database. **F**–**I** Paraffin-embedded tumor sections from 32 CRC patients were stained with antibodies against ATP6V0A1, RABGEF1, TGF-β1, and IFN-γ^+^CD45RO^+^CD8^+^ T cells, and the correlations between ATP6V0A1 and RABGEF1, TGF-β1, or IFN-γ^+^CD45RO^+^CD8^+^ T cells were analyzed. Representative immunofluorescence (IF) images for ATP6V0A1, RABGEF1, and TGF-β1 expression between high- and low-ATP6V0A1 cases were shown (**F**). Representative images showing the co-localization of ATP6V0A1 with RABGEF1 or TGF-β1 in high ATP6V0A1 cases (**G**). The correlation between ATP6V0A1 and RABGEF1 expression, ATP6V0A1 and TGF--β1 expression, or RABGEF1 and TGF-β1 expression was analyzed among 32 CRC specimens (**H**). The correlation between ATP6V0A1 expression and CD45RO^+^CD8^+^ T-cell effectiveness (IFN-γ expression rate) was analyzed among 32 CRC specimens (**I**). For all experiments, data are shown as mean ± s.e.m; *p < 0.05, ****p < 0.0001. Statistical significance was determined using paired two-sided Student’s *t*-test in (**B**), unpaired two-sided Student’s *t*-test in (**C**), and two-sided Correlation test (**H**, **I**). MFI mean fluorescence intensity. Source data and exact *p*-value are provided as a Source Data file.

To study the correlations between tumor cell-intrinsic ATP6V0A1, tumor cell-derived TGF-β1, and memory CD8^+^ T cell effectiveness in clinical CRC samples, we analyzed a scRNA-seq dataset based on 23 human CRC tumors and 10 normal samples from the GEO database^22^. Epithelial cell subpopulations were selected from the dataset using a strategy described in the methods and Supplementary Fig. 23A–D. *ATP6V0A1* and *TGFB1* were expressed in these epithelial cells and showed similar distributions in the dot plot generated from dimension reduction analysis (Supplementary Fig. 23E). Importantly, when the epithelial cells were divided into two groups based on ATP6V0A1 expression, Pearson’s Chi-squared analysis suggested that ATP6V0A1 may be the relevant factor influencing TGFB1 expression (Supplementary Table 1). Moreover, the Wilcoxon rank sum test analysis revealed significantly higher TGFB1 expression in the ATP6V0A1-positive group compared to the ATP6V0A1-negative group (*p* = 4e-15; Supplementary Fig. 23F). Next, we investigated the correlation between memory CD8^+^ T cell effectiveness and tumor cell-intrinsic *ATP6V0A1* or *TGFB1* in the clinical samples using a strategy described in the methods, Supplementary Fig. 23G, and Supplementary Table 2. Among the 17 tumor samples with three or more memory CD8^+^ T cells, epithelial *ATP6V0A1* expression correlated positively with epithelial *TGFB1* expression (R = 0.47, *p* = 0.025), and both epithelial *ATP6V0A1* (R = −0.54, *p* = 0.026) and epithelial *TGFB1* (R = −0.49, *p* = 0.046) were inversely correlated with the cytotoxicity of memory CD8^+^ T cells (evaluated as the mean value of *GZMA*, *PRF1*, and *KLRG1* expression) (Supplementary Fig. 23H–J). Notably, based on data from the TCGA database, high levels of effective memory CD8^+^ T cells (indicated by the signature of CD8, EOMES, CD44, GZMA, PRF1, and KLRG1) were positively correlated with improved overall survival in CRC patients (Supplementary Fig. 23K).

To strengthen the clinical evidence supporting the aforementioned results, we performed an immunofluorescence (IF) assay to investigate the correlation between ATP6V0A1 and RABGEF1, TGF-β1, or memory CD8^+^ T-cell effectiveness on the paraffin-embedded tumor sections obtained from 32 CRC patients. As shown in Fig. 8F, within the tumor tissues with ATP6V0A1 expression, both expression of RABGEF1 and TGF-β1 were relatively higher in the areas with high ATP6V0A1 rather than those with low ATP6V0A1 (Fig. 8F, upper). On the other hand, both RABGEF1 and TGF-β1 were rarely detected in the tumor tissues with minimal detection of ATP6V0A1 (Fig. 8F, lower). Moreover, significant colocalization of ATP6V0A1 and RABGEF1 or TGF-β1 was observed in the tumor tissues with high ATP6V0A1 (Fig. 8G). Importantly, among these 32 human CRC specimens, ATP6V0A1 expression was positively correlated with both RABGEF1 and TGF-β1 expression; the expression of RABGEF1 was also positively correlated with that of TGF-β1 (Fig. 8H). Additionally, a higher expression rate of IFN-γ in CD45RO^+^ memory CD8^+^ T cells was observed in the tumor tissues with low ATP6V0A1 rather than those with high ATP6V0A1 (Supplementary Fig. 24). ATP6V0A1 expression was inversely correlated with the expression rate of IFN-γ in CD45RO^+^CD8^+^ T cells in the 32 CRC specimens (Fig. 8I). These findings provide clinical evidence supporting the inhibition of memory CD8^+^ T cell efficacy by ATP6V0A1 through RABGEF1/TGF-β1 signaling in CRC.

### Targeting ATP6V0A1 restores memory CD8^+^ T-cell-mediated anti-tumor immunity in CRC

Our results suggested that tumor-intrinsic ATP6V0A1 induces immunosuppressive signaling and immune evasion in CRC by decreasing the effectiveness of memory CD8^+^ T cells. Therefore, we wanted to explore the therapeutic potential of ATP6V0A1 inhibition in CRC animal models. First, we used docking-based analysis of protein-inhibitor interactions to screen a group of FDA-approved small molecular inhibitors for potential inhibitors of ATP6V0A1. We found that daclatasvir (Dac), a clinical used drug to treat chronic genotype I and III hepatitis C virus (HCV) infection^23^, was able to bind to ATP6V0A1 protein (Fig. 9A and Supplementary Fig. 25A, B). We confirmed the interaction using the cellular thermal shift assay, a method of evaluating drug binding to target protein in cells and tissues by detection of changes in the thermal stability of a protein following ligand finding^24^. These assays showed that Dac could induce thermal stabilization of ATP6V0A1 protein but not a control protein (β-actin) in MC38 (Supplementary Fig. 25C, D) and HCT-8 cells (Supplementary Fig. 25E, F), confirming the binding of Dac to ATP6V0A1 in these cells. Interestingly, Dac did not significantly bind to other subtypes of the V0A subunit (Supplementary Fig. 25G), suggesting the specificity of Dac binding to ATP6V0A1. Next, we investigated the ability of Dac to disrupt ATP6V0A1-mediated cell functions in vivo (Fig. 9B). Interestingly, while Dac treatment did not alter the growth of MC38 tumors in NOD/SCID mice (Fig. 9C–E), in C57BL/6 J mice it significantly suppressed the growth of MC38 tumors (Fig. 9C–E), reduced TGF-β1 expression in tumor tissue (Fig. 9G), and activated TME-derived CD44^+^CD8^+^ T cells (Fig. 9H). Importantly, Dac treatment also significantly suppressed HCT-8 tumor growth in human immune-reconstituted huPBMC-NCG mice but not in immunodeficient NCG mice (Fig. 9I–K). Moreover, Dac treatment reduced TGF-β1 expression in tumor tissues (Fig. 9M) and enhanced the activation of CD45RO^+^CD8^+^ T cells within HCT8 tumors (Fig. 9N). Notably, Dac treatment induced neither body weight loss (Fig. 9F, L) nor organ toxicity (Supplementary Fig. 26) in the mice, indicating the safety of this treatment.

**Fig. 9:**
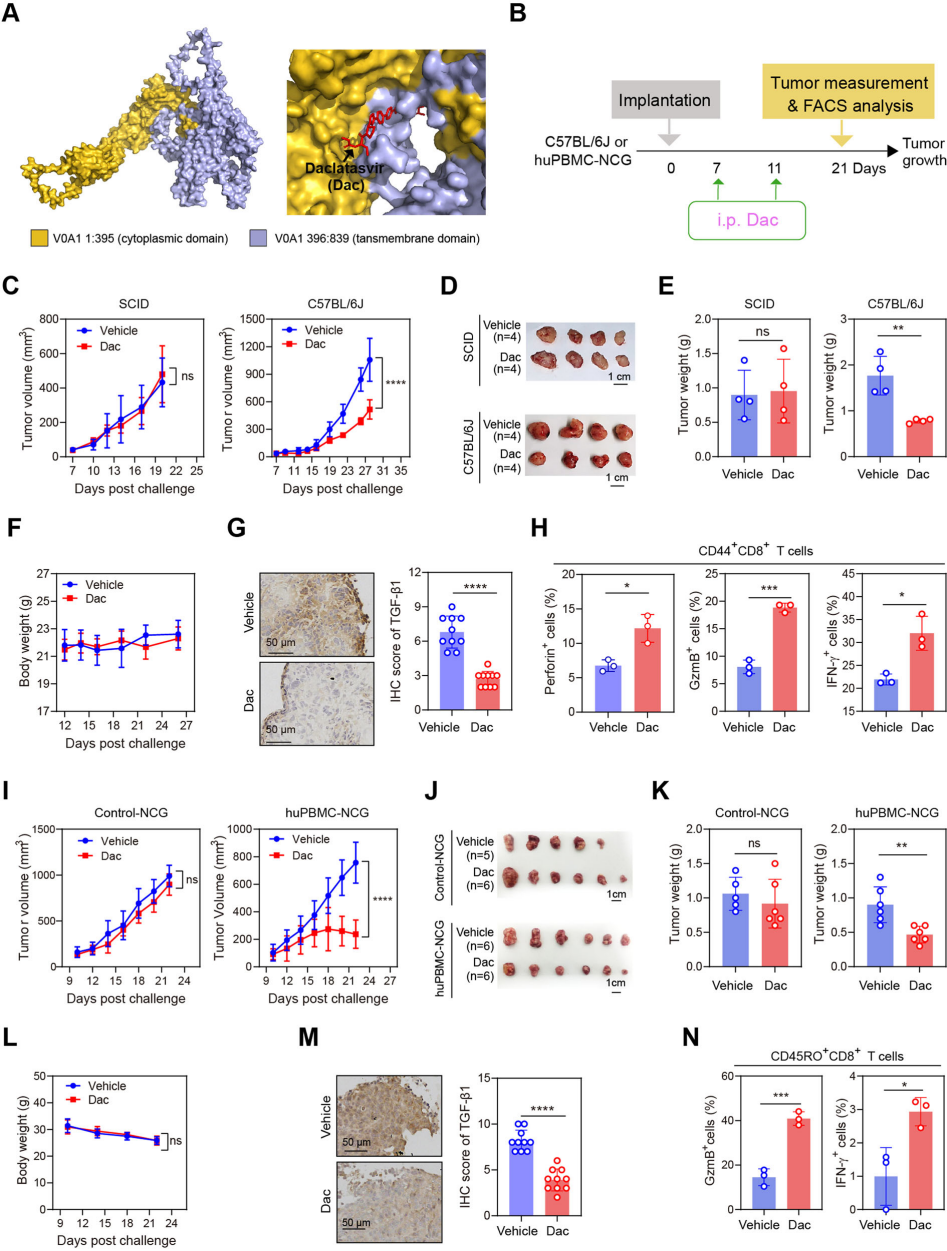
Dac efficiently suppresses the growth of colorectal tumors in an immune-dependent manner. **A** A molecular docking approach predicted Daclatasvir (Dac) as a candidate inhibitor of ATP6V0A1. **B** Schematic showing the drug intervention protocol for Dac therapy. **C**–**H** NOD/SCID mice and C57BL/6 J mice were subcutaneously injected with wild-type MC38 cells. Tumor-bearing NOD/SCID mice or C57BL/6 J mice were then randomized into two groups according to tumor size and treated with vehicle or Dac. Average curves for tumor growth (**C**) were plotted. Photographs of the tumors (**D**) and comparisons of tumor weights on day 20 in NOD/SCID mice and day 28 in C57BL/6 J mice (**E**) are shown. The body weights of C57BL/6 J mice treated with vehicle or Dac were measured and plotted (**F**). *n* = 4 mice per group for **C**–**F**. Tissue sections of MC38 tumors from C57BL/6 J mice were analyzed for TGF-β1 expression (**G**; *n* = 10 fields from two mice per group). Tumor-infiltrating CD44^+^CD8^+^ T cells from day 28 tumors in C57BL/6 J mice were analyzed for their levels of effector production (**H**; *n* = 3 mice per group). **I**–**N** NCG mice or huPBMC-NCG mice were subcutaneously injected with HCT-8 wild-type cells. Tumor-bearing NCG mice or huPBMC-NCG mice were then randomized into two groups according to tumor size and treated with vehicle or Dac. *n* = 5 (Vehicle group in Control-NCG mice model) or 6 mice (other groups) in each group. Average curves for tumor growth (**I**) were plotted. Photographs of the tumors (**J**) and comparisons of tumor weights on day 22 (**K**) are shown. The body weights of huPBMC-NCG mice treated with vehicle or Dac were measured and plotted (**L**). Sections of HCT-8 tumor tissue from huPBMC-NCG mice were analyzed for TGF-β1 expression (**M**; *n* = 10 fields from two mice per group). Tumor-infiltrating CD45RO^+^CD8^+^ T cells from day 22 tumors in huPBMC-NCG mice were analyzed for their levels of effector production (**N**; *n* = 3 mice per group). For all experiments, data are representative of 3 independent experiments and shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA (in **C**, **F**, **I**, **L**) or unpaired two-sided Student’s *t*-test (in **E**, **G**, **H**, **K**, **M**, **N**). Source da*t*a and exact *p*-value are provided as a Source Data file.

We further investigated the targeting specificity of Dac in treating CRC. The in vitro treatment with Dac significantly reduced RABGEF1 expression, 24-OHC production, and TGF-β1 levels in control CRC cells but not in ATP6V0A1-deficient CRC cells (Fig. 10A–D). Finally, Dac treatment suppressed the tumor growth (Fig. 10E–G) and restored the activation of CD44^+^CD8^+^ T cells (Fig. 10H, I) in control MC38 tumors but not in ATP6V0A1-suppressing MC38 tumors. Collectively, these findings demonstrated that Dac enables the effective suppression of CRC by targeting ATP6V0A1.

**Fig. 10:**
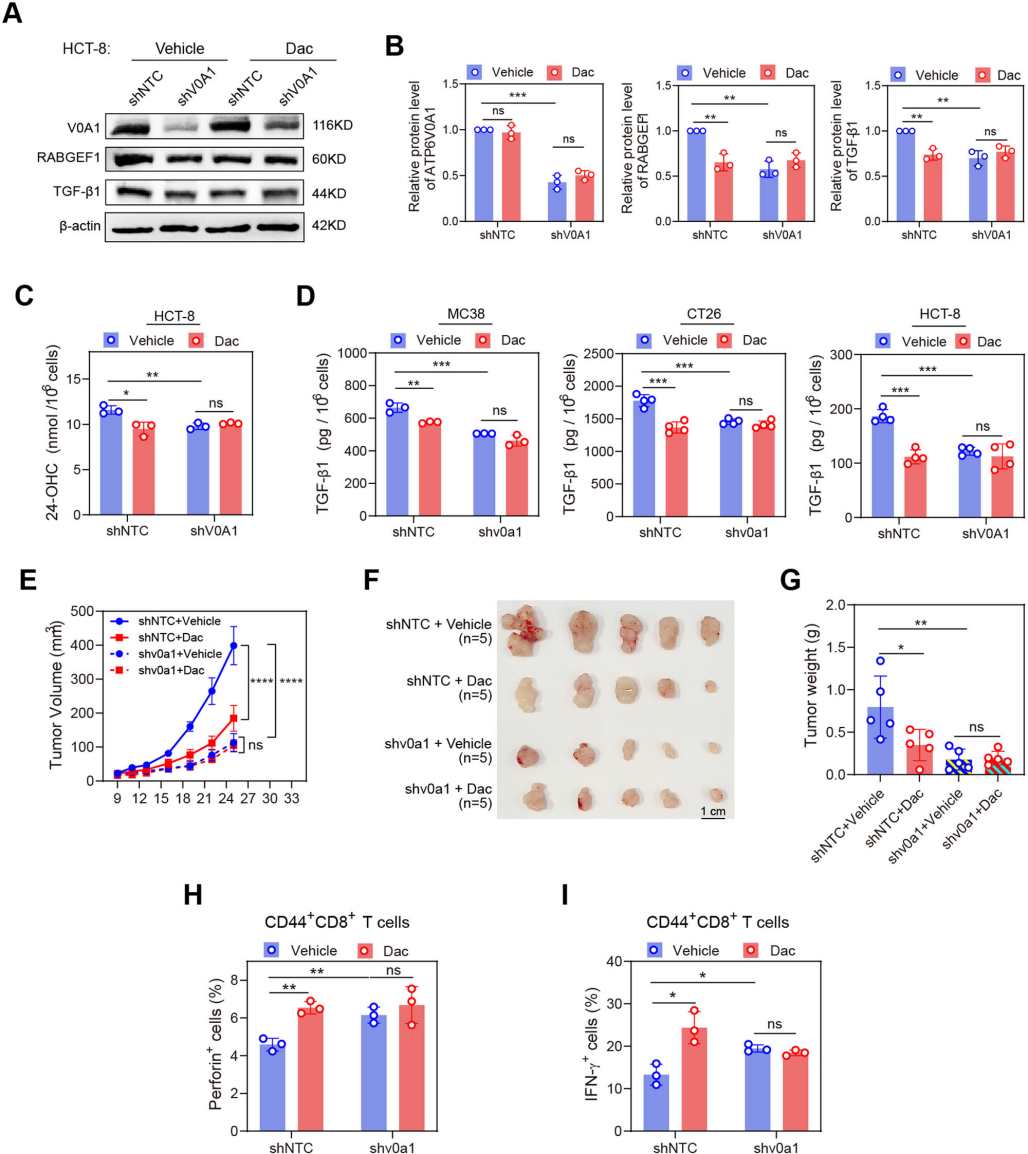
Targeting ATP6V0A1 is required for Dac to suppress colorectal tumors. **A**–**C** ATP6V0A1-suppressing HCT-8 cells were treated with vehicle or Dac. The cell lysate was detected with the expression of ATP6V0A1, RABGEF1, and TGF-β1 using western blotting; The presentive blots were shown (**A**), and the quantification of these proteins was analyzed based on three independent experiments (**B**). The supernatant was detected by ELISA for 24-OHC level (**C**; *n* = 3 independent experiments). **D** ATP6V0A1-suppressing MC38, CT26, and HCT-8 cells treated with vehicle or Dac, and the level of TGF-β1 in the supernatant was detected by ELISA. *n* = 3 (MC38) or 4 (CT26 and HCT-8) independent experiments. **E**–**I** C57BL/6 J mice were subcutaneously injected with control or *Atp6v0a1*-suppressing MC38 cells. The mice bearing control MC38 tumors or those bearing *Atp6v0a1*-suppressing MC38 tumors were separately randomized into two groups according to tumor size and treated with vehicle or Dac. *n* = 5 mice per group. Average curves for tumor growth (**E**) were plotted. Photographs of the tumors (**F**) and comparisons of tumor weights (**G**) are shown. Tumor-infiltrating CD44^+^CD8^+^ T cells from the above tumors described in **E**–**G** were analyzed for their levels of effector production (**H** and **I**; *n* = 3 mice per group). For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001. Statistical significance was determined using ordinary two-way ANOVA (in **E**) or unpaired two-sided Student’s *t*-test (in **B**, **C**, **D**, **G**, **H**, **I**). Source data and exact *p*-value are provided as a Source Data file.

## Discussion

As a risk factor for CRC development, obesity suppresses anti-tumor immunity in CRC. TME-derived fatty acids and cholesterol can directly regulate the anti-tumor functions of immune cells via metabolism-dependent or independent pathways^2,25^. On the other hand, the utilization and metabolism of TME-derived fatty acids in CRC cells play essential roles in immune evasion by modulating fatty acid levels in the TME^1^. Despite the above advances, the mechanisms utilized by CRC cells to suppress anti-tumor immunity via TME-derived cholesterol remain unknown. In this study, we revealed tumor cell-intrinsic ATP6V0A1 as a novel and crucial factor promoting the absorption of exogenous cholesterol via a RABGEF1-dependent endosome mature pathway in CRC cells, leading to higher ER-derived cholesterol level and 24-OHC production and upregulated TGF-β1expression. Moreover, upregulation of TGF-β1, a critical cytokine involved in anti-tumor immunity, suppressed the activation of memory CD8^+^ T cells and promoted immune evasion in CRC mouse models. The links between cholesterol metabolic reprogramming in CRC cells and the tumor immunosuppressive microenvironment remains unclear. In this study, we highlight TGF-β1 as a new potential link between tumor cell-derived cholesterol metabolic reprogramming and the suppressive functions of immune cells. These findings open up new avenues for studying the mechanisms by which CRC cells utilize TME-derived cholesterol to suppress anti-tumor immunity. Meanwhile, these data demonstrate new tracks for V-ATPase subunits regulating cholesterol metabolism and anti-tumor immunity.

In this study, we focused on the role of ATP6V0A1-induced TGF-β1 in the inactivation of memory CD8^+^ T cells, as we observed the most significant changes in activation and SMAD3 signaling within this specific population of immune cells. Consistently, TGF-βRII, an essential receptor for TGF-β1, exhibited pronounced expression in memory-like T-2 cells as opposed to other subsets of CD8^+^ T cells within MC38 tumors. Our data suggests that TGF-βRII may act as a receptor checkpoint in memory CD8^+^ T cells. However, TGF-β1 would also contribute to regulating Treg differentiation and activating suppressive myeloid cells^26,27^. Moreover, TGF-β1 may also play essential roles in CRC metastasis through an autocrine pathway. In future investigations, we plan to explore the influence of ATP6V0A1-induced TGF-β1 on tumor cells and other immune cells.

The enhancement of cholesterol absorption is critical for CRC cells utilizing exogenous cholesterol to trigger immunosuppressive signaling. Endo-lysosomal systems play vital roles in cholesterol absorption^28^, but the mechanism by which CRC cells support the endo-lysosomal pathway to enhance cholesterol absorption remains unclear. Our study revealed ATP6V0A1 as a novel regulator that promotes endosome maturation in CRC cells. Previous studies showed that V-ATPase subunits are involved in the vesicle traffic^29^, but the underlying mechanism is unclear. Our study revealed that the RABGEF1-dependent pathway is critical for ATP6V0A1-induced endosome maturation, indicating a new function of V-ATPase subunits regulating vesicle traffic. However, further investigation is required to fully understand how ATP6V0A1 regulates RABGEF1 expression. Moreover, it remains to be elucidated what promotes the expression level of ATP6V0A1 in CRC cells. Since ATP6V0A1 is elevated in the CRC with a high level of lipid metabolism compared to those with a lower lipid metabolism, exogenous lipids may be a factor contributing to the increased expression of ATP6V0A1 in CRC cells. The expression of ATP6V0A1 could also be elevated by upstream molecular signaling pathways governed by other critical genes, which merits further investigation in future studies.

Our findings reveal a novel function of ATP6V0A1 in facilitating tumor progression by inhibiting anti-tumor immune response. Furthermore, we provide the first evidence that the V-ATPase-driven immune evasion is governed by the cholesterol metabolism pathway in colorectal cancer (CRC) cells. The functions of ATP6V0A1 in regulating RABGEF1-dependent cholesterol absorption and TGF-β1 expression may not necessarily rely on the overall levels of the V-ATPase complex or its V0 subcomplex, since the changes in ATP6V0A1 expression did not alter the total levels of the V-ATPase complex and its V0 subcomplex. Moreover, ATP6V0A1 had distinct functions in regulating RABGEF1/TGF-β1 pathway compared to the other V0A subtypes. V-ATPases play vital roles in regulating cellular and vesicular pH, and the V-ATPase complexes with different V0A subtypes would exert different functions in regulating pH^30^. ATP6V0A1 suppression did not alter the cellular pH, but enhanced the pH in RAB7a^+^ endosomes. We cannot exclude the possibility that the pH regulation of RAB7a^+^ vesicles may be involved in ATP6V0A1-mediated cholesterol absorption and TGF-β1 expression in the present study. In fact, ATP6V0A1 suppression can reduce 24-OHC production and TGF-β1 expression in the HCT-8 cells treated with control vehicles but not in those treated with Baf-A1, an inhibitor of V-ATPase activity, indicating that the acidification function of V-ATPase is involved in the pathway of ATP6V0A1 regulating 24-OHC and TGF-β1. However, it is of note that the endosome acidification would be the result of endosome maturation^31^. While promoting endosome maturation, the RABGEF1 pathway can recruit VPS41 and RILP to endosomes and thus strengthen the linkage of V0-subcomplex and V1-subcomplex via the interaction of RILP and ATP6V1G1^20,31^. Therefore, the process of ATP6V0A1 regulating endosome maturation via a RABGEF1-dependent pathway may be not dependent on the acidification activity of V-ATPases. Moreover, ATP6V0A1 may regulate the acidification of endosomes via the RABGEF1/VPS41/RILP pathway rather than the changes in the level of the V-ATPase complex or its V0 subcomplex. We plan to further investigate the crosstalk between the RABGEF1 pathway, endosome maturation, and vesicle pH in the context of ATP6V0A1-induced cholesterol absorption.

In the present study, we offer a novel immunotherapeutic strategy for CRC through the targeted inhibition of ATP6V0A1. A screen of small molecular inhibitors revealed that Dac, a drug approved by the FDA to treat chronic HCV infection^23,32^, was able to bind ATP6V0A1 protein and suppress the growth of murine and human CRCs in an immune-dependent manner. To the best of our knowledge, this is the first report of the use of Dac to treat cancer. As Dac is an FDA-approved clinical drug, it would be safe for patients if repurposed for cancer treatment. Indeed, we found no significant toxic side effects when using Dac to treat CRCs in the animal models in this study. Importantly, the efficacy of Dac in attenuating CRC is attributed to its selective targeting of ATP6V0A1. Depletion of ATP6V0A1 diminishes the ability of Dac to reduce the levels of 24-OHC and TGF-β1 in CRC cells, thereby impeding its capacity to suppress CRC growth and restore anti-tumor activity in in vivo models. Notably, in CRC, the therapeutic effect of anti-TGF-β1 may not replace that of targeting ATP6V0A1 since anti-TGF-β1 treatment only partially weakened the promoting effect of *Atp6v0a1* overexpression on MC38 tumor growth. Other factors would be involved in ATP6V0A1-mediated immune escape, which needs to be clarified in future studies. Moreover, targeting ATP6V0A1 may also produce distinct effects from those induced by targeting V-ATPase complexes. The relationship with the immune microenvironment in CRC varied between different V-ATPase subunits. Additionally, the suppression of ATP6V0A1 would not affect the overall level of the V-ATPase complex and exhibits distinctive roles in the regulation of immune evasion compared to other V0A subtypes. Therefore, ATP6V0A1-targeted therapy may be uniquely significant for developing effective anti-CRC immunotherapy strategies. According to the single cell type analysis by The Human Protein Altas (www.proteinatlas.org), within colon tissue, ATP6V0A1 prefers to be expressed in epithelial cells rather than in other cell types, including immune cells. Moreover, the IHC analysis of CRC samples also revealed an elevated expression level of ATP6V0A1 in the tumor niches compared to the stromal areas. The data indicate that ATP6V0A inhibitors may selectively target tumor cells within CRC tissues. However, further investigation is needed to determine the targeting specificity of Dac in CRC treatment.

The up-regulation of ATP6V0A1 and its influence on immune evasion through the RABGEF1/24-OHC/TGF-β1 pathway is independent of the type of mismatch repair (MMR) or microsatellite instability (MSI) in CRCs. ATP6V0A1 is overexpressed in both CRC patients with deficient mismatch repair (dMMR) and with proficient mismatch repair (pMMR). Moreover, ATP6V0A1 drives ER-cholesterol-induced TGF-β1 enhancement through RABGEF1-dependent endosome maturation in both CRC cells with dMMR (MC38) and pMMR (CT26). Importantly, inhibition of ATP6V0A1 by expression interference or inhibitor treatment was shown to suppress tumor growth and restore anti-tumor immunity in both dMMR and pMMR murine CRCs. Immune checkpoint blockade demonstrates a delightful therapeutic effect in dMMR CRCs but not in pMMR CRCs. As immunotherapy for pMMR CRCs encounters challenges, our study may offer promising strategies for enhancing immunotherapy in this context.

## Methods

### Ethical statement

The animal study complies with the Institutional Animal Care and Use Committee (IACUC) guidelines at Shenzhen University Medical School. All human subjects provided informed consent, and Institutional Review Board approval was obtained for this study from Shenzhen University and Shenzhen People’s Hospital.

### Cell lines, mice, and human specimens

MC38 and CT26 murine colon adenocarcinoma cell lines and HCT-8 human colon adenocarcinoma cell line were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cell lines were negative for mycoplasma and were maintained in Dulbecco’s modified Eagle medium (DMEM; Invitrogen, Carlsbad, CA, USA) containing 10% fetal bovine serum (Invitrogen), 100 U/ml penicillin, 100 mg/ml streptomycin (Invitrogen), 2 mM L-glutamine (Invitrogen), and 1 mM pyruvate acid (Invitrogen).

Four- to six-week-old female C57BL/6 J mice, BALB/c mice, and NOD.CB17-Prkdcscid/NcrCrl (NOD/SCID) mice were purchased from Charles River Laboratories (Beijing, China); C57BL/6 Rag2^−/−^Il2rg^−/−^ mice and BRG mice were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China); Four- to six-week-old female NOD/ShiLtJGpt-Prkdcem26Cd52Il2rgem26Cd22/Gpt (NCG) mice were purchased from Gempharmatech Co., Ltd (Nanjing, China). The mice were maintained under specific pathogen-free conditions and cohoused with five mice per incubator with a 12-h light/dark cycle. The mice were fed with sterilized food and water ad libitum. All animal procedures followed guidelines approved by the Institutional Animal Care and Use Committee at Shenzhen University Medical School with approval No. IACUC-202400061.

Human peripheral blood mononuclear cells (PBMCs) used to reconstitute human lymphocytes in NCG mice were isolated from 12 healthy volunteer donors (6 male and 6 female), and 32 paraffin-embedded human CRC tissue samples were obtained from Shenzhen People’s Hospital. All human subjects provided informed consent, and Institutional Review Board approval was obtained for this study from Shenzhen University and Shenzhen People’s Hospital. In addition, colon adenocarcinoma (COAD) tissue microarrays (TMAs) for three independent patient cohorts (HColA160Bc01, HColA160CS01, and HColA180Su12) were purchased from Shanghai OUTDO BIOTECH Co., Ltd. (Shanghai, China).

### In vivo experiments

Control or *Atp6v0a1* knockdown murine CRC cells (MC38, 1 × 10^6^ cells/mouse; CT26, 5 × 10^5^ cells/mouse) were subcutaneously injected into the right flanks of homologous immunocompetent mice (MC38, C57BL/6 J; CT26, BALB/c) and immunodeficient Rag2^−/−^Il2rg^−/−^ or NOD/SCID mice. Similarly, HCT-8-shNTC or HCT-8-shV0A1 cells (3 × 10^6^ cells/mouse) were subcutaneously injected into the right flanks of control NCG Mice and huPBMC-NCG mice (in which the immune systems had been successfully reconstituted using human PBMCs). To establish the orthotopic CRC model, subcutaneous MC38-shNTC or MC38-shv0a1 tumors were cut into pieces measuring 2 × 2 × 2 mm, and implanted into the cecal mucosa as described in previous studies^33^. Tumors were monitored using calipers, and tumor volumes were calculated using the formula volume = length × width × height / 2.

In tumor treatment experiments, MC38 or MC38-shNTC/shv0a1 tumor-bearing C57BL/6 J mice or HCT-8-tumor bearing huPBMC NCG mice were randomly assigned to treatment groups after the development of tumors of around 5 mm in diameter. They were then intraperitoneally injected with 5 mg/kg or 7.5 mg/kg of Daclatasvir (Dac) on days 7 and 11.

The animal experiments were terminated before tumor weight reached 10% of the animal weight.

### Gene knockdown and overexpression

Murine MC38 and CT26 and human HCT-8 cells were purchased from ATCC and cultured in DMEM containing 10% FBS, 1% P/S (penicillin-streptomycin), 1% L-glutamine and 1% sodium pyruvate. Lentivirus was generated with a packaging mix (Sigma) and pLKO.1-Puro-shAtp6v0a1/shATP6V0A1 plasmid, pLVX-Puro-Atp6v0a1 plasmid, or the corresponding control plasmid, according to the manufacturer’s protocol, and used for tumor cell transfection. The lentivirus-transfected CRC cells were treated with puromycin (Sigma) to select Atp6v0a1/ATP6V0A1 knockdown or Atp6v0a1-expressing stable clones. For Rabgef1/RABGEF1 knockdown, siRNA targeting Rabgef1/RABGEF1 was transfected into MC38/HCT-8 cells with Lipofectamine 3000 (Invitrogen). The sequences and sources of shRNA and siRNA are described in Supplementary Table 3.

### Flow cytometry analysis

For the in vitro T-cell stimulation analysis, CD8^+^ T cells were isolated from C57BL/6 J mice-bearing MC38 wild-type tumors using a negative mouse CD8^+^ T-cell isolation kit (STEMCELL). These isolated CD8^+^ T cells were cultured in RPMI 1640 medium containing 10% FBS with IL-2 (10 ng/mL) and treated with the following: SMAD3 inhibitor (E)-SIS3, MC38 cell culture medium plus control IgG or anti-TGF-β1, conditioned medium (CM) from MC38-shNTC cells or MC38-shv0a1 cells with/without incubation with recombinant mouse TGF-β1 protein. Brefeldin A (eBioscience) was added to the culture in the last 4 h, and the CD8 + T cells were collected and stained with Fixable Viability Stain 510 (FVS510; BD Horizon™), fluorescein isothiocyanate (FITC)-conjugated anti-CD8a (53-6.7; eBioscience) and PerCP-Cyanine5.5-conjugated anti-CD44 (IM7; eBioscience) as cell-surface staining protocols followed by fixation, permeabilization, and intracellular staining with phycoerythrin (PE)-conjugated anti-perforin (eBioOMAK-D; eBioscience) and allophycocyanin (APC)-conjugated anti-GzmB (QA16A02; BioLegend), or with PE-conjugated anti- IFN-γ (XMG1.2; eBioscience). In another experiment, TILs were isolated from C57BL/6 J mice-bearing MC38 shNTC or shv0a1 tumors and directed to the antigen staining. TILs were stained with Fixable Viability Stain 510 (FVS510; BD Horizon™), BV421-conjugated anti-CD45 (30-F11; BD Horizon™), PerCP-Cyanine5.5-conjugated anti-CD8a (53-6.7; BD Horizon™), APC-conjugated anti-CD44 (IM7; BD Horizon™) as cell-surface staining protocols followed by fixation, permeabilization, and intracellular staining with phycoerythrin (PE)-conjugated anti-perforin (eBioOMAK-D; eBioscience), PE-conjugated anti-GzmB (QA16A02; BioLegend), or with PE-conjugated anti- IFN-γ (XMG1.2; eBioscience). For the detection of TILs from huPBMC-NCG mice-bearing HCT-8 shNTC or shV0A1 tumors, the following dyes or antibodies were used: Fixable Viability Stain 510 (FVS510; BD Horizon™), BV421-conjugated anti-CD45 (HI30; BD Horizon™), FITC-conjugated anti-CD8a (RPA-T8; eBioscience), APC-conjugated anti-CD45RO (UCHL1; BioLegend), PerCP-Cyanine5.5-conjugated anti-IFN-γ (4 S.B3; BioLegend), PE-conjugated anti-GzmB (QA16A02; BioLegend). The stained cells were analyzed using the BD FACSAria system and FlowJo software (BD Biosciences).

For the cytotoxic T lymphocyte (CTL) assay, TILs were separately isolated from C57BL/6 J mice-bearing *Atp6v0a1* knockdown or over-expressing MC38 tumors and those bearing control tumors. These TILs (effector cells) were cocultured with CFSE-labeled MC38 cells (target cells) for 8 h at 37 °C to test their cytolytic activity (effector cells: target cells = 100: 1). Following 5 min of staining with one ug/ml of propidium iodide (PI; Invitrogen), the cell mixture was analyzed for the proportion of tumor cell death using the CytoFLEX system and Kaluza software (Beckman Coulter).

### scRNA-seq analysis

Following tissue digestion, single cells from control MC38 tumors (shNTC, *n* = 5; mixed in equal proportions) and Atp6v0a1 knockdown MC38 tumors (shv0a1, *n* = 5; mixed in equal proportions) were sequenced by 10x Genomics Chromium platform (Novogene Bioinformatics Technology Co., Ltd.). Raw fastq files were processed with CellRanger V3, and the raw sequencing reads were aligned to the murine genome (GRCm38/mm10, ENSEMBL). After quality control, total cells from the above two groups were retained and clustered into five major groups using the t-distributed stochastic neighbor embedding (TSNE) method (Supplementary Fig. 8A). The major groups were annotated as MC38 cells, cancer-associated fibroblasts (CAFs), endothelial cells, myeloid cells, and T and natural killer (NK) cells using the markers *Col5a1*, *Fabp4*, *Cd3e*, *Shisal2b*, *Cd68* and *Ncr1*, respectively (Supplementary Fig. 8B).

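In the control library, the 4443 cells formed 12 clusters. Levels of the markers of Supplementary Fig. 8B describe these clusters and are no test of them, since the marker lists hold the same genes. Shisal2b was at 216 CPM (213 to 219) in the Shisal2b- and Rhox5-high cells and at 17.2 CPM (15.3 to 19.4) in myeloid-like cells. Col5a1 was at 806 CPM (737 to 880) in CAF-like cells and at 153 CPM (150.0 to 156) in the Shisal2b- and Rhox5-high cells. Cd68 was at 632 CPM in myeloid-like cells and 4.15 in the Shisal2b- and Rhox5-high cells. T and NK-like cells held 362 UMIs of Cd3e and 78 UMIs of Ncr1. None of the Shisal2b- and Rhox5-high clusters met the MC38-like list, of which fewer than 3 genes were raised in each, and Krt8 had 6 UMIs in their 2155 cells. The cluster of 605 cells among them met the CAF-like list, with 5 genes raised, and carries no name only because Shisal2b and Rhox5 were both high. No cluster of its own was endothelial-like. A mixed cluster of 98 cells, clustered again, held 35 endothelial-like cells with 469 UMIs of Fabp4, 39 granulocyte-like cells and 24 cells that met no list.

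**Figure D3:**
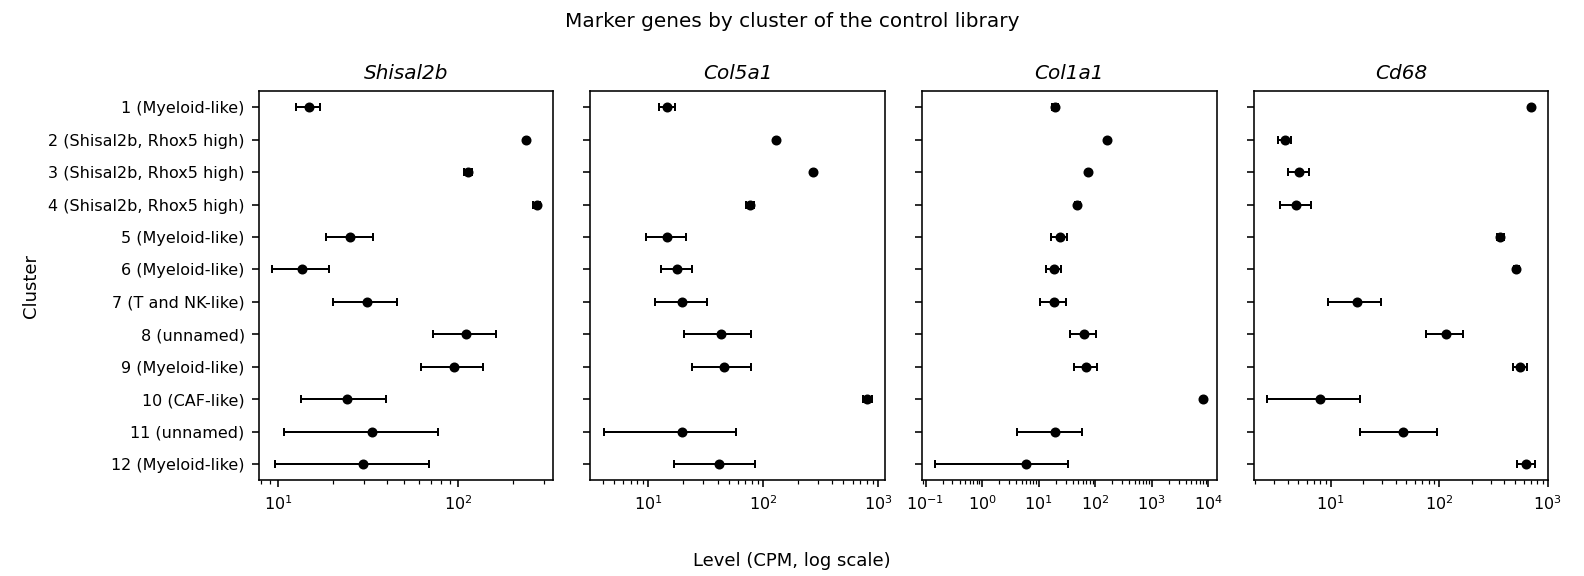
Levels of Shisal2b, Col5a1, Col1a1 and Cd68 in CPM in each of the 12 clusters of the control library, on a log scale. Points are levels and lines exact 95% Poisson intervals for counting error only. Col5a1 and Col1a1 are highest in the CAF-like cluster.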

T and NK cells were further subclustered into seven subgroups (Supplementary Fig. 8C) and annotated as naïve T, effector T, exhausted T, Treg, memory-like T-1, memory-like T-2, and NK subgroup using the markers shown (Supplementary Fig. 8C, D). In detail, Cluster 1 expressed naïve T-cell markers, including *Lef1*, *Tcf7*, *Ccr7*, and *Sell*, and was defined as naïve T cells. Clusters 2, 3, and 7 expressed effector markers, including *Prf1*, *Gzmb*, *Plac8*, *Gzmk*, and *Nkg7*. Cluster 7 highly expressed *Ncr1* with expression of neither *Cd4* nor *Cd8a* and was hence named NK cells. Cluster 2 and Cluster 3 did not express *Ncr1* and were distinguished from each other by the expression of inhibitory markers, including *Lag3*, *Pdcd1*, *Tigit*, and *Ccl4*. We defined Cluster 2, with low inhibitory markers, as effector T cells and named Cluster 3, which highly expressed inhibitory markers as exhausted T cells. Cluster 4 expressed Treg markers, including *Foxp3*, *Il2r*, and *Ikzf2*, and was defined as Treg cells. Clusters 5 and 6 highly expressed *Ptprc*, *Lck*, and *Bcl2*, which can be used as memory T-cell markers in scRNA-seq analysis of murine samples^34^. Moreover, among the T cell subpopulations which preferred to express *Cd8a* but *Cd4*, Cluster 5 and Cluster 6 have the highest levels of *Il7r*, a classic marker of memory CD8^+^ T cells^35^. 

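In the control library, the 4 clusters of T and NK-like cells had levels of Il7r of 194 CPM (138 to 265), 83.7 (36.1 to 165), 147 (94.4 to 219) and 25.8 (11.8 to 48.9). Cd8a was above Cd4 in each of them, with Cd8a at 472, 533, 872 and 438 CPM and Cd4 at 139, 0, 18.4 and 5.73 CPM. The 0 UMIs of Cd4 in the second cluster allow up to 31.4 CPM. Bcl2 was at 114 CPM in the first cluster, 732 in the second, 559 in the third and 303 in the fourth. Ptprc was at 597, 900, 884 and 633 CPM and Lck at 323, 251, 473 and 186 CPM. The second cluster was the shallowest, with a median of 954.5 UMIs against 4873 for the other clusters.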

IL7R plays essential roles in maintaining functions of memory CD8^+^ T cells^35–37^. Therefore, Clusters 5 and 6 were separately named memory-like T-1 and T-2 cells.

Myeloid cells were clustered into four subgroups, and annotated as macrophages, granulocytes, monocytes, and dendritic cells (DCs) using the markers *Adgre1*, *Cxcl2*, *Ly6c2*, and *CD86*, respectively (Supplementary Fig. 8E, F).

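The myeloid-like cells of the control library formed 8 clusters. The 5 macrophage-like clusters held 434, 394, 319, 197 and 22 cells. The monocyte-like cluster had a median of 4435.5 UMIs and the DC-like cluster of 9247 UMIs. When subgroups had to show 2 listed markers per cell in place of 1, an alternative chosen after seeing the data, the DC-like cluster was named macrophage-like.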

For the study in clinical CRC samples, we downloaded a scRNA-seq dataset (GSE132465) based on 23 human CRC tumors and ten normal samples from the GEO database. The 63,689 cells in this dataset were clustered into epithelial, stromal, T, B, myeloid, and mast cell subpopulations (Supplementary Fig. 23A, B). As in the previous study^22^, these cell subpopulations were annotated using the markers shown in Supplementary Fig. 23B. Epithelial cells were then further divided into six clusters (Supplementary Fig. 23C). Clusters 1 and 5 were found to express abundant fibroblast markers, including *COL1A2* and *TAGLN*, with (cluster 1) or without (cluster 5) epithelial markers (Supplementary Fig. 23D). These two clusters may not be pure epithelial cells. We, therefore, selected the other epithelial cell subpopulations, which expressed epithelial markers but not obvious fibroblast markers, for further investigation. CD8^+^ T cells were selected from the T-cell subpopulations annotated in the downloaded dataset^22^ and evaluated for their expression of T memory markers; in line with previous studies^38,39^, *EOMES*^+^*CD44*^+^*CD8A*^+^ T cells were used as memory CD8^+^ T cells in this study (Supplementary Fig. 23G). Memory CD8^+^ T cell counts were analyzed individually in the 23 CRC tumors (Supplementary Table 2). The tumor samples with three or more memory CD8^+^ T cells were selected for the subsequent analyses as the cytotoxic effector levels may have been too variable in those with less than three memory CD8^+^ T cells.

### Label-free quantitative proteomics

MC38-shNTC and MC38-shv0a1 cells (*n* = 3 biological replicates/group) were harvested to a 1.5 ml centrifuge tube as cell pellets and then lysed with DB lysis buffer (8 M Urea, 100 mM TEAB, pH 8.5). Following ultrasonication and centrifugation, the cell lysate supernatant was treated with 10 mM DTT for reduction and subsequently with sufficient iodoacetamide for alkylation. The protein samples were digested with trypsin treatment as previous study^40^, and the resulting peptides were lyophilized and redissolved in Mobile phase A solution (100% water, 0.1% formic acid). After being separated using linear gradient elution, the separated peptides were analyzed by Q ExactiveTM series mass spectrometer (Thermo Fisher) from Novogene Bioinformatics Technology Co., Ltd. The raw data were searched against the Mus_musculus_uniprot_2020_7_2.fasta (86555 sequences) database by Proteome Discoverer 2.4 (Thermo). The identified peptide-spectrum matches (PSMs) and proteins were filtered to ensure a false discovery rate (FDR) of no more than 1.0%. The protein quantification data underwent statistical analysis using the T-test. Moreover, the KEGG (Kyoto Encyclopedia of Genes and Genomes) database was used to analyze the protein family and pathway, and DEPs (differentially expressed proteins) were used for the enrichment analysis of KEGG.

### Cholesterol absorption and endosome maturation analyses

For the detection of cholesterol absorption, HCT-8-shNTC and HCT-8-shV0A1cells on coverslips were treated with 50 µg/ml of human Dil-LDL (YEASEN) for 6 h followed by 10 min of fixation and 10 min of permeabilization. The cells were then separately incubated with primary antibodies specific to various vesicle markers (late endosome: mouse anti-Rab7a from Santa Cruz Biotechnology; lysosomes: mouse anti-Lamp1 from Santa Cruz Biotechnology; recycling endosome: rabbit anti-Rab35 from Proteintech Group, Inc.) followed by incubation with corresponding secondary antibody (Alexa Fluor488-conjugated anti-mouse IgG or Alexa Fluor488-conjugated anti-rabbit IgG; Invitrogen). After the counterstaining of cells with Hoechst 33342 (Invitrogen), the coverslips were subsequently mounted on slides with ProLong™ Diamond Antifade Mountant (Invitrogen). Images were acquired using the LSM880 Confocal Microscope (Zeiss) and analyzed with ZEN lite (Zeiss) and Image J (National Institutes of Health) software.

For endosome maturation analysis, MC38 shNTC or MC38 shv0a1 cells growing on coverslips were fixed with 4% paraformaldehyde (PFA) and treated with 0.25% Triton X-100 for 10 min at room temperature (RT). Following the blockade with 10% bovine serum albumin (BSA) in PBS for one hour, the cells were incubated with primary antibodies (rabbit against Rab7a from Cell Signaling Technology and mouse against VPS41 from Santa Cruz Biotechnology) overnight at 4 °C. Following washing, the cells were incubated for one hour at room temperature with corresponding secondary antibodies (Alexa Fluor594-conjugated anti-rabbit IgG and Alexa Fluor488-conjugated anti-mouse IgG; Invitrogen) and then counterstained with Hoechst 33342 (Invitrogen). The coverslips were subsequently mounted on slides with ProLong™ Diamond Antifade Mountant (Invitrogen). Images were acquired and analyzed as described above.

### Immunohistochemical (IHC) and hematoxylin/eosin (HE) analysis

The CRC tissue microarray (TMA) slides were deparaffinized and treated with 10 mM citrate buffer (pH 6.0) at 95–100 °C for 15 min. Then, the tissue cores on slides were treated with 3% H_2_O_2_ for 10 min to block the endogenous peroxidase activity. After washing three times with phosphate-buffered saline (PBS; Gibco), the slides were treated with 0.25% Triton X-100 for 10 min and then blocked in 10% bovine serum albumin (BSA) in PBS for one hour. After incubation with rabbit polyclonal anti-human ATP6V0A1 antibody (Proteintech) for one hour, the tissue cores were washed three times with PBS and then incubated with a biotinylated goat anti-rabbit secondary antibody (Beyotime) for 30 min. The slides were visualized using streptavidin-horseradish peroxidase and 3, 3′-diaminobenzidine (Beyotime) and then counterstained with hematoxylin (Sigma–Aldrich). The images were captured with Slide Scan System (SQS1000; TEKSQRAY).

The frozen sections of ATP6V0A1-suppressing MC38 tumors (*Atp6v0a1* knockdown or Dac treatment) or HCT-8 tumors (Dac treatment) were utilized for IHC analysis of ATP6V0A1 and TGF-β1 expression or TGF-β1 expression alone. Following permeabilization and blockade of non-specific binding, these sections were incubated with antibodies and visualized as the methods described above. Rabbit polyclonal anti-human TGF-β1 antibody (Proteintech) was used as the primary antibody to detect TGF-β1.

The frozen sections of normal organs, including the heart, liver, spleen, lung, and kidney, from Dac-treated mice, were stained with hematoxylin and eosin (HE) according to the manufacturer’s instructions (Vector, Burlingame, CA). The images were captured with Slide Scan System (SQS1000; TEKSQRAY).

### Transcriptome analysis based on the TCGA database

Bulk RNA-sequencing data of COAD cohort containing 471 clinical CRC samples were downloaded from The Cancer Genome Atlas (TCGA) database (https://portal.gdc.cancer.gov/). The normalization method of the fragments per kilobase of exon model per million reads mapped (FPKM) was employed to evaluate the expressional level of genes in CRC samples. Eighty-seven metabolism-associated pathways of human species were acquired from the website of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (https://www.genome.jp/kegg/) by the use of the R package of KEGGREST (version 1.40.0)^41^. Sixteen lipid metabolism-associated pathways, as indicated on the website of KEGG, were selected for further investigation. The R package of GSVA (Gene Set Variation Analysis)^42^ using the gene-centric single sample Gene Set Enrichment Analysis (ssGSEA) method^43,44^ was executed to assess the transcriptomic levels of each lipid metabolism pathway. Total lipid metabolism scores for each sample were obtained by summing up these 16 lipid metabolism-associated pathways. The mean value of lipid metabolism scores within all CRC samples was adopted as a cutoff value to dichotomize these samples into two stratifications: low-lipid and high-lipid metabolism groups. In parallel, the R package of ESTIMATE (Estimation of STromal and Immune cells in MAlignant Tumor tissues using Expression data)^45^ was utilized to calculate the scores for tumor cells, immune cells and stromal cells, and the R package of GSVA (Gene Set Variation Analysis)^42^ using gene-centric single sample Gene Set Enrichment Analysis (ssGSEA) method^43,44^ was carried out to analyze the immune activity in each sample. Total immunity scores were obtained by summing up 29 distinct immune scores for individual CRC samples. An unsupervised machine learning algorithm of hierarchical clustering was applied to classify CRC samples into three immune profile-defined clusters: CRC tissues with low, medium, and high immune activity. Subsequently, the transcriptomic expression levels of various V-ATPase subunits were analyzed for their associations with lipid metabolism scores or immune activity. Furthermore, CRC samples with high or low lipid metabolism were divided into high and low ATP6V0A1 separately. The cutoff value for the grouping was determined by taking the average level of ATP6V0A1 expression within all samples. The association between ATP6V0A1 expression and immune activity was analyzed individually in the samples with high or low-lipid metabolism.

### Cellular thermal shift assay (CETSA)

The cell lysate CETSA experiments were performed as previously described^24,46^ with some modifications. In brief, MC38 wild-type or HCT-8 wild-type cells were harvested, washed with PBS, and suspended in PBS containing a protease inhibitor cocktail (Roche). Following three freeze-thaw cycles using liquid nitrogen, the cell suspensions were centrifugated at 20,000 × *g* for 20 min at 4 °C to separate the soluble fraction (lysate) from the cell debris. The cell lysates were diluted in the appropriate buffer and then divided into smaller aliquots, followed by the treatment with different concentrations of drug (Dac) or equal amounts of diluent. After 30 min of incubation at room temperature, the respective lysates were heated at the appropriate temperature for 3 min, then cooled for 3 min at room temperature. The appropriate heating temperatures for detecting the changes of ATP6V0A1 or β-actin thermostability mediated by the inhibitors were determined separately in preliminary CETSA experiments. Following the centrifugation of heated lysates at 20,000 × *g* for 20 min at 4 °C, the soluble fractions were isolated and further analyzed by Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and Western blot.

### Statistical analysis

All quantitative data are presented as means ± standard error of the mean (s.e.m.) unless otherwise indicated. Statistical analyses were performed using unpaired two-tailed Student’s *t*-tests or ordinary two-way ANOVA, using Prism statistical software (GraphPad Software, Inc., San Diego, CA, USA). A *P*-value less than 0.05 was considered significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Inventory of Supporting Information

### Source data

Source Data

## Data Availability

The scRNA-seq data used in this study are available in the NIH GEO database under accession code GSE238084. The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange database under accession code PXD044010. The bulk RNA-sequencing data of COAD cohort containing 471 CRC samples were downloaded from The Cancer Genome Atlas (TCGA) database. Source data are provided with this paper.

# Supplementary material for: ATP6V0A1-dependent cholesterol absorption in colorectal cancer cells triggers immunosuppressive signaling to inactivate memory CD8+ T cells
**Source:** Nat Commun. 2024 Jul 6;15:5680. doi: 10.1038/s41467-024-50077-7
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY FIGURES and FIGURE LEGENDS**

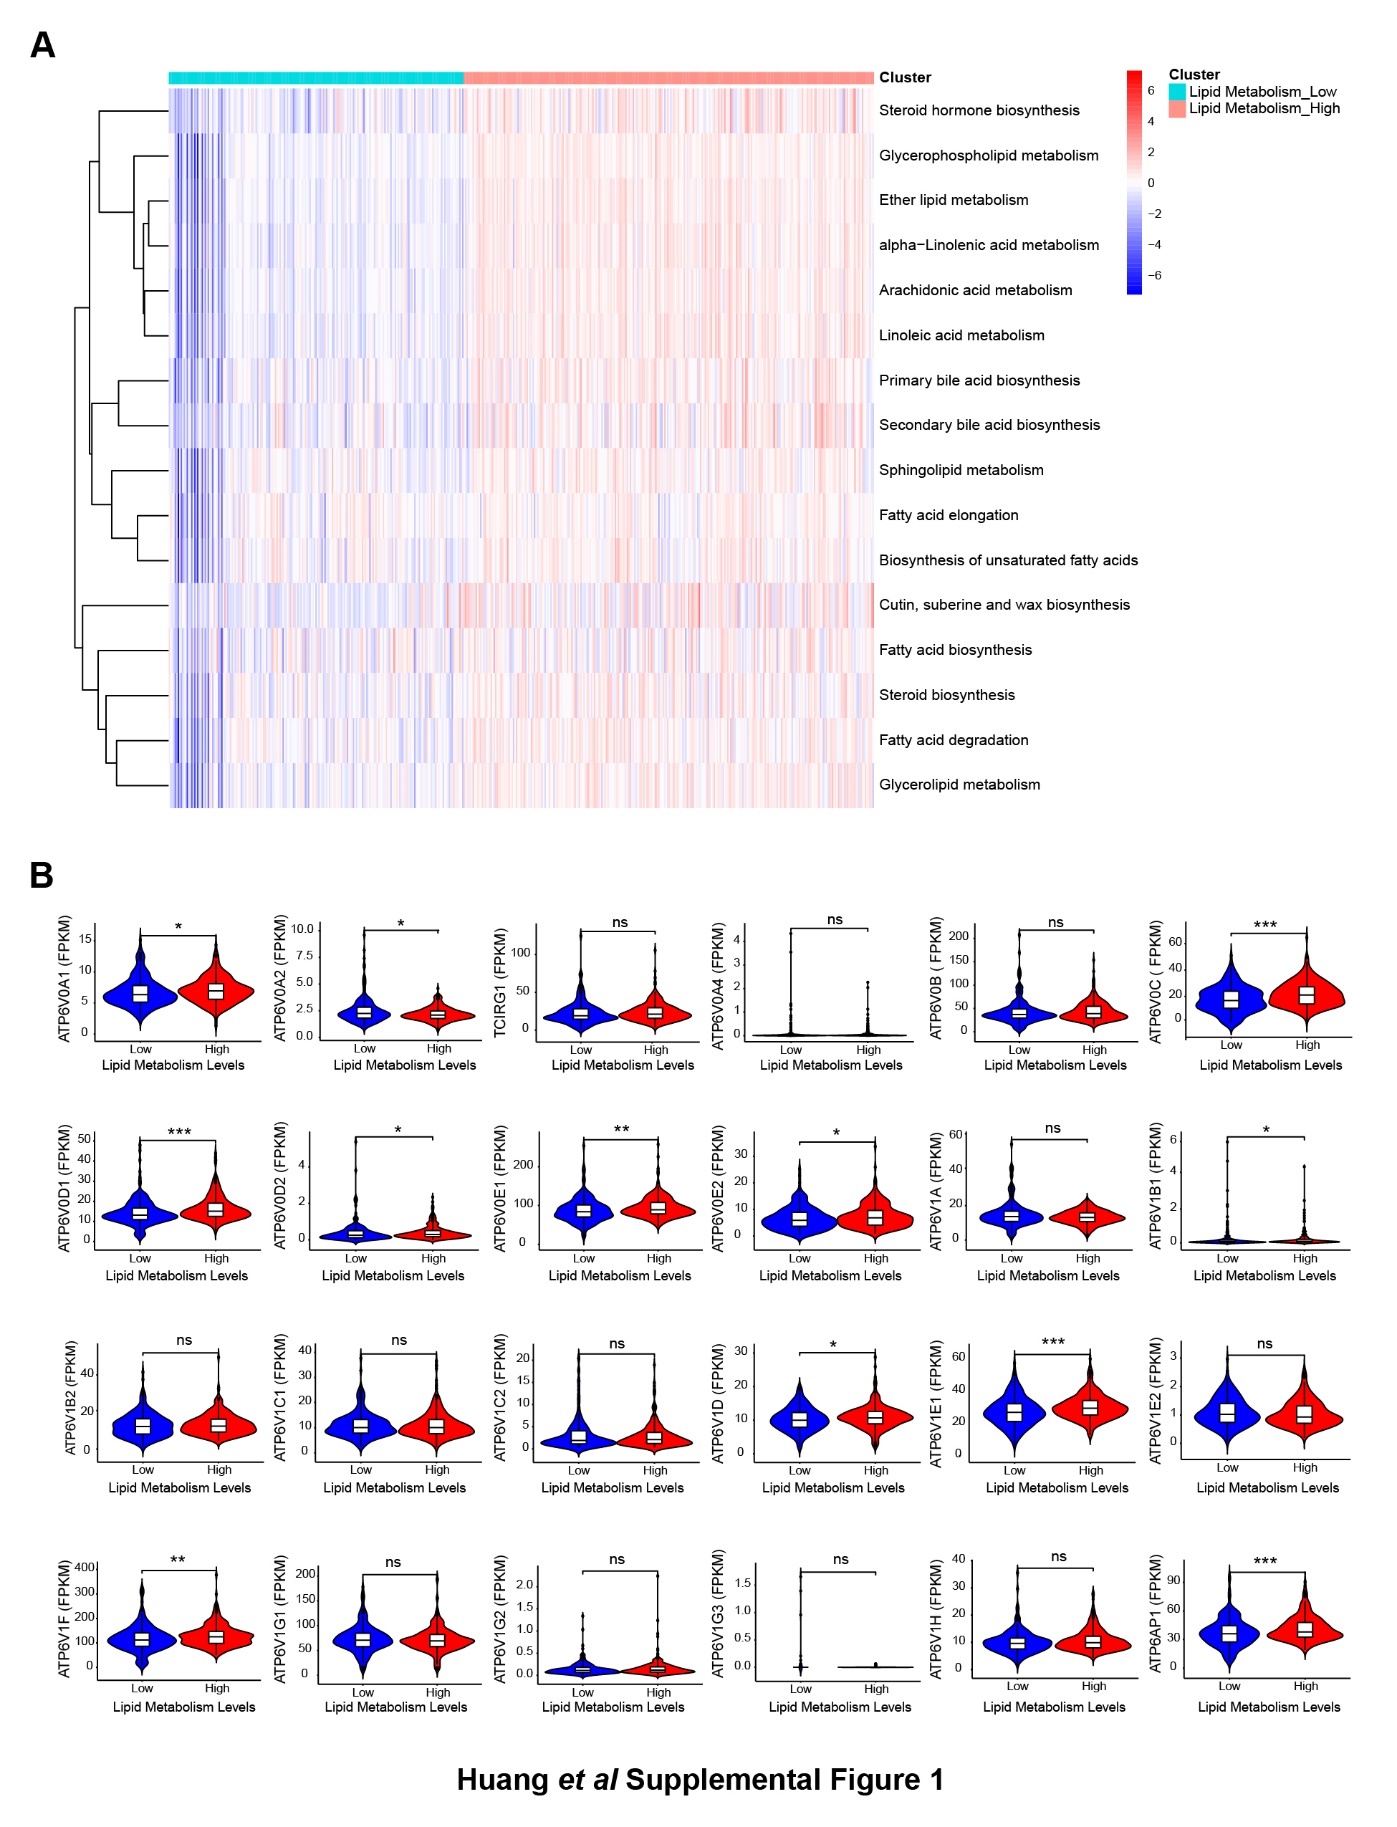

**Supplementary Fig. 1 ATP6V0A1 is positively correlated with enhanced lipid metabolism in CRC.** **A**, The 471 TCGA-COAD samples were divided into two groups based on low lipid metabolism (n=192) and high lipid metabolism (n=279), respectively, as described in the methods, and their transcriptomics-based scores of individual lipid metabolism pathways were shown in a heat map. **B**, The expression levels of different V-ATPase subunits were compared between CRC samples with high or low lipid metabolism, respectively. Statistical significance was determined using the Wilcoxon test.

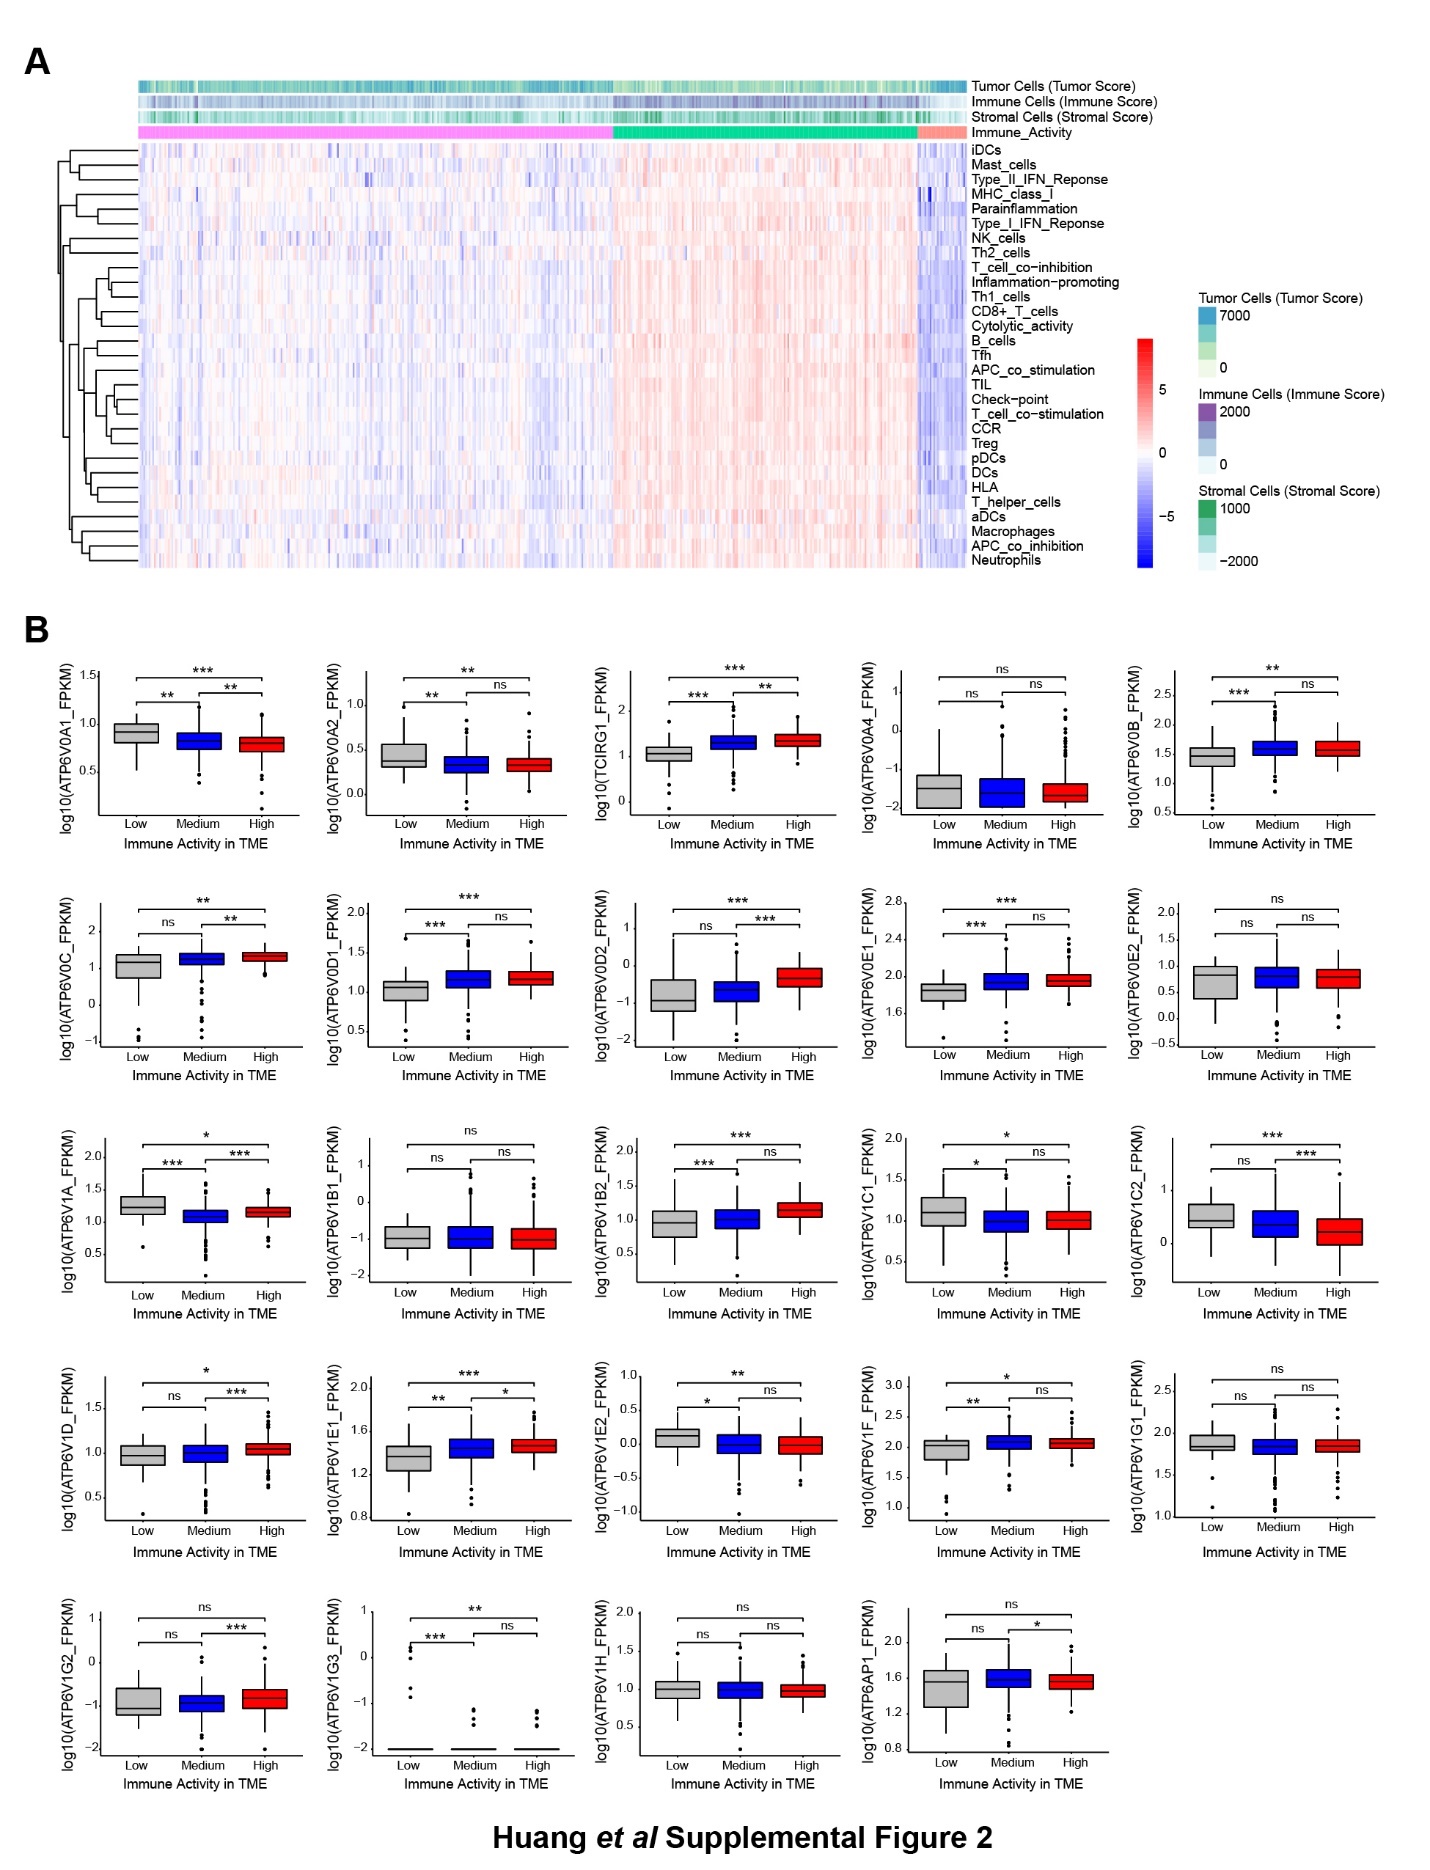

**Supplementary Fig. 2 ATP6V0A1 is inversely correlated with immune activity in human CRC.** **A**, The 471 TCGA-COAD samples were classified into three immune profile-defined clusters: CRC tissues with low (n=28), medium (n=270), and high (n=173) immune activity; their immune scores based on the transcriptomic levels of 29 distinct immune cells were shown in a heat map. **B**, The expression levels of various V-ATPase subunits were compared between the CRC samples with low, medium, or high immune activity, respectively. Statistical significance was determined using the Kruskal test.

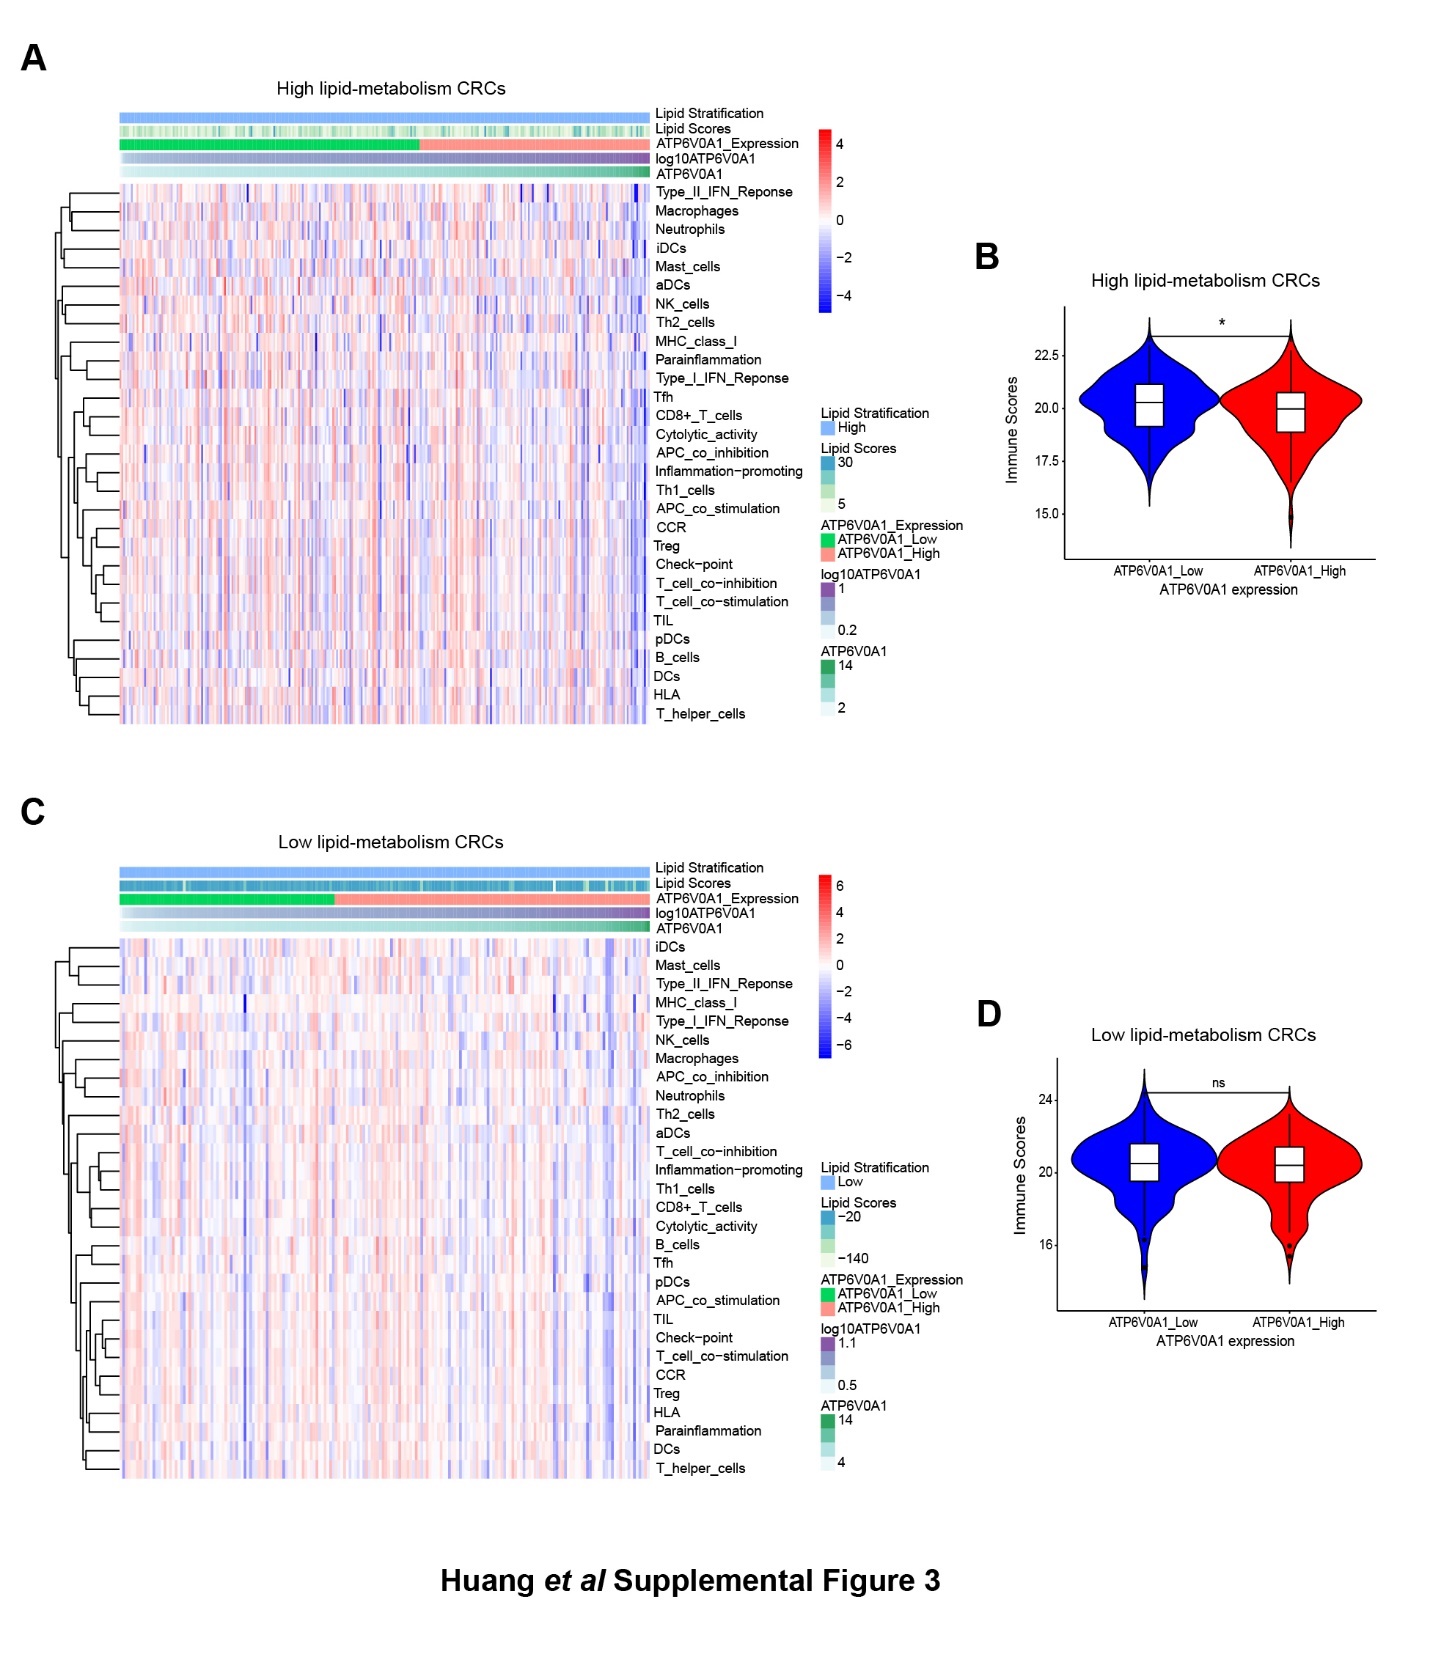

**Supplementary Fig. 3 High lipid metabolism is required to correlate A****TP6V0A1 expression and immune activity in CRC.** **A-B**, The correlation of ATP6V0A1 expression and immune activity was analyzed in CRCs with high lipid metabolism. A heat map showed the immune scores for the CRCs with high lipid metabolism, which were sorted in ascending order based on their ATP6V0A1 expression levels (**A**). Immune activity was compared between CRCs with low and high levels of ATP6V0A1 in relation to high lipid metabolism (**B**). n=158 (ATP6V0A1_Low) or 121 (ATP6V0A1_High) samples. **C-D**, The correlation of ATP6V0A1 expression and immune activity was analyzed in CRCs with low lipid metabolism. A heat map showed the immune scores for the CRCs with low lipid metabolism, which were sorted in ascending order based on their ATP6V0A1 expression levels (**C**). Immune activity was compared between CRCs with low and high levels of ATP6V0A1 in relation to low lipid metabolism (**D**). n=78 (ATP6V0A1_Low) or 114 (ATP6V0A1_High) samples. Statistical significance was determined using the Wilcoxon test.

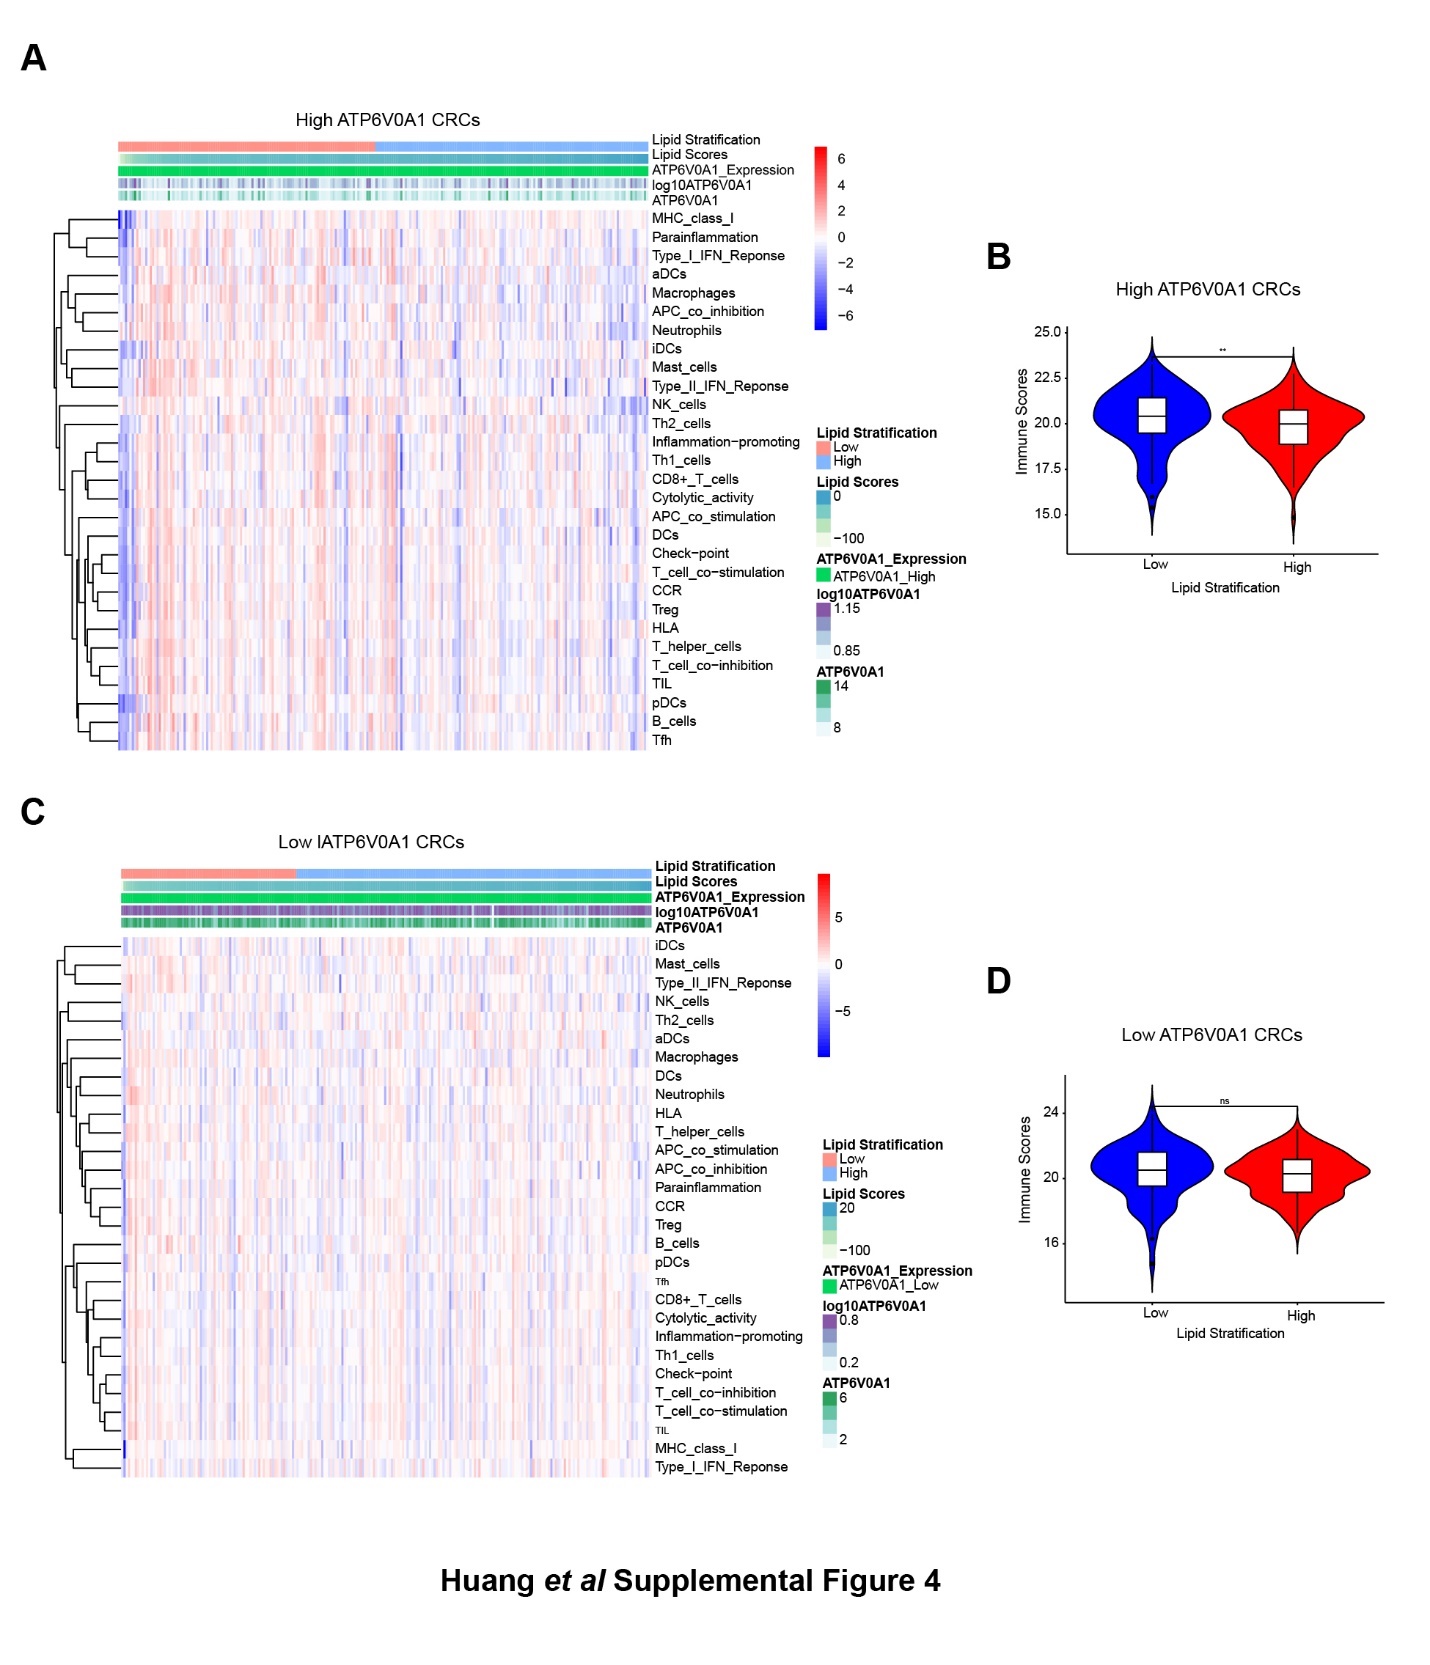

**Supplementary Fig. 4 ATP6V0A1 is essential for linking high lipid metabolism and low immune activity in CRC.** **A-B**, The correlation of lipid metabolism score and immune activity was analyzed in CRCs with high ATP6V0A1 expression. A heat map showed the immune scores for the CRCs with high ATP6V0A1 expression, which were sorted in ascending order based on their lipid metabolism score (**A**). Immune activity was compared between CRCs with low and high levels of lipid metabolism in relation to high ATP6V0A1 expression (**B**). n=114 (low lipid metabolism) or 121 (high lipid metabolism) samples. **C-D**, The correlation of lipid metabolism score and immune activity was analyzed in CRCs with low ATP6V0A1 expression. A heat map showed the immune scores for the CRCs with low ATP6V0A1 expression, which were sorted in ascending order based on their lipid metabolism score (**C**). Immune activity was compared between CRCs with low and high levels of lipid metabolism in relation to low ATP6V0A1 expression (**D**). n=78 (low lipid metabolism) or 158 (high lipid metabolism) samples. Statistical significance was determined using the Wilcoxon test.

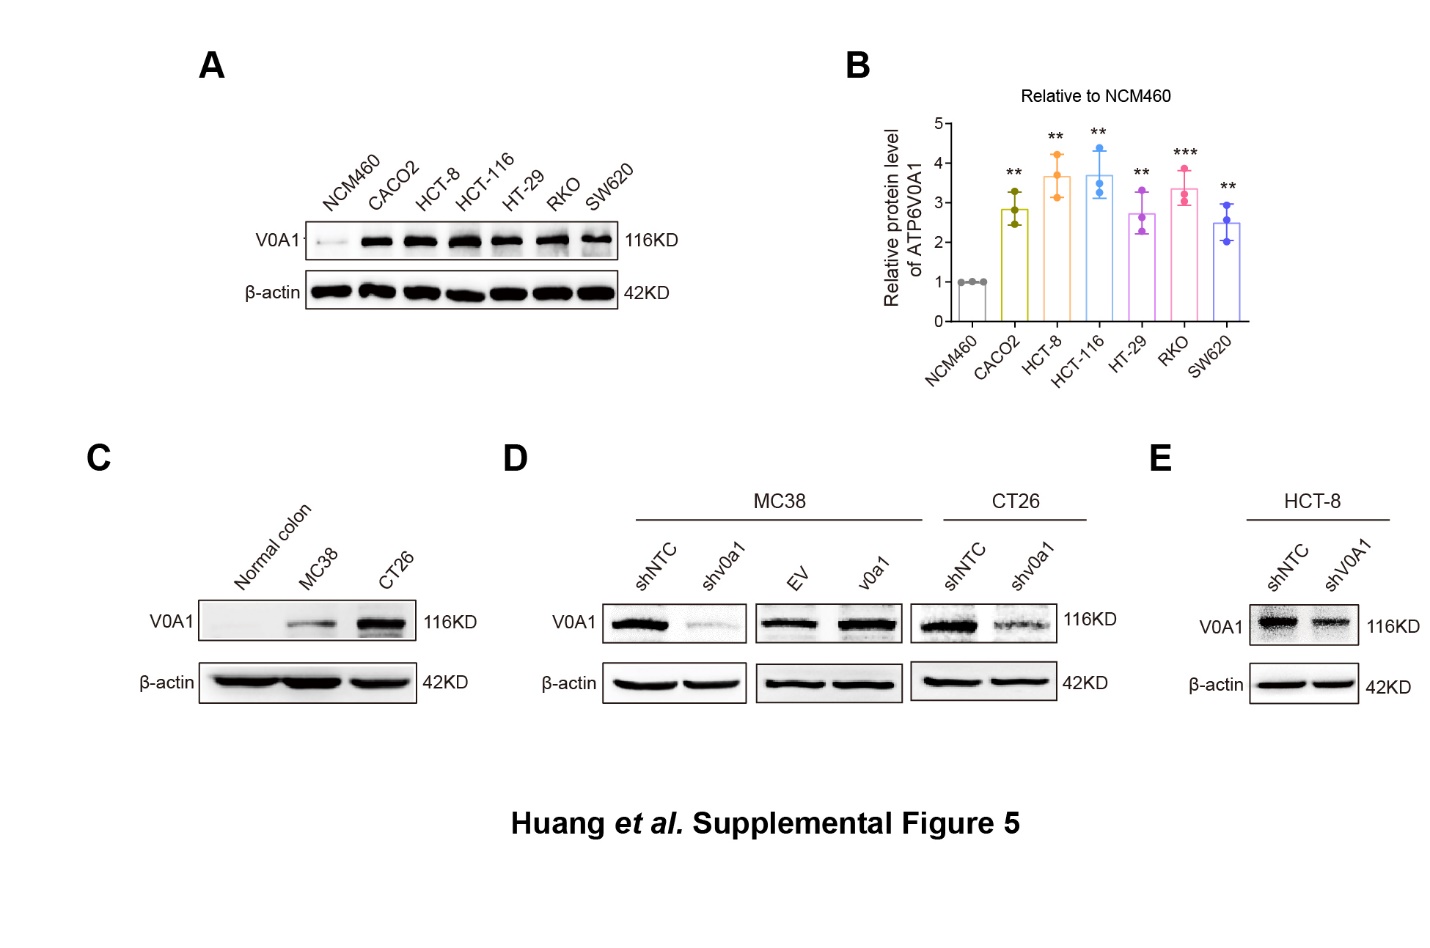

**Supplementary Fig. 5 ATP6V0A1 is frequently overexpressed in CRC cells.** **A-B**, The levels of ATP6V0A1 in different CRC cell lines were analyzed using western blotting. A representative image is shown in (**A**); the quantification of relative ATP6V0A1 protein level was analyzed based on three independent experiments by comparing the ATP6V0A1 protein level in CACO2, HCT-8, HCT-116, HT-29, RKO, or SW620 CRC cells with that in NCM460 normal colon cells (**B**). **C**, ATP6V0A1 protein levels in murine MC38 and CT26 CRC cells and normal colon epithelial cells were detected using western blotting. **D-E**, MC38, CT26, and HCT8 cells were used to generate *Atp6v0a1*/*ATP6V0A1* knockdown cells, and MC38 cells were used to construct *Atp6v0a1* over-expressing cells. For Supplementary Fig. 5**B**, data are shown as means  ±  s.e.m; **p < 0.01, ***p < 0.001; Statistical significance was determined between CACO2, HCT-8, HCT-116, HT-29, RKO, or SW620 CRC cells and NCM460 normal colon cells using unpaired two-sided Student’s t-test. Three independent experiments were performed for Supplementary Fig. 5**C**-**E**. Source data and exact p-value are provided as a Source Data file.

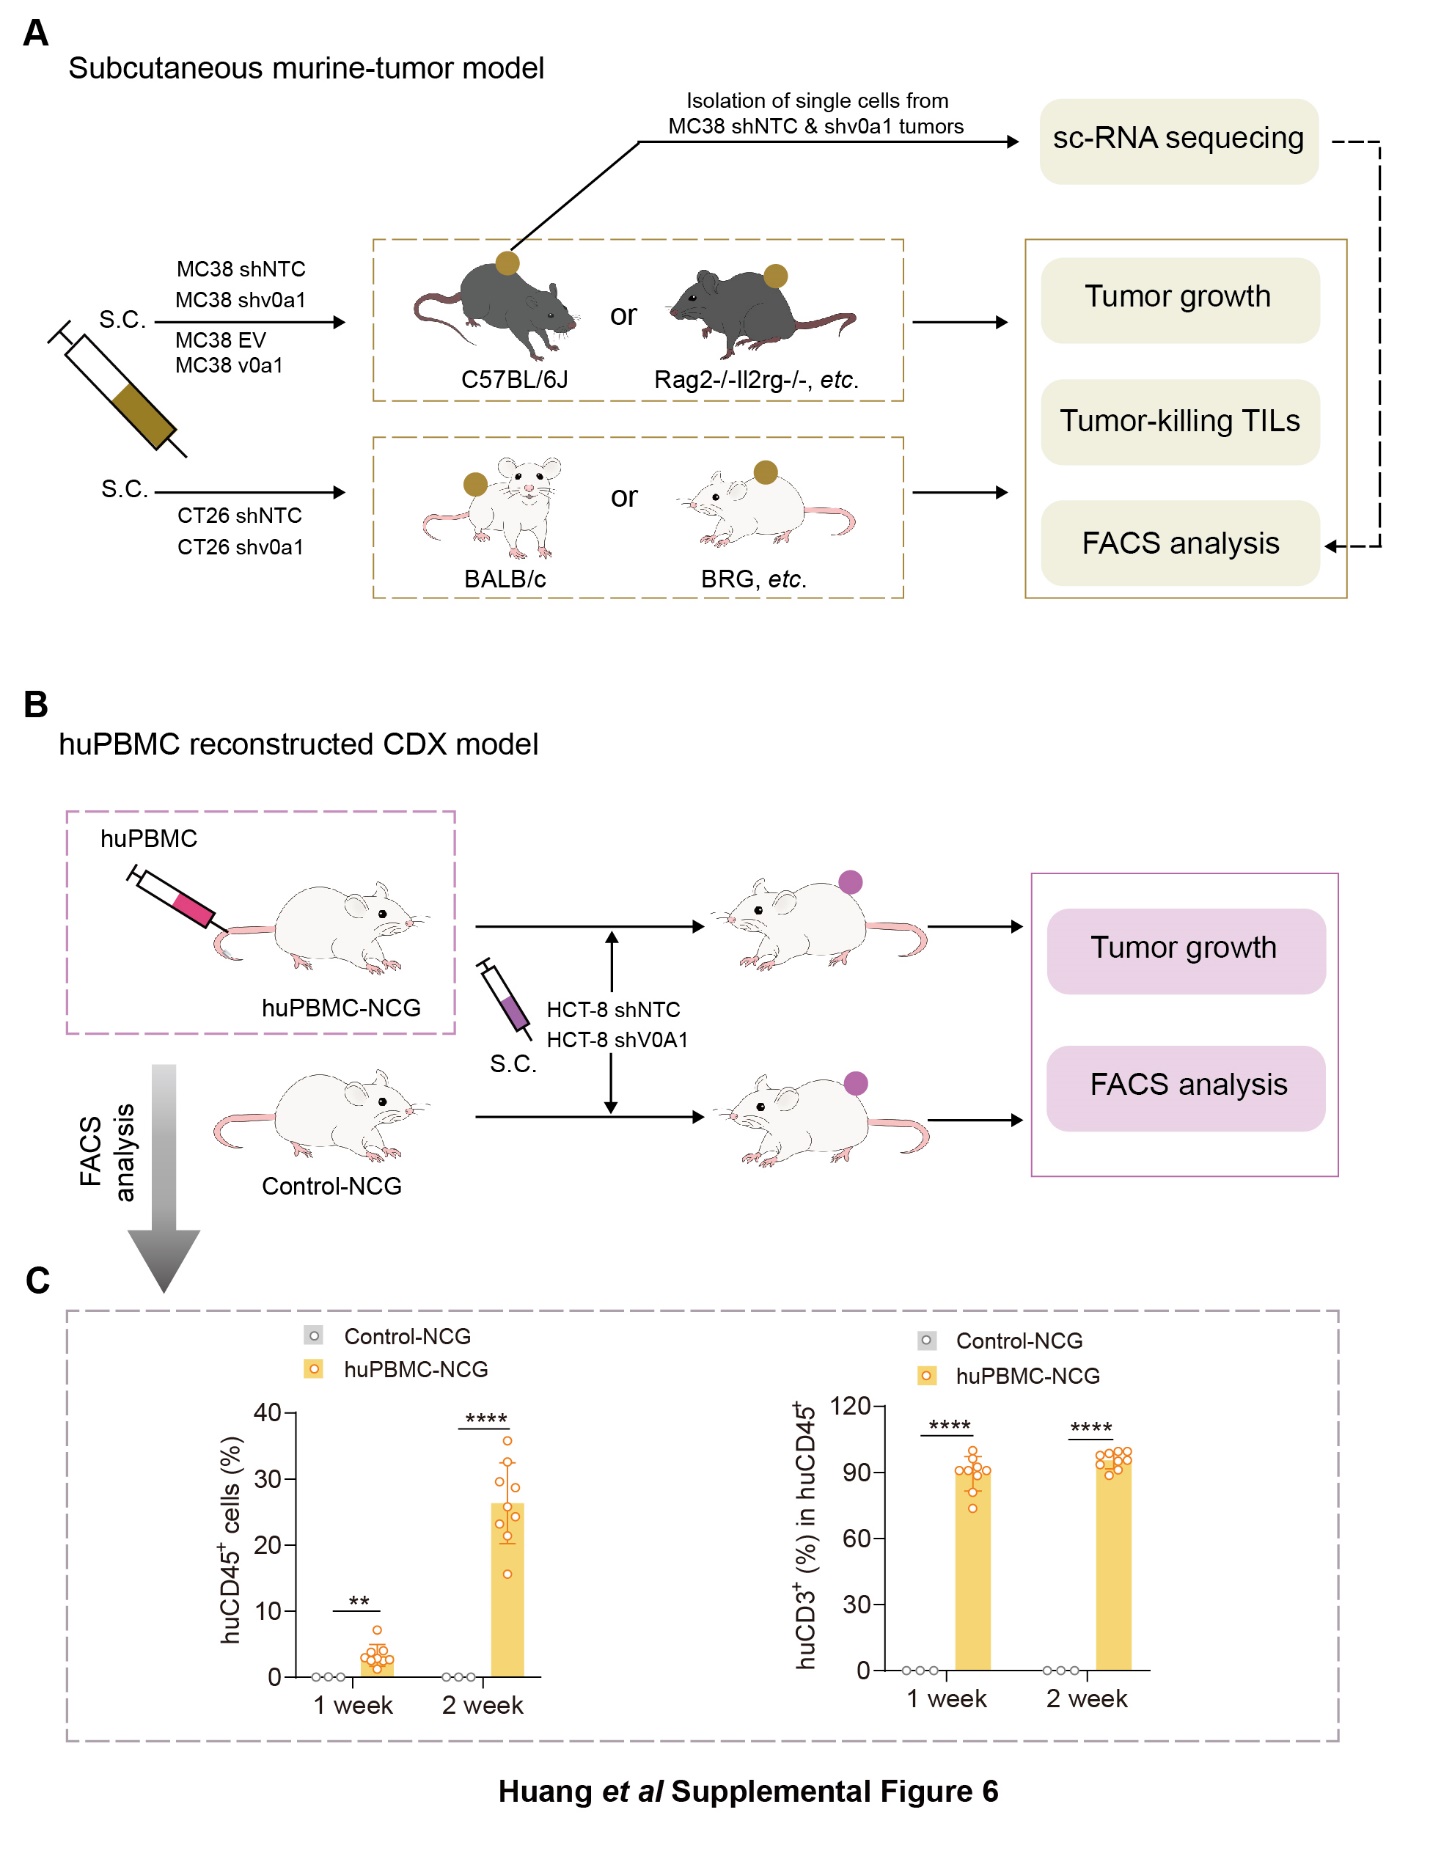
**Supplementary Fig. 6 Mouse and human CRC animal models used to assess the effect of tumor-derived ATP6V0A1 on antitumor immune responses.** **A,** MC38 cells transfected with the indicated plasmids were injected subcutaneously into immunocompetent C57/BL6 mice, immunodeficient Rag2^-/-^Il2rg^-/-^ or immunodeficient NOD/SCID mice, and CT26 cells transfected with the indicated plasmids were injected subcutaneously into immunocompetent BALB/c mice, immunodeficient BRG or immunodeficient NOD/SCID mice. For all tumor models, the tumor growth rate was assessed. For tumor models from immunocompetent mice, tumor tissue was also used for single-cell sequencing analysis, flow cytometry analysis, and the detection of the tumor-killing ability of TILs. **B,** Human peripheral blood mononuclear cells (PBMCs) were injected intravenously into immunodeficient NCG mice to construct immune-reconstituted huPBMC-NCG mice. For the cell line-derived xenograft (CDX), HCT-8-shNTC cells or HCT-8-shV0A1 cells were injected subcutaneously into immunoreconstituted huPBMC-NCG mice and immunodeficient NCG mice; tumor growth rates were assessed, and tumor tissues were used to analyze immunophenotypic changes by flow cytometry. **C,** Peripheral venous blood collected from the huPBMC-NCG mice in the first and second weeks following PBMC injection was analyzed for the proportion of human-derived CD45+ leukocytes and ratio of CD3+ T cells to CD45+ leukocytes by flow cytometry. The results showed that immunoreconstituted huPBMC-NCG mice were successfully constructed.

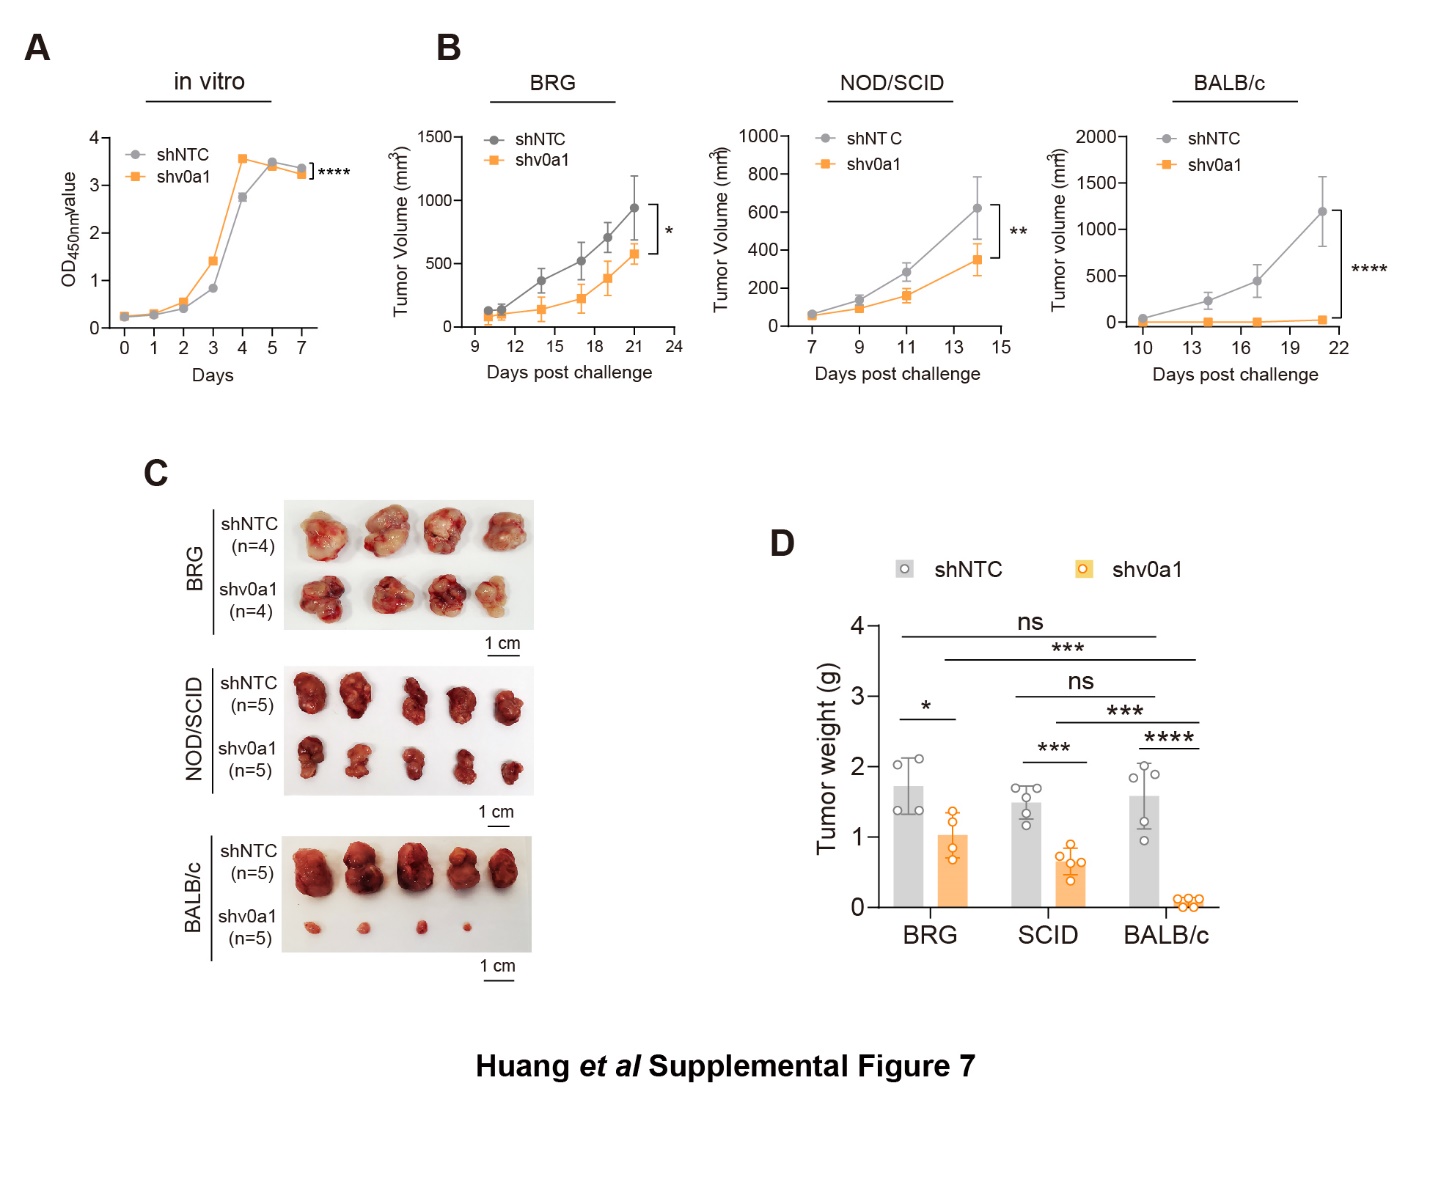

**Supplementary Fig. 7 The immune response is involved in the suppression of CT26 cell growth by ATP6V0A1 in vivo. A**, The growth of control CT26 (shNTC) cells and *Atp6v0a1*-knockdown (shv0a1) CT26 cells *in vitro* was analyzed by CCK8 assay. n=3 independent experiments. **B-D**, BRG mice, NOD/SCID mice, and BALB/c mice were subcutaneously injected with CT26 shNTC cells or CT26 shv0a1 cells as shown in Supplementary Fig. 6**A**. Tumor volumes were monitored using calipers, and average tumor growth curves were determined (**B**); photographs of the tumors are shown (**C**). Tumor weights at the termination time points are shown (**D**). n= 4 (BRG) or 5 (NOD/SCID and BALB/c) mice in each group. For all experiments, data are shown as means  ±  s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA in (**A**) and (**B**) and unpaired two-sided Student’s *t*-test in (**D**). Source data and exact p-value are provided as a Source Data file.

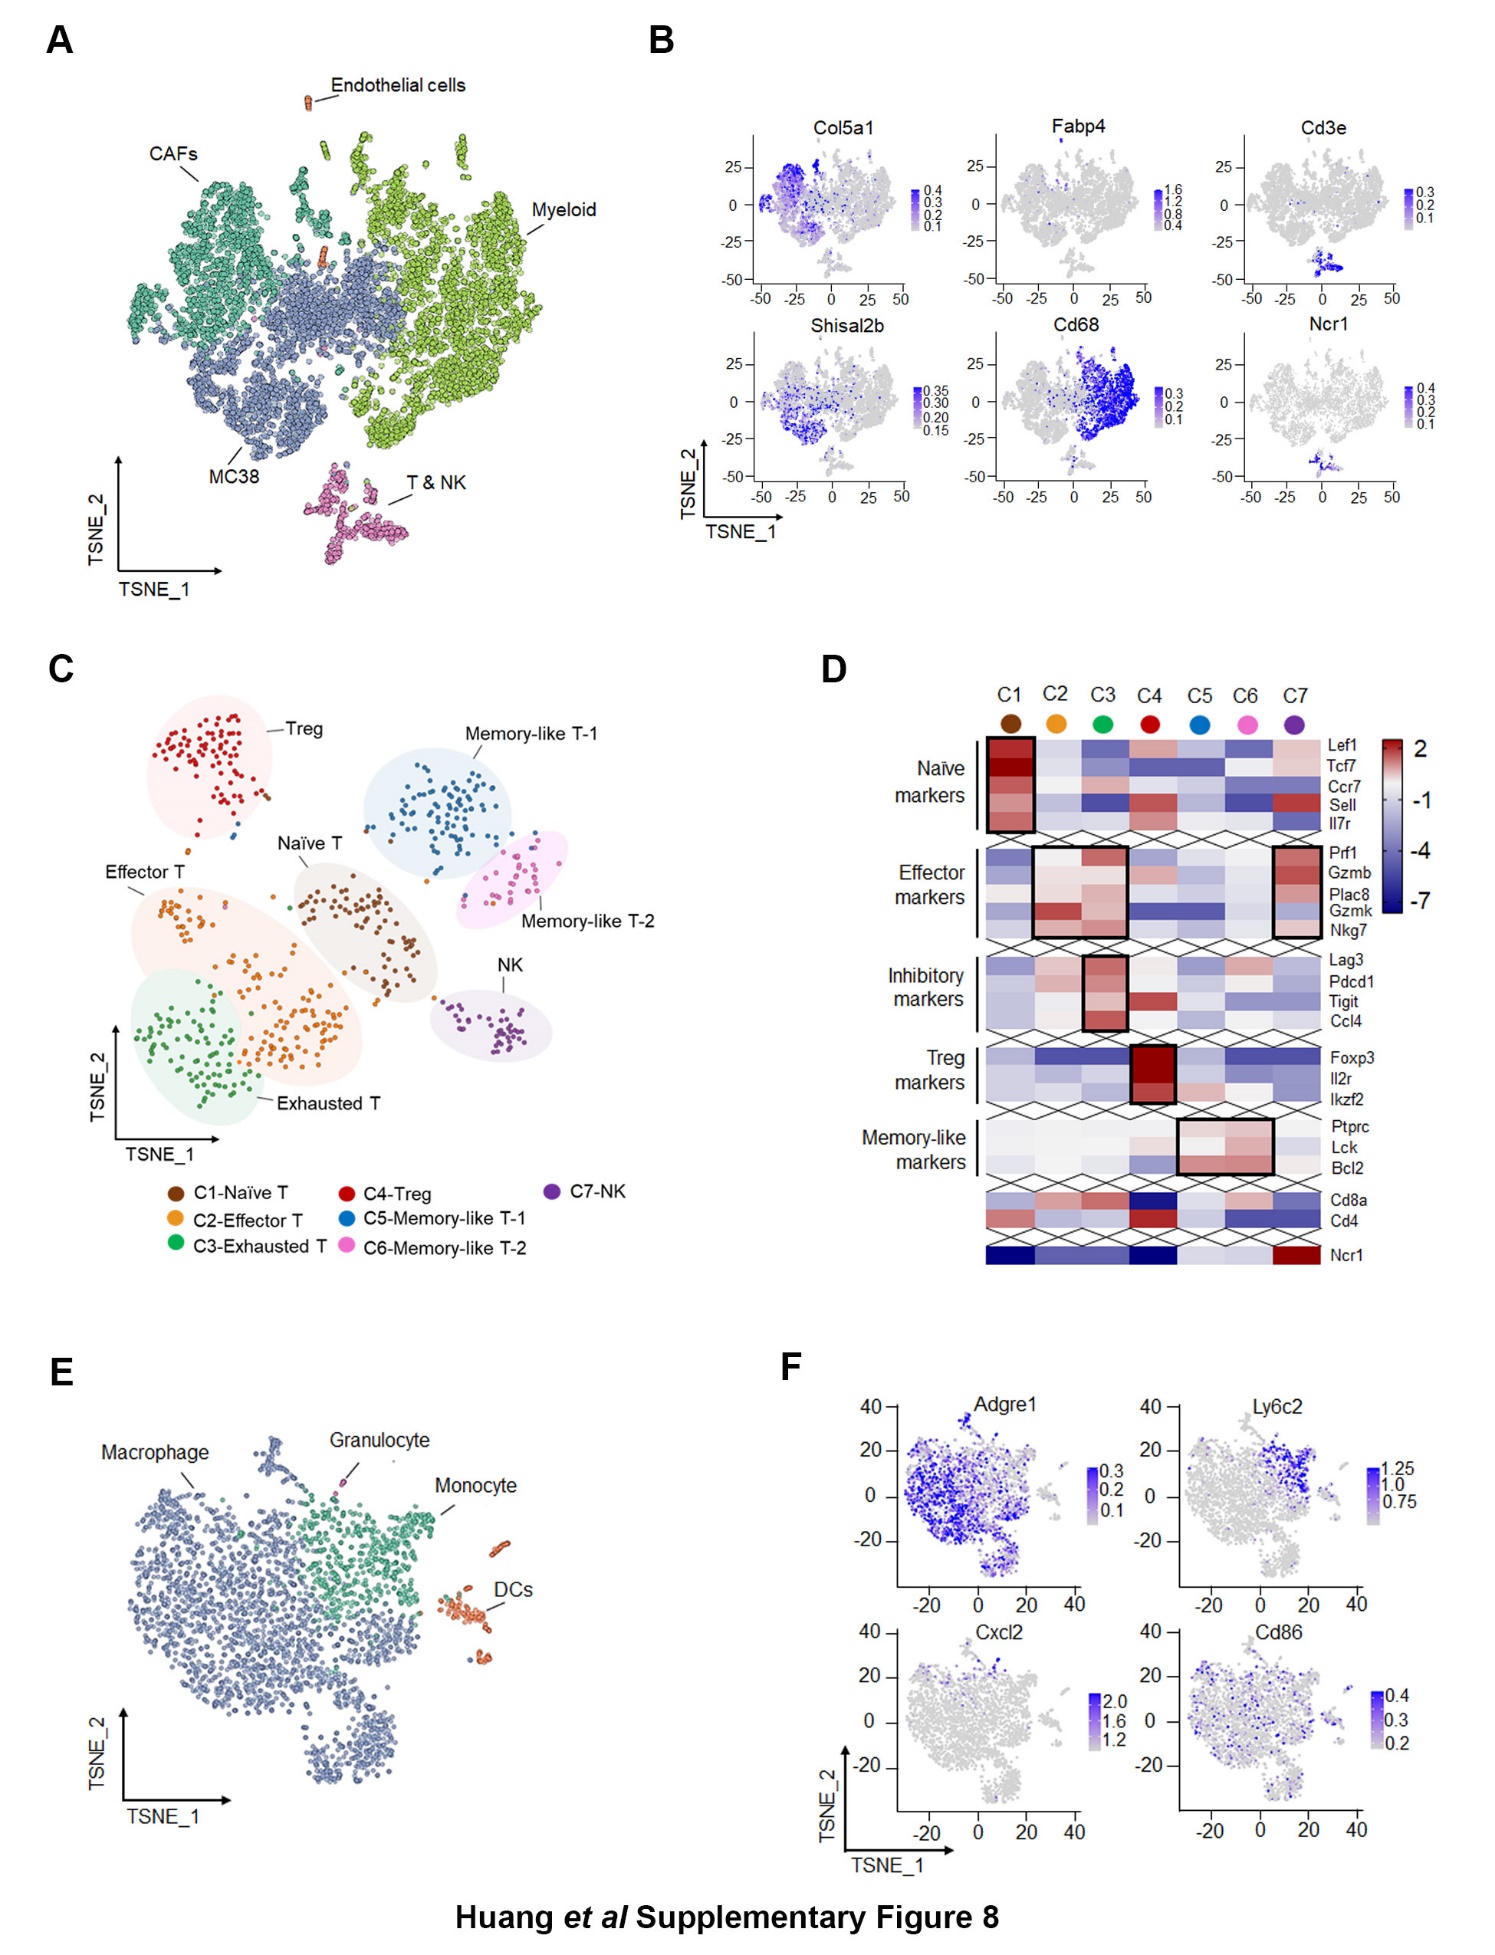

**Supplementary Fig. 8 scRNA-seq analysis reveals immune cell** **subpopulations.** Subcutaneous MC38-shNTC and MC38-shv0a1 tumors were isolated and disassociated into single cells for single cell-RNA seq analysis. **A-B**, Using the t-distributed stochastic neighbor embedding (t-SNE) method, cells from MC38-shNTC tumors and MC38-shv0a1 tumors were clustered into five subpopulations, including MC38 cells, CAFs, endothelial cells, myeloid cells, and T & natural killer (NK) cells (**A**); the expression of marker genes for each subpopulation is shown (**B**). **C-F**, Immune cells including T & natural killer (NK) cells and myeloid cells were further clustered into subpopulations using the t-distributed stochastic neighbor embedding (t-SNE) method. T and NK cells from MC38-shNTC and MC38-shv0a1 tumors were subclustered into seven subpopulations, including naïve T cells, effector T cells, exhausted T cells, Treg cells, NK cells, and two subtypes of memory-like T cells (**C**). The heatmap shows the expression levels of marker genes in each subpopulation (**D**). Myeloid cells from MC38-shNTC and MC38-shv0a1 tumors were further clustered into four subpopulations, including macrophages, granulocytes, monocytes, and dendritic cells (DCs) (**E**). The dot plots show marker gene expression levels for each cell-subpopulation (**F**).

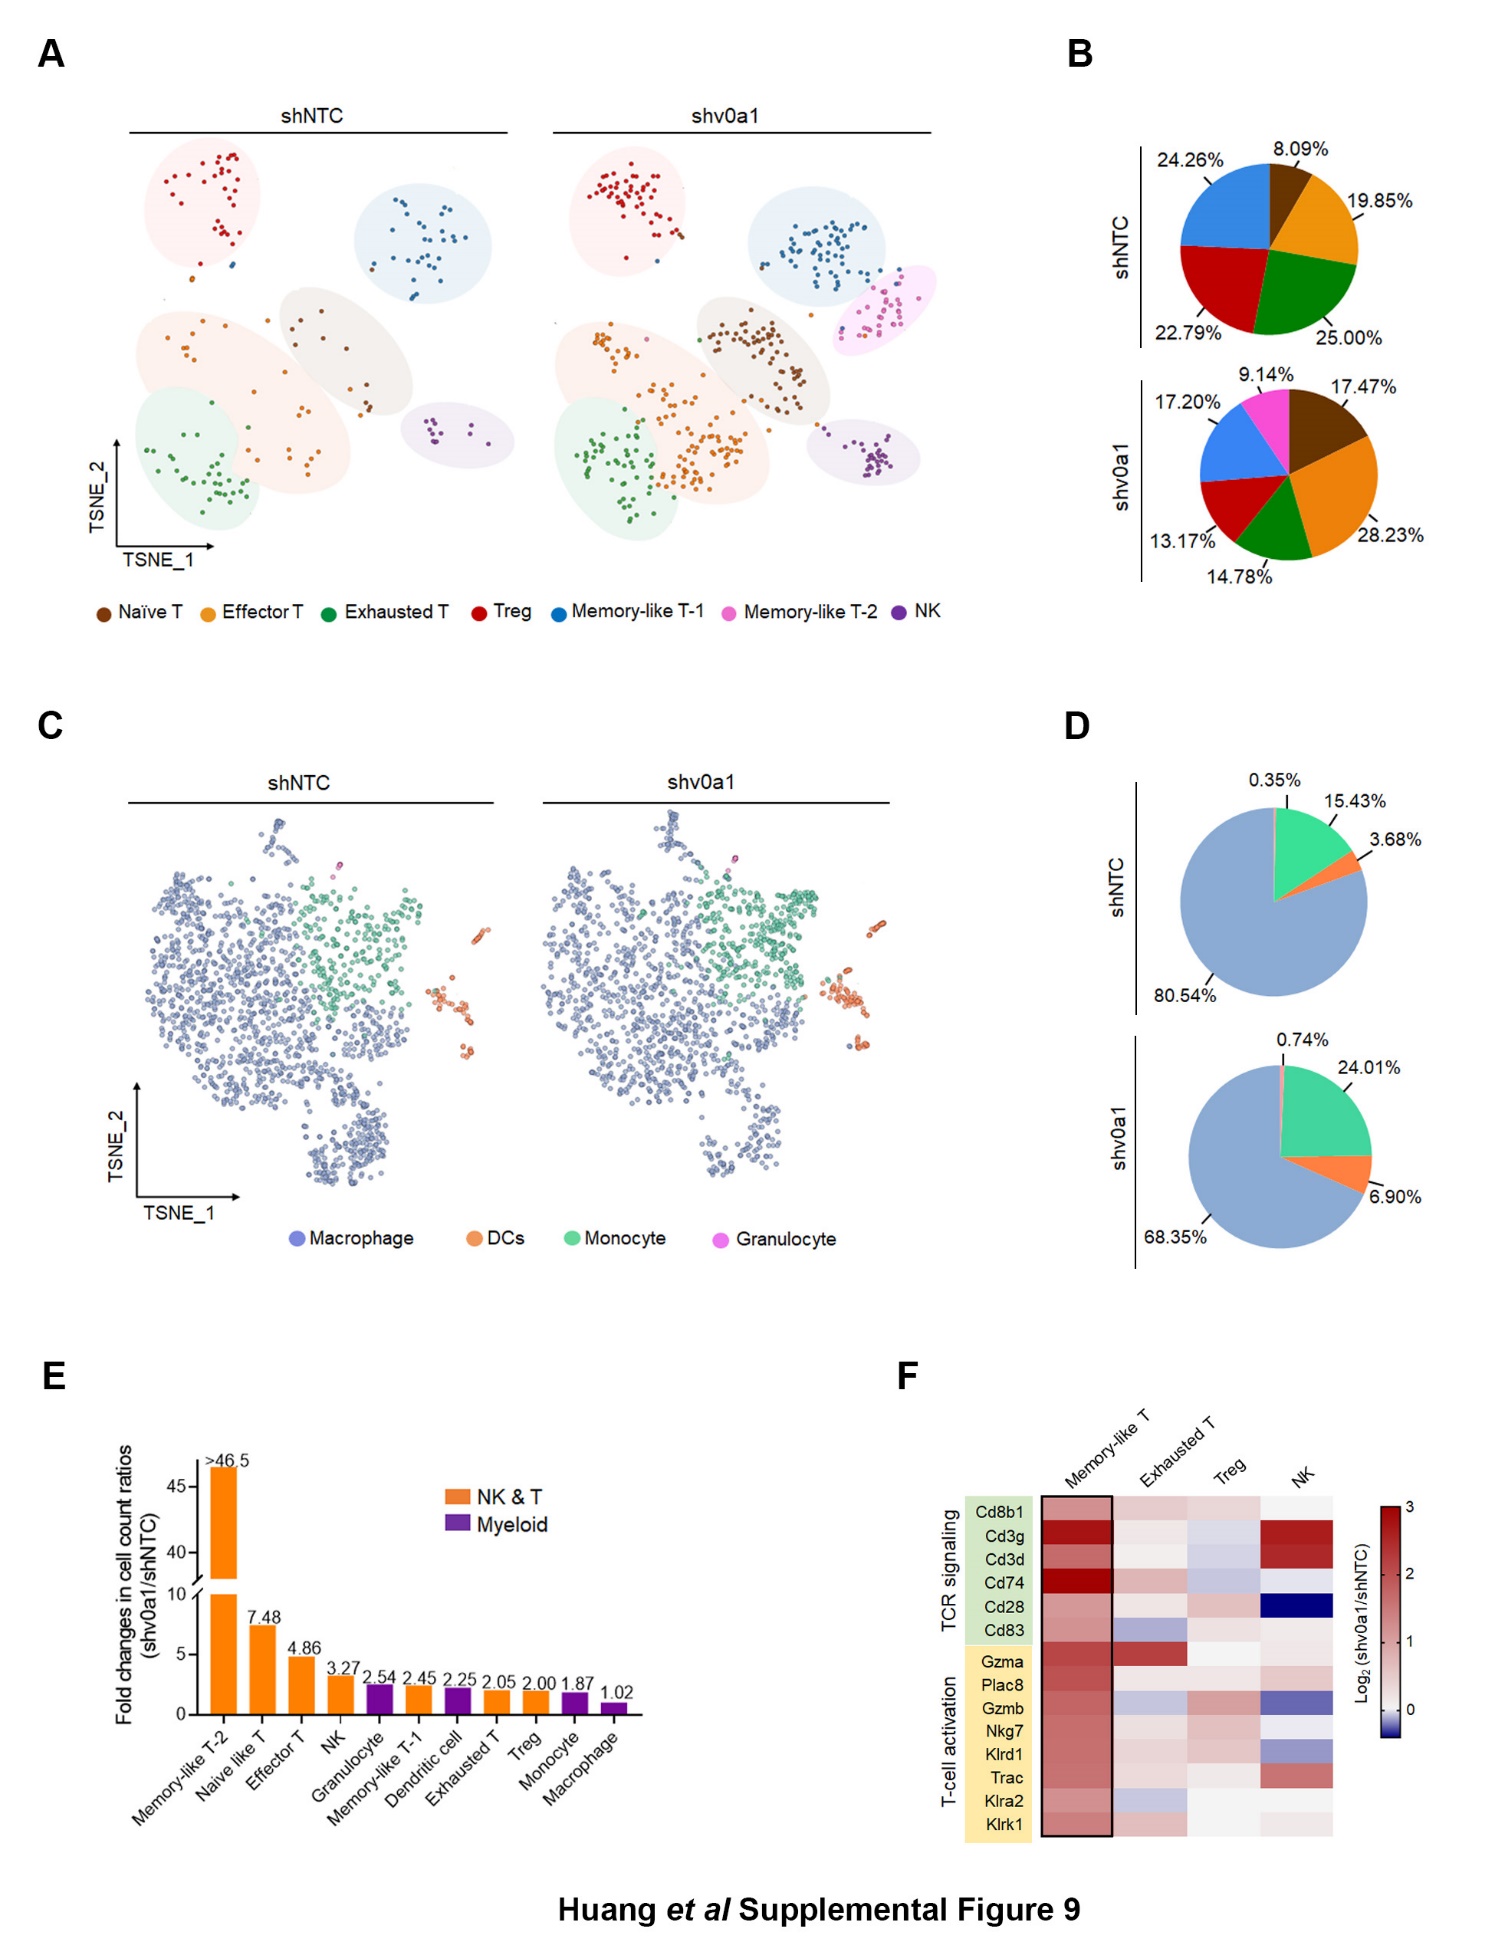

**Supplementary Fig. 9 Tumor-derived** **ATP6V0A1 rewires immune phenotypes in the TME.** Immune cell subpopulations from the scRNA-seq analysis of MC38 tumors (see Supplementary Fig. 8) were further analyzed for ATP6V0A1-regulated changes in immune phenotype. **A-B**, T and natural killer (NK) cell clusters were further clustered into seven subpopulations (**A**), which were analyzed for *Atp6v0a1*-interference mediated changes (**B**). **C-D**, Myeloid cell clusters were further clustered into four subpopulations (**C**), which were analyzed for *Atp6v0a1*-interference mediated changes (**D**). **E**, Comparison of fold changes in cell count ratios (shv0a1/shNTC) for the indicated immune cell subpopulations in MC38 tumors. **F**, Comparison of the relative expression levels of TCR signaling and T-cell activation genes in the indicated T-cell subpopulations in MC38-shNTC tumors and MC38-shv0a1 tumors.

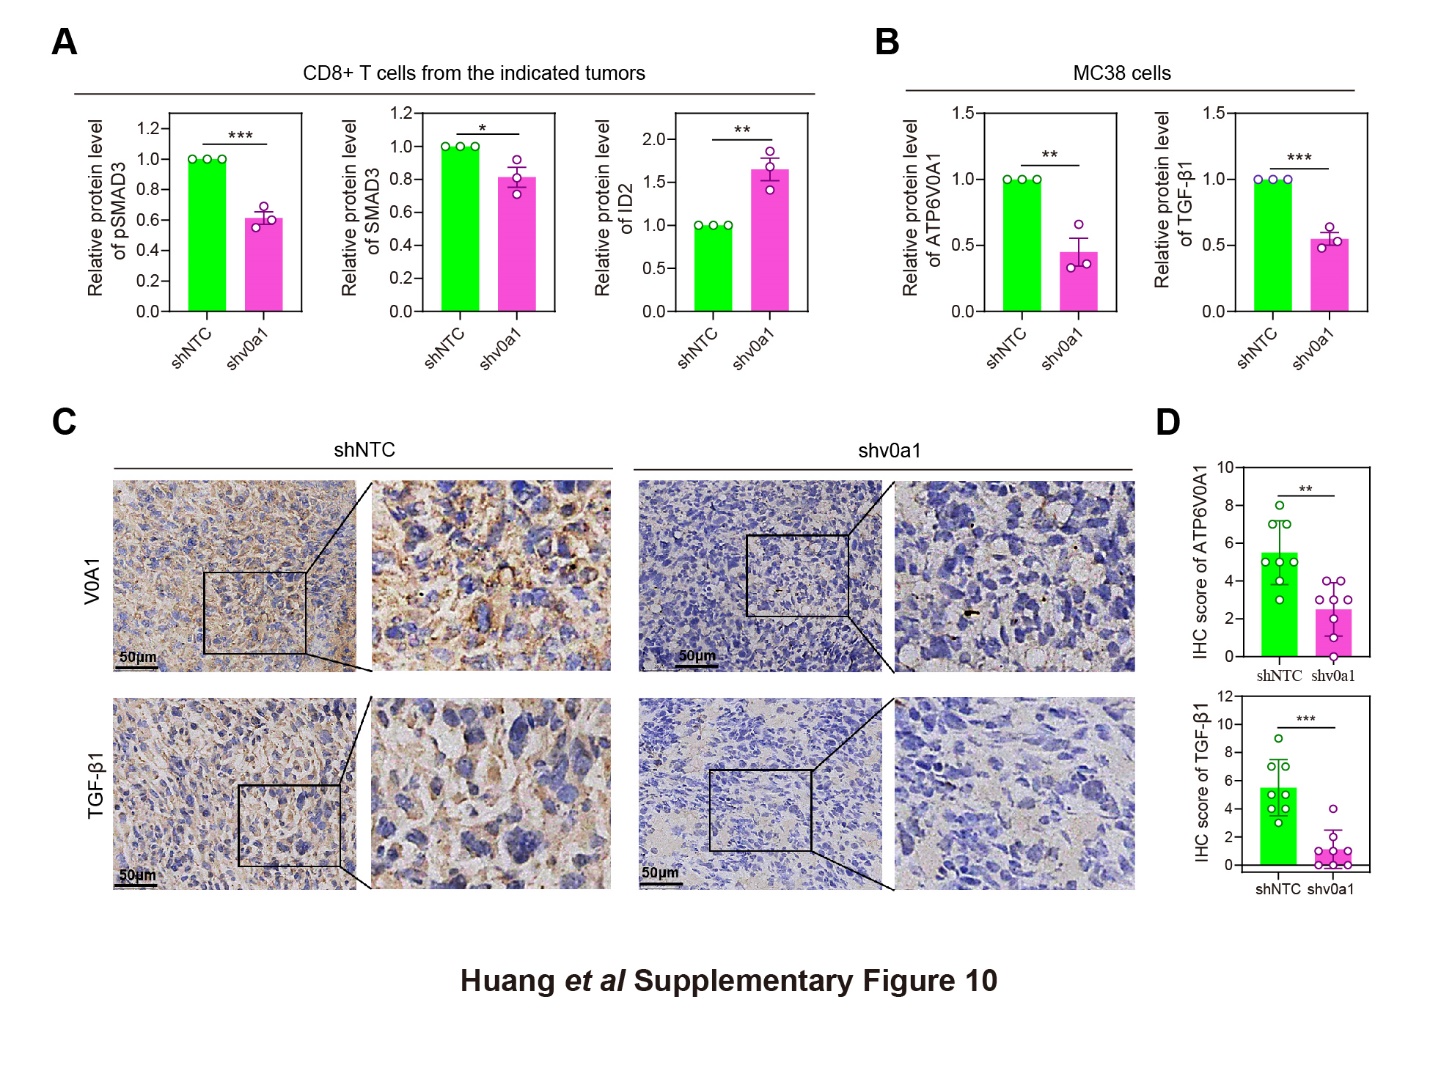

**Supplementary Fig. 10 ATP6V0A1 regulates paracrine TGF-β1/SMAD3 signaling in MC38 tumor. A**, Quantification analysis for the protein level of pSMAD3, SMAD3, and ID2 in CD8^+^ T cells detected by western blotting in Fig. 4B. n=3 independent experiments. **B**, The quantification for the western blotting data detecting MC38-derived ATP6V0A1 and TGF-β1 levels in Fig. 4E was analyzed. n=3 independent experiments. **C-D**, Atp6v0a1 interference suppresses TGF-β1 expression in MC38 tumors. Tissue sections from MC38-shNTC or MC38-shv0a1 tumors were analyzed for ATP6V0A1 and TGF-β1 expression using immunohistochemistry. Presentative images were shown (**C**); quantitative analysis of ATP6V0A1 or TGF-β1 expression were carried out (**D**; n=8 fields/group). Scale bar = 50 μm. Data representative of 3 independent experiments. For all experiments, data are shown as means ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001. Statistical significance was determined using unpaired two-sided Student’s t-test. Source data and exact p-value are provided as a Source Data file.

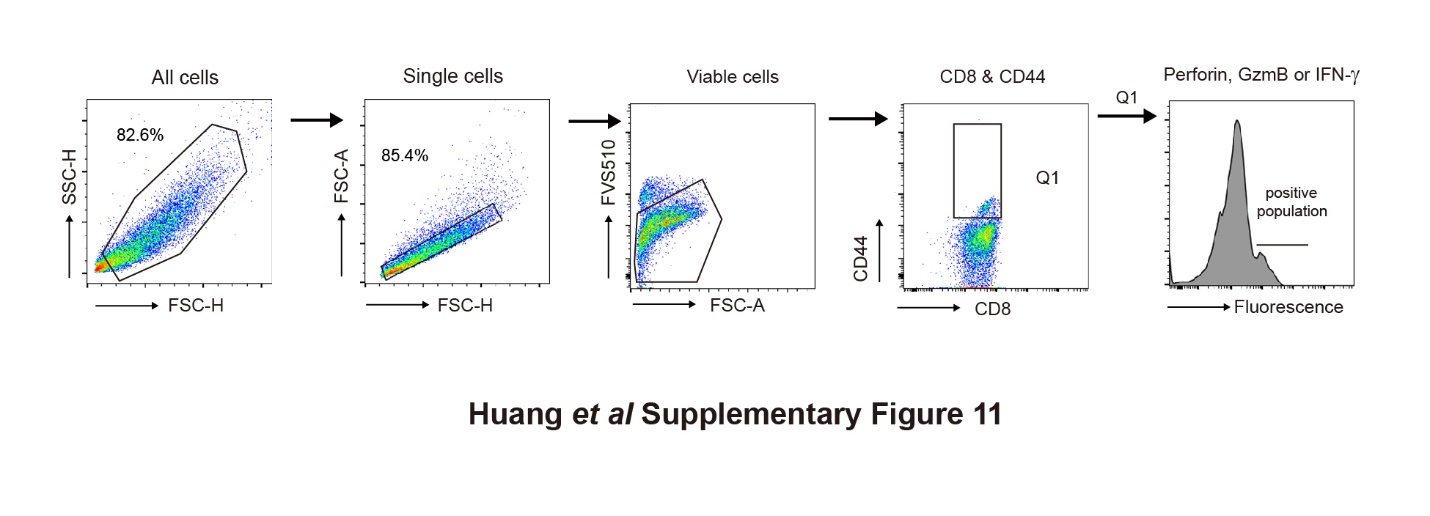

**Supplementary Fig. 11 Flow cytometry (FCM) strategy for gating viable CD44^+^CD8^+^ T cells and detecting effector cytokines.** The FCM strategy for gating viable CD44^+^CD8^+^ T cells and detecting effector cytokines in the indicated treated CD8^+^ T cells described in Fig. 4G was shown.

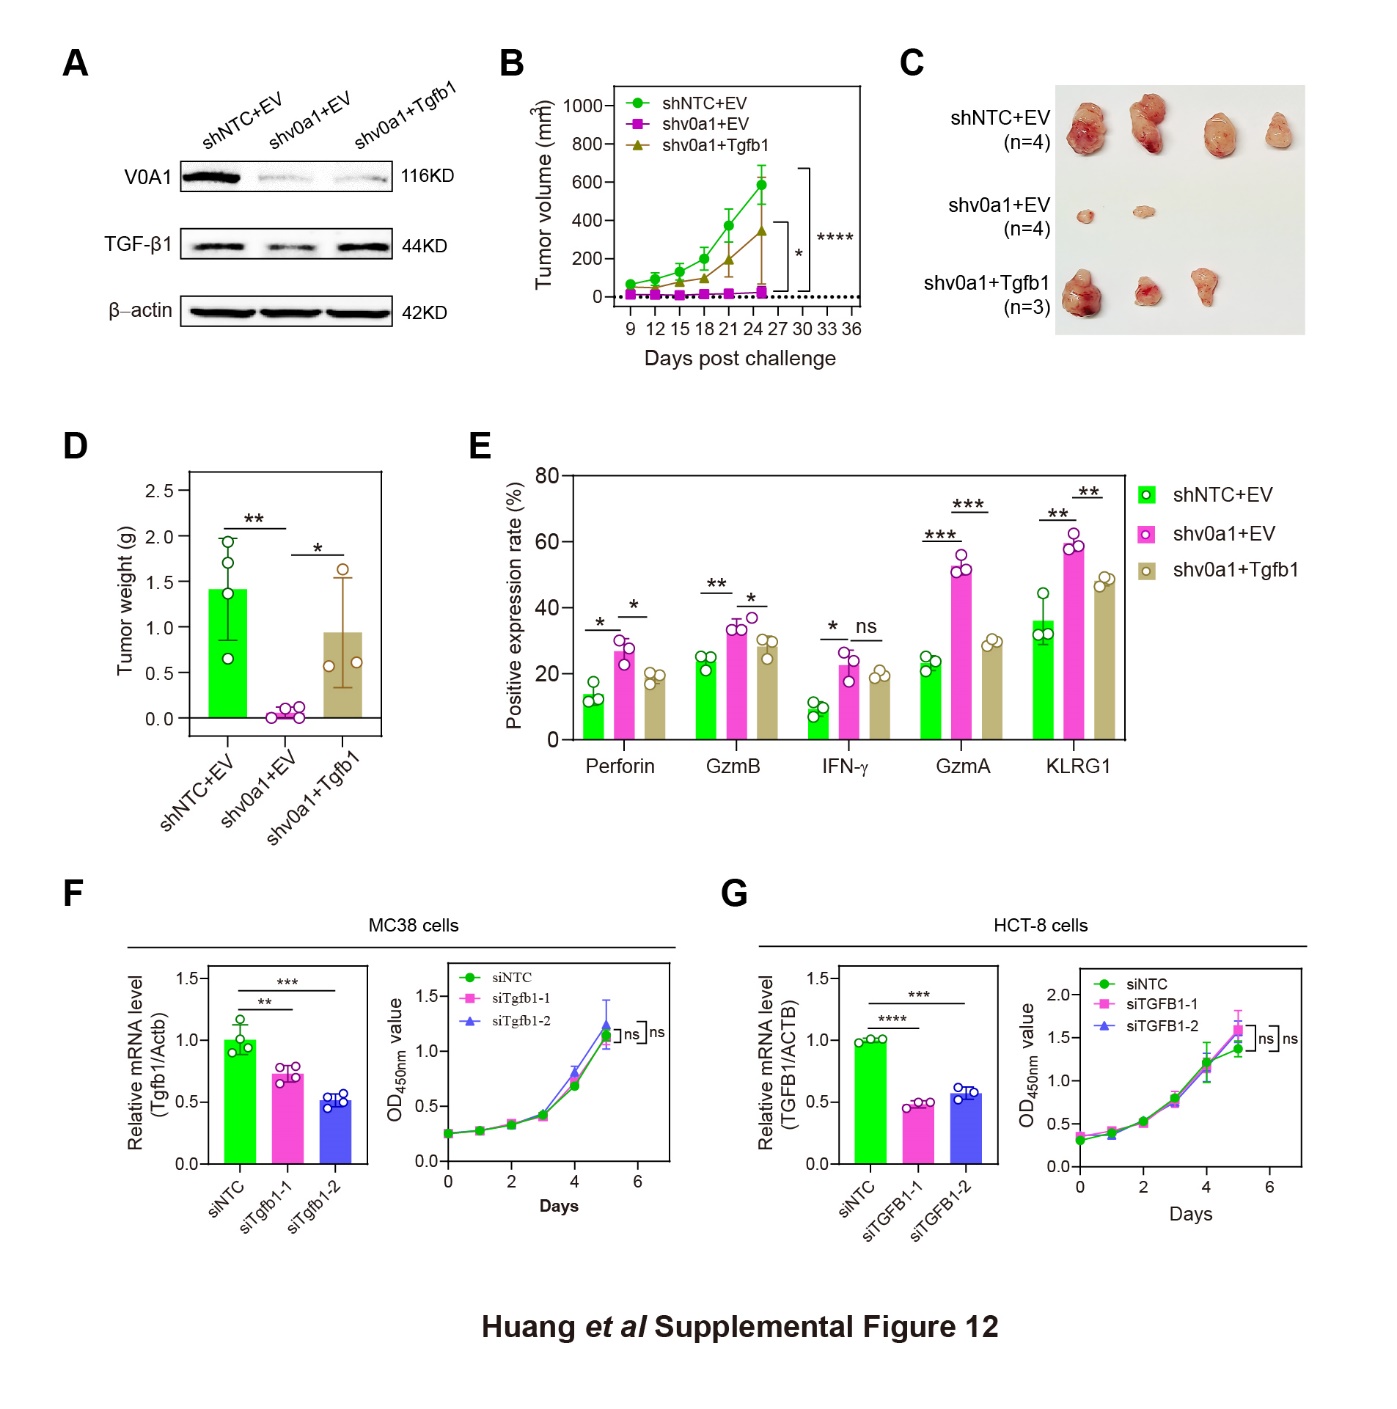

**Supplementary Fig. 12 Restoring *Tgfb1* attenuated the MC38 tumor suppression caused by *Atp6v0a1* depletion. A,** *Tgfb1* is expressed in *Atp6v0a1*-suppressing MC38 cells, and western blotting was used to detect the protein level of ATP6V0A1, TGF-β1, and β-actin. The samples derive from the same experiment but different gels for ATP6V0A1, β-actin, another for TGF-β1 were processed in parallel. **B**-**E**, the cells described in A were subcutaneously injected into C57BL/6J mice. n=4 (shNTC + EV and shv0a1 + EV) or 3 mice (shv0a1 + Tgfb1) in each group. Average tumor growth curves (**B**), photographs of the tumors (**C**), and a comparison of tumor weights on day 25 (**D**) are shown. TILs from day 25 tumors were analyzed for effector production in CD44^+^CD8^+^ T cells (**E**; n=3 mice per group). Data representative of three independent experiments. **F**-**G**, The effects of *Tgfb1/TGFB1* knockdown on the growth of MC38/HCT-8 cells were analyzed by CCK8 assay. n=4 independent experiments. For all experiments, data are shown as means ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA (in B, F, and G) or unpaired two-sided Student’s t-test (in D and E). Source data and exact p-value are provided as a Source Data file.

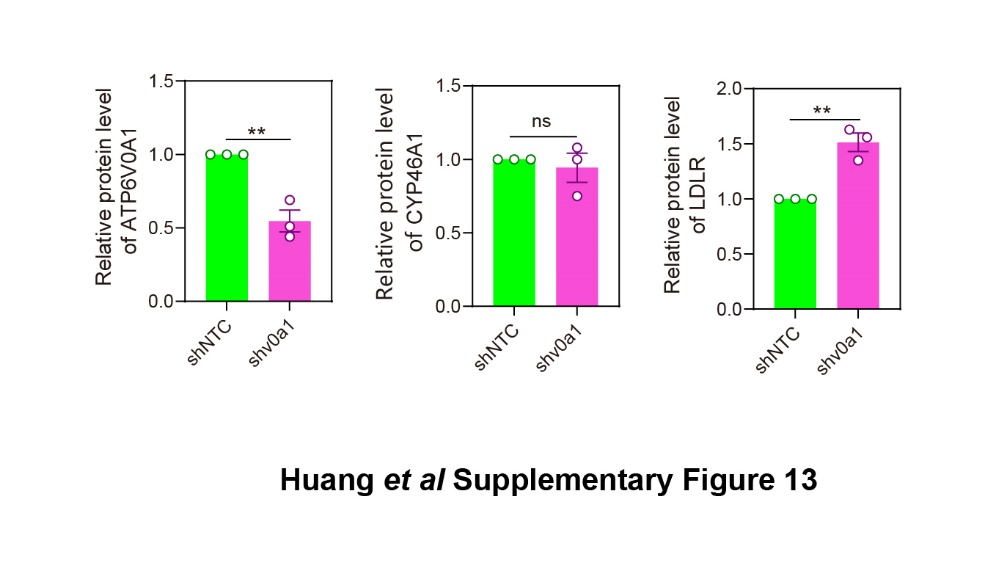

**Supplementary Fig. 13 Quantification analysis for the western blotting data in Fig. 5C.** The quantification was analyzed for the western blotting data in Fig. 5C based on three independent experiments. n=3 independent experiments. For all experiments, data are shown as means ± s.e.m. **p < 0.01. Statistical significance was determined using unpaired two-sided Student’s t-test. Source data and exact p-value are provided as a Source Data file.

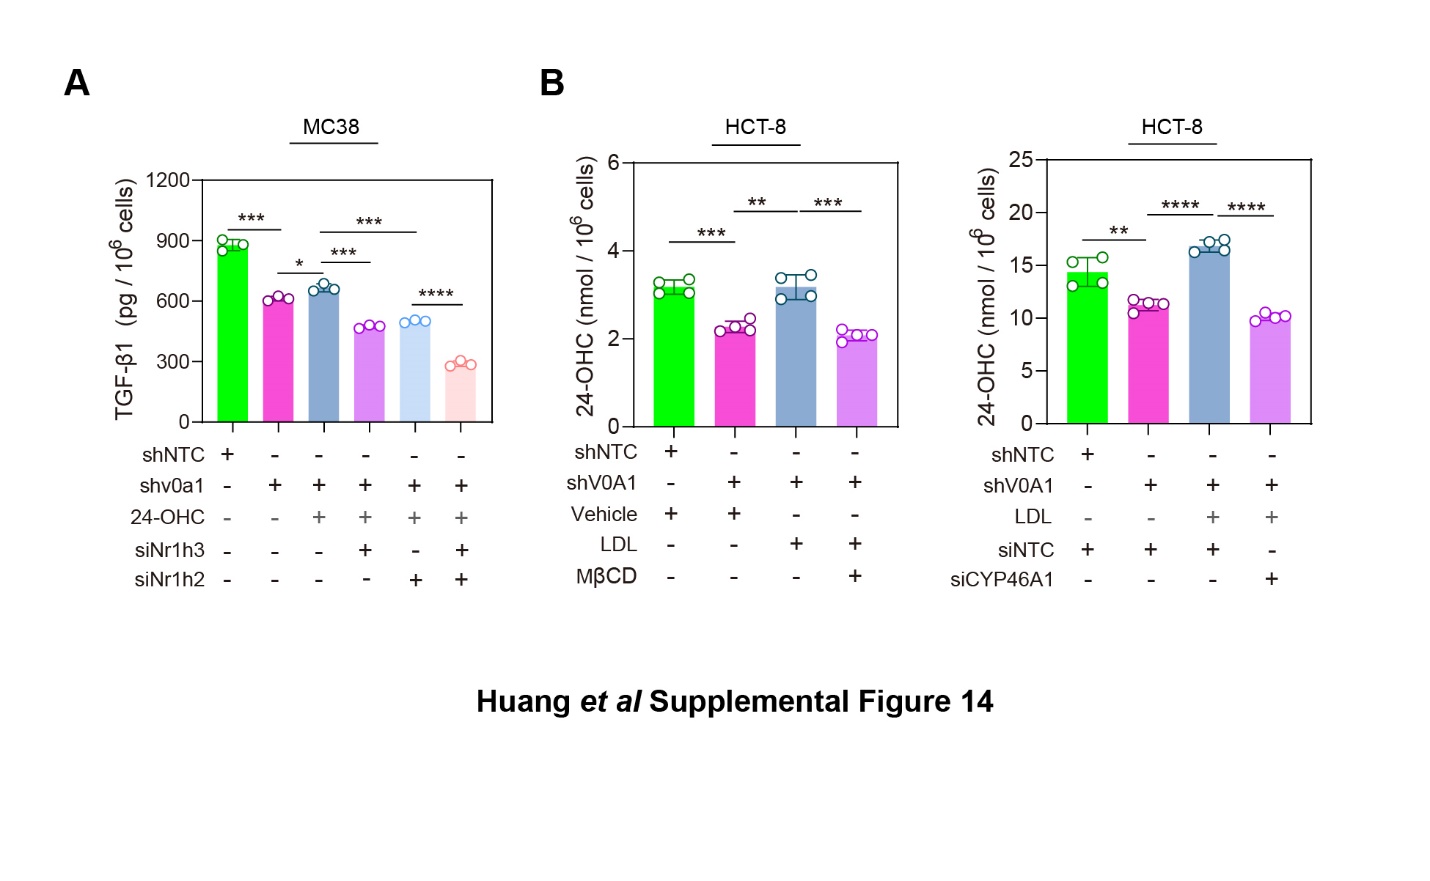

**Supplementary Fig. 14 Supplementary data relative to Fig. 5. A**, Both LXRα and LXRβ are essential for ATP6V0A1-induced TGF-β1 expression via 24-OHC production. MC38 (shNTC and shv0a1) cells were treated with 24-OHC in the absence or presence of Nr1h3- or Nr1h2-targeted siRNAs, and TGF-β1 levels in the supernatants were analyzed by ELISA. n=3 independent experiments. **B**, Cholesterol depletion by MβCD or 24-OHC suppression by CYP46A1 knockdown eliminates the roles of exogenous LDL restoring TGF-β1 expression reduced by ATP6V0A1 depletion. HCT-8 (shNTC and shV0A1) cells were treated with LDL in the absence or presence of MβCD (**B**, left) or with LDL in the presence of siNTC or siCYP46A1 (**B**, right); ELISA detected 24-OHC levels in the supernatant. n=4 independent experiments. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s t-test. Source data and exact p-value are provided as a Source Data file.

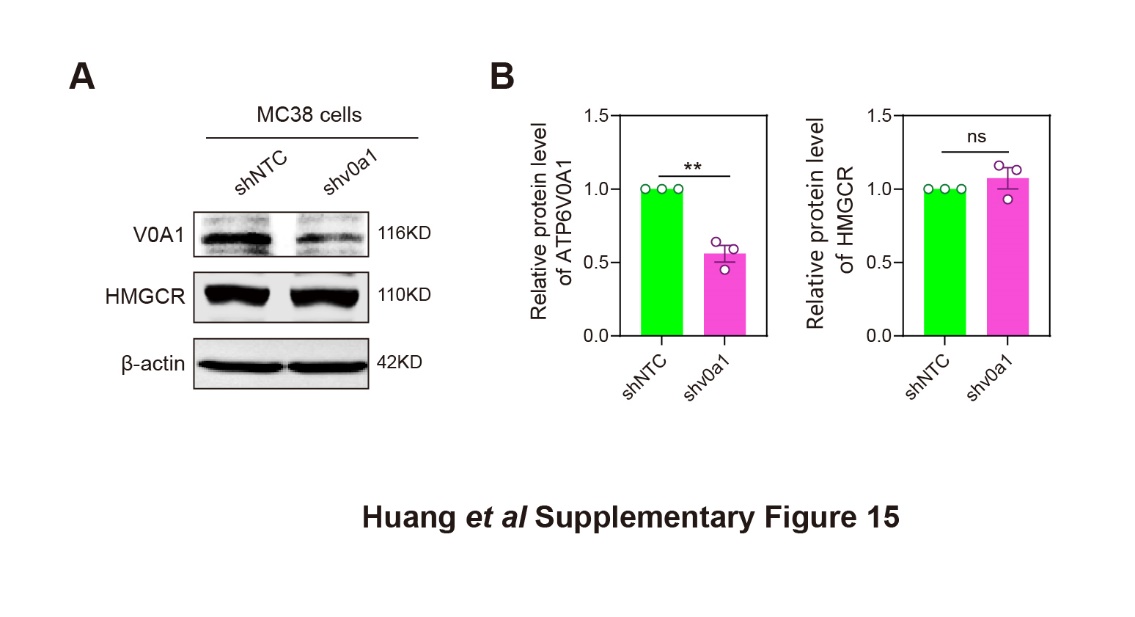

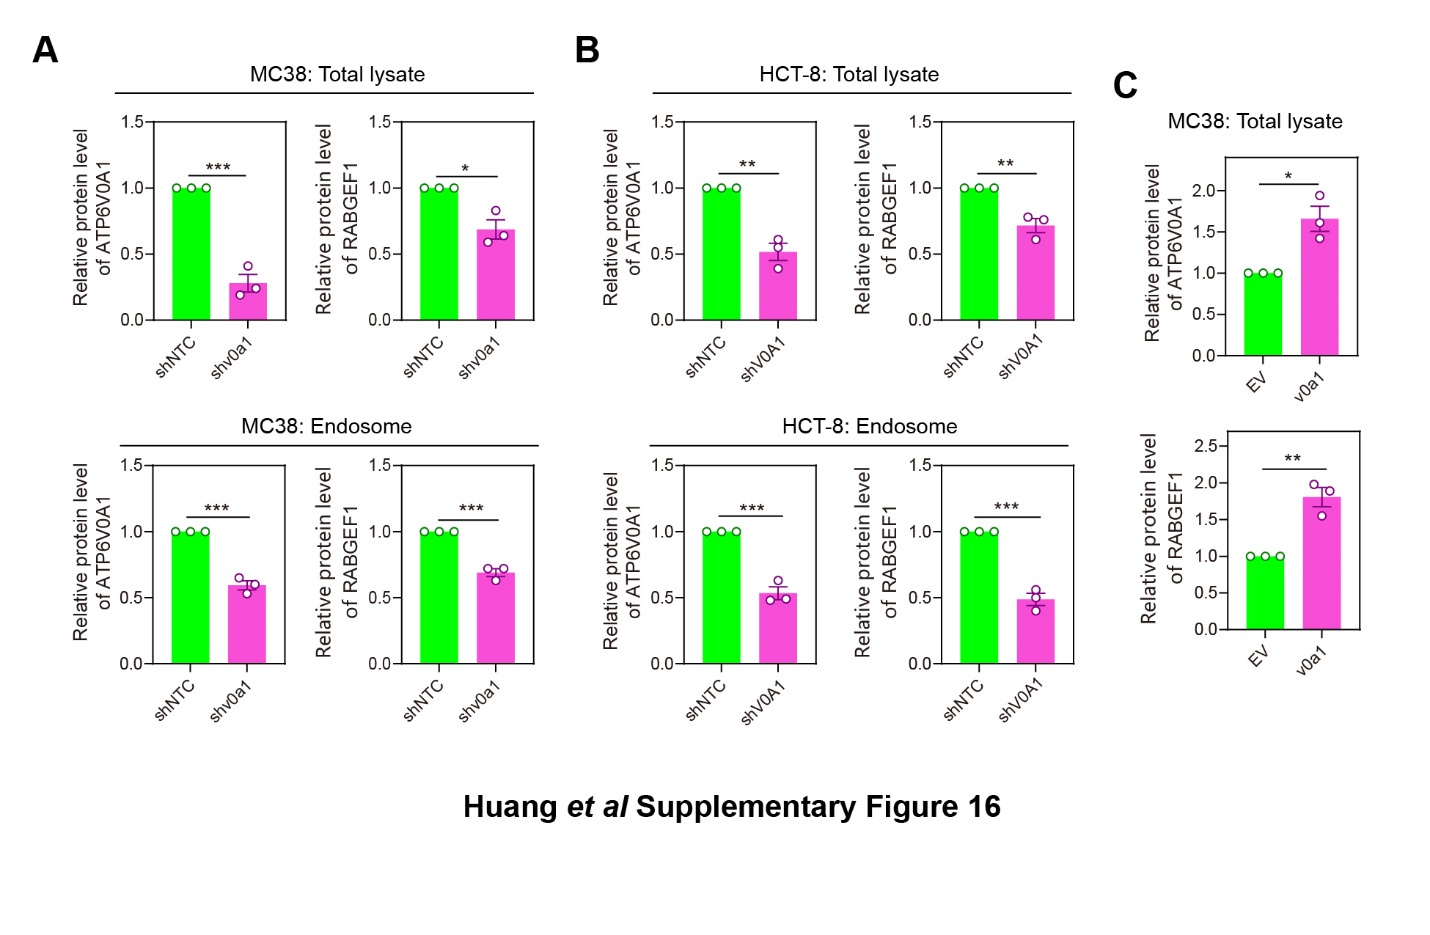

**Supplementary Fig. 16 Quantification analysis for the western blotting data in Fig. 6. A-C**, Quantification analysis for the western blotting data in Fig. 6B (**A**), 6C (**B**), and 6D (**C**). n=3 independent experiments. For all experiments, data are shown as means ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001. Statistical significance was determined using Student’s t-test. Source data and exact p-value are provided as a Source Data file.

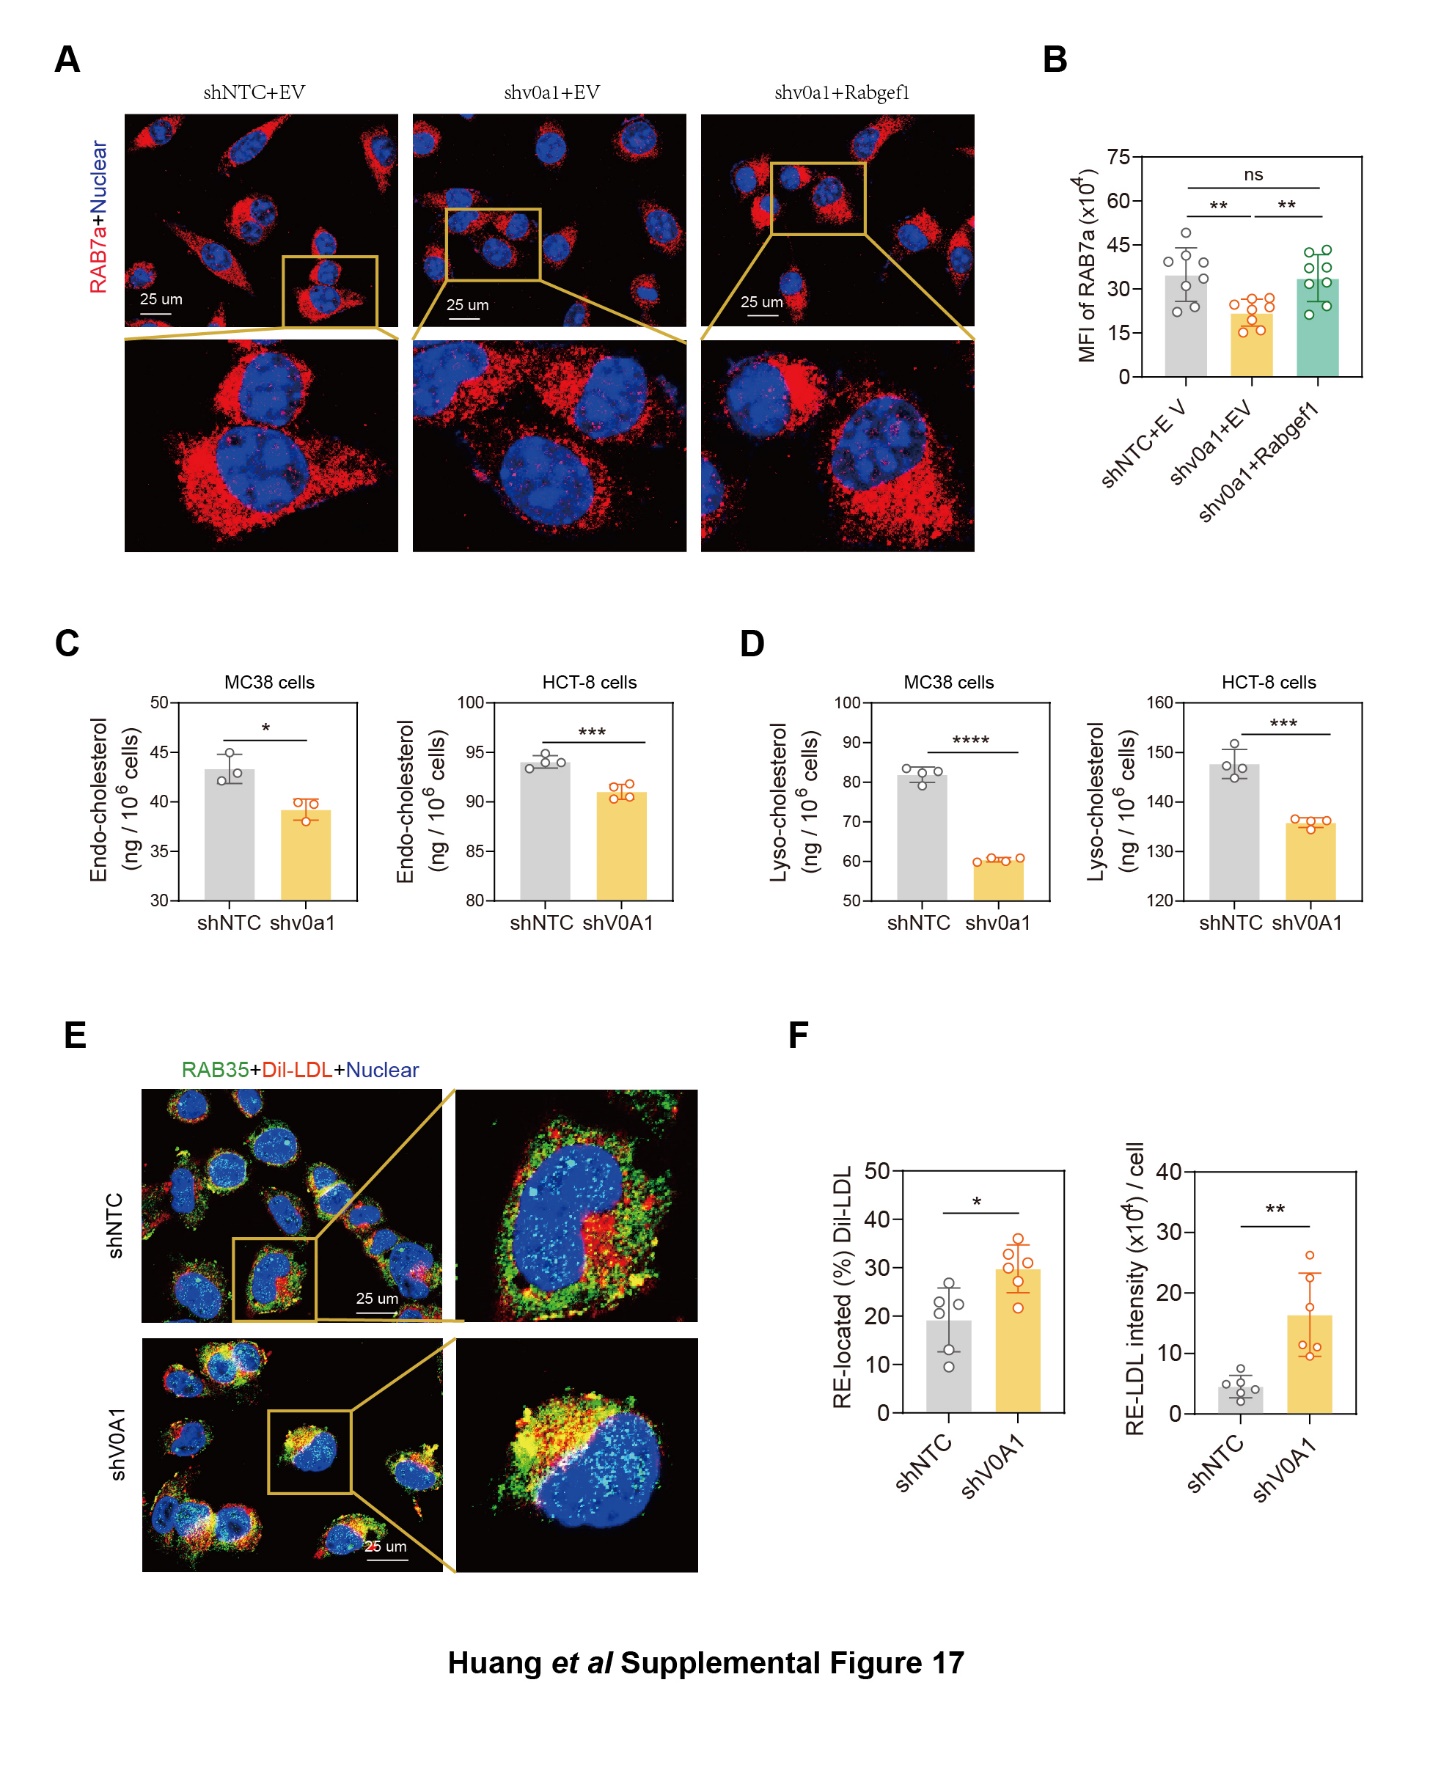

**Supplementary Fig. 17 ATP6V0A1 supports RABGEF1-dependent endosome maturation and alters cholesterol levels in transport vesicles.** **A-B**, The levels of RAB7a (red) in cellular vesicles were evaluated using confocal fluorescence microscopy in the indicated cells. Representative images are shown in (**A**), and the mean fluorescence intensity of vesicle-derived RAB7a (fluorescence intensity/cell) was analyzed based on eight fields of images in each group, using Image J software (**B**; n=8 fields/group). **C-D**, Endosomes (**C**) and lysosomes (**D**) were isolated from MC38 or HCT-8 cells, and their lipids were extracted and analyzed for cholesterol levels using the Amplex™ Red cholesterol assay. n=3 (C, left) or 4 (C, right; D) independent experiments. **E-F**, HCT-8 cells were treated with 50 µg/ml of Dil-labeled human LDL for 6 hours, and confocal fluorescence microscopy was used to analyze the colocalization of Dil-LDL with RAB35+ recycling endosomes. Representative images (**E**) and quantitative analysis are shown; the percentage of Dil-LDL located in RAB35^+^ recycling endosomes (RE) and mean fluorescence intensity of RE-located Dil-LDL were determined using Image J software (**F**; n=6 fields/group). For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s t-test. Three independent experiments were performed for Supplementary Fig. 17**A** and **E**. Source data and exact p-value are provided as a Source Data file.

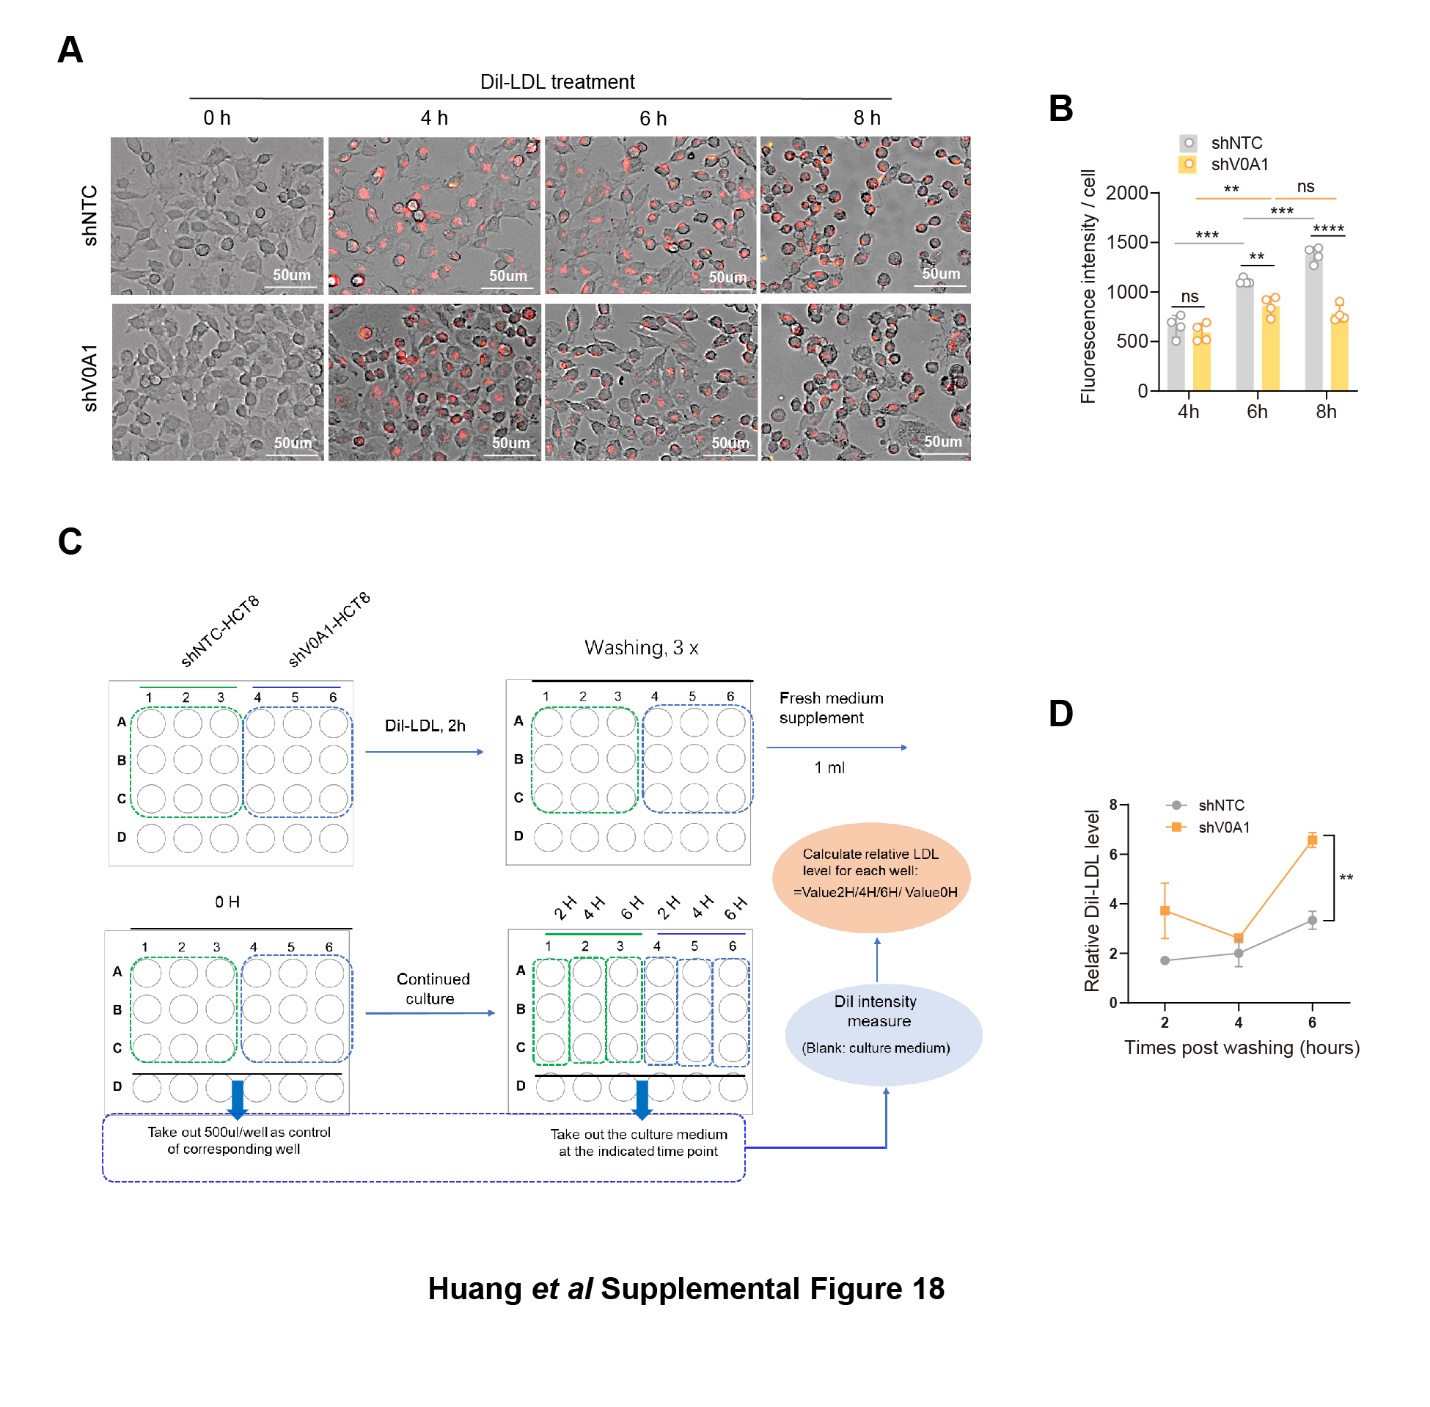

**Supplementary Fig. 18 *ATP6V0A1* knockdown modulates the transport of exogenous LDL in HCT-8 cells. A-B**, HCT-8 shNTC or HCT-8 shV0A1 cells were treated with 50 µg/ml of Dil-labeled human LDL for the indicated times, and fluorescence microscopy was carried out to analyze the levels of exogenous cholesterol in cells. Representative images (**A**) and quantitative analysis (**B**) are shown; for each group, intracellular Dil fluorescence intensity was quantified in the cells from four intact fields at 10x magnification using Image J software (**B**). Data representative of 3 independent experiments. **C-D**, The strategy to determine the level of exogenous LDL recycling to culture medium is shown in (**C**); at different time points during continuous culture, HCT-8 cell supernatants were analyzed for Dil-LDL recycling via the measurement of Dil intensity using a fluorescence microplate reader (**D**; n=3 independent experiments). For all experiments, data are shown as means  ±  s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using ordinary two-way ANOVA in (**D**) and unpaired two-sided Student’s *t*-test in (**B**). Source data and exact p-value are provided as a Source Data file.

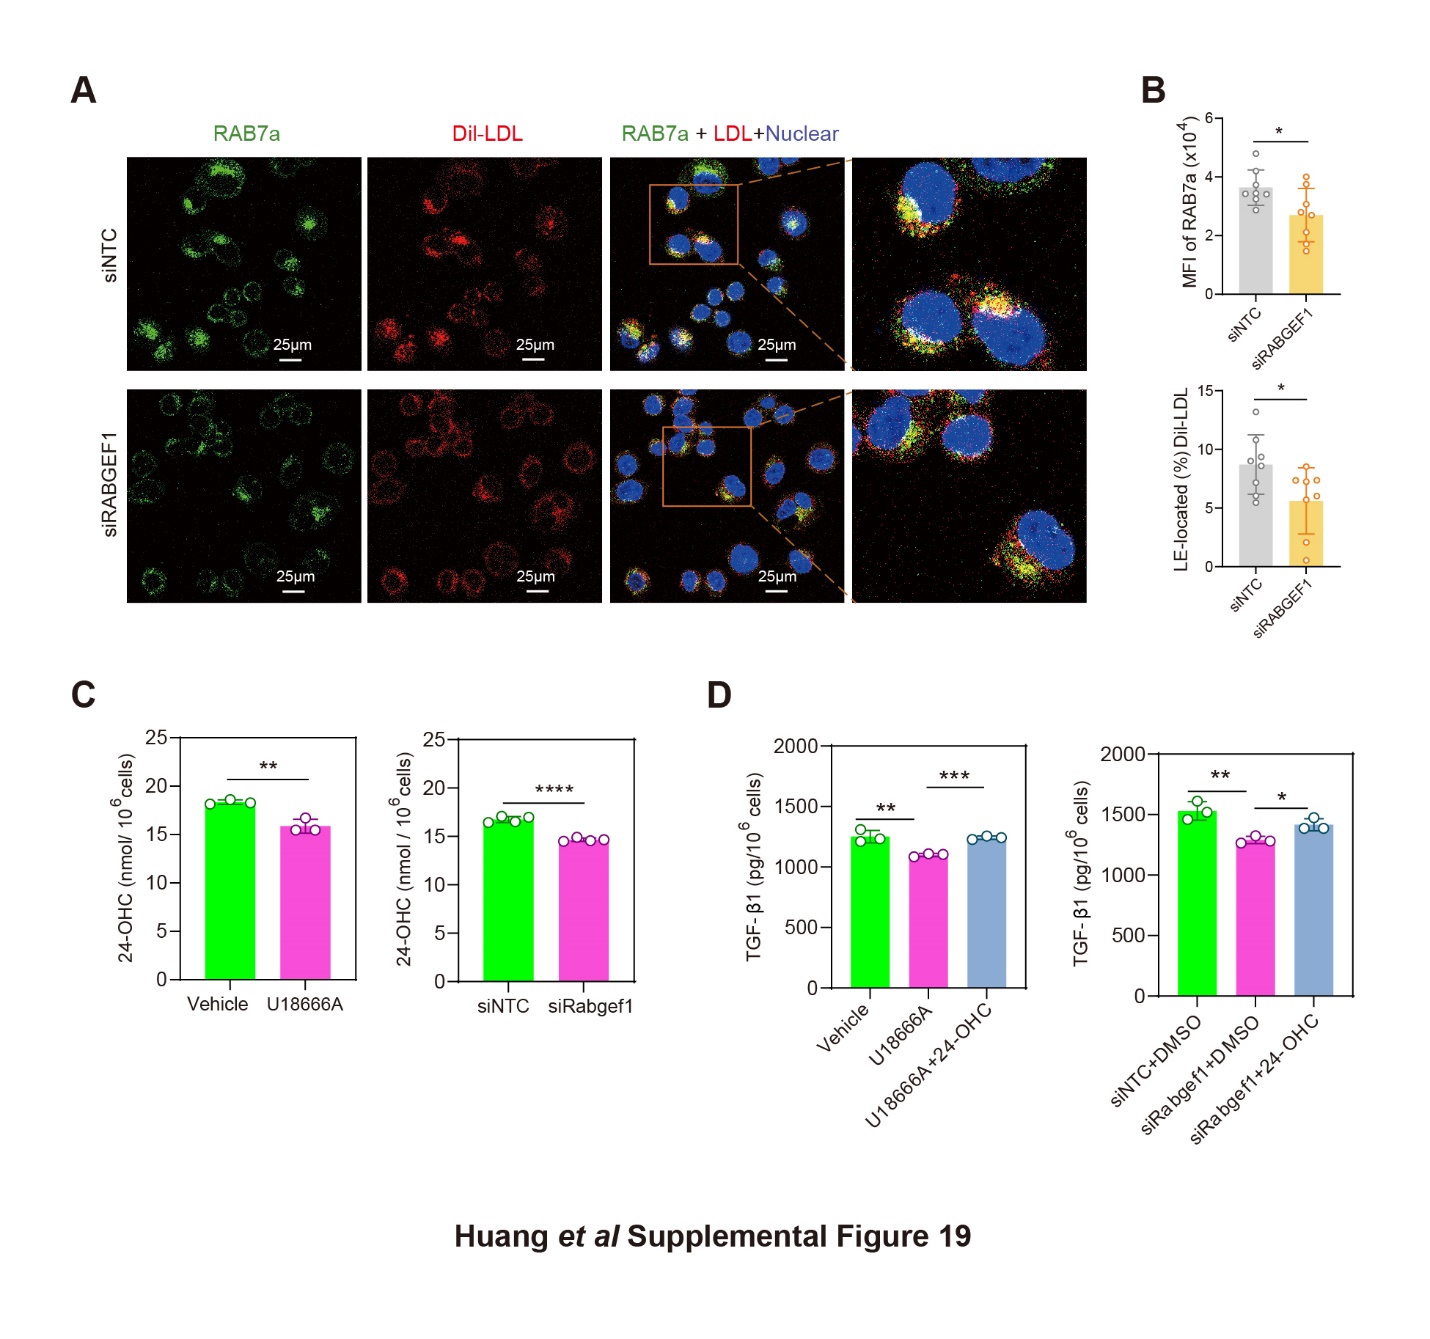

**Supplementary Fig. 19 RABGEF1 is required for the absorption of exogenous LDL, which supports TGF-β1 expression.** Control (siNTC) or *RABGEF1* knockdown (siRABGEF1) HCT-8 cells were treated with 50ug/ml of Dil-LDL for 6 hours, and then incubated with antibodies for RAB7a labeling. RAB7a (Green) and Dil-LDL (red) in these cells were detected using confocal fluorescence microscopy (**A**); quantitative analysis of vesicle-derived RAB7a levels (**B**, upper) and the percentages of Dil-LDL that were located in RAB7a+ late endosome (LE; **B**, lower) was carried out using Image J. n=8 fields/group; Data representative of 3 independent experiments. **C-D**, HCT-8 cells were treated as the indication, and the level of 24-OHC (**C**) and TGF-β1 (**D**) in the supernatant was detected by ELISA. n=3 (C, left; D) or 4 (C, right) independent experiments. For all experiments, data are shown as means  ±  s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s *t*-test. Source data and exact p-value are provided as a Source Data file.

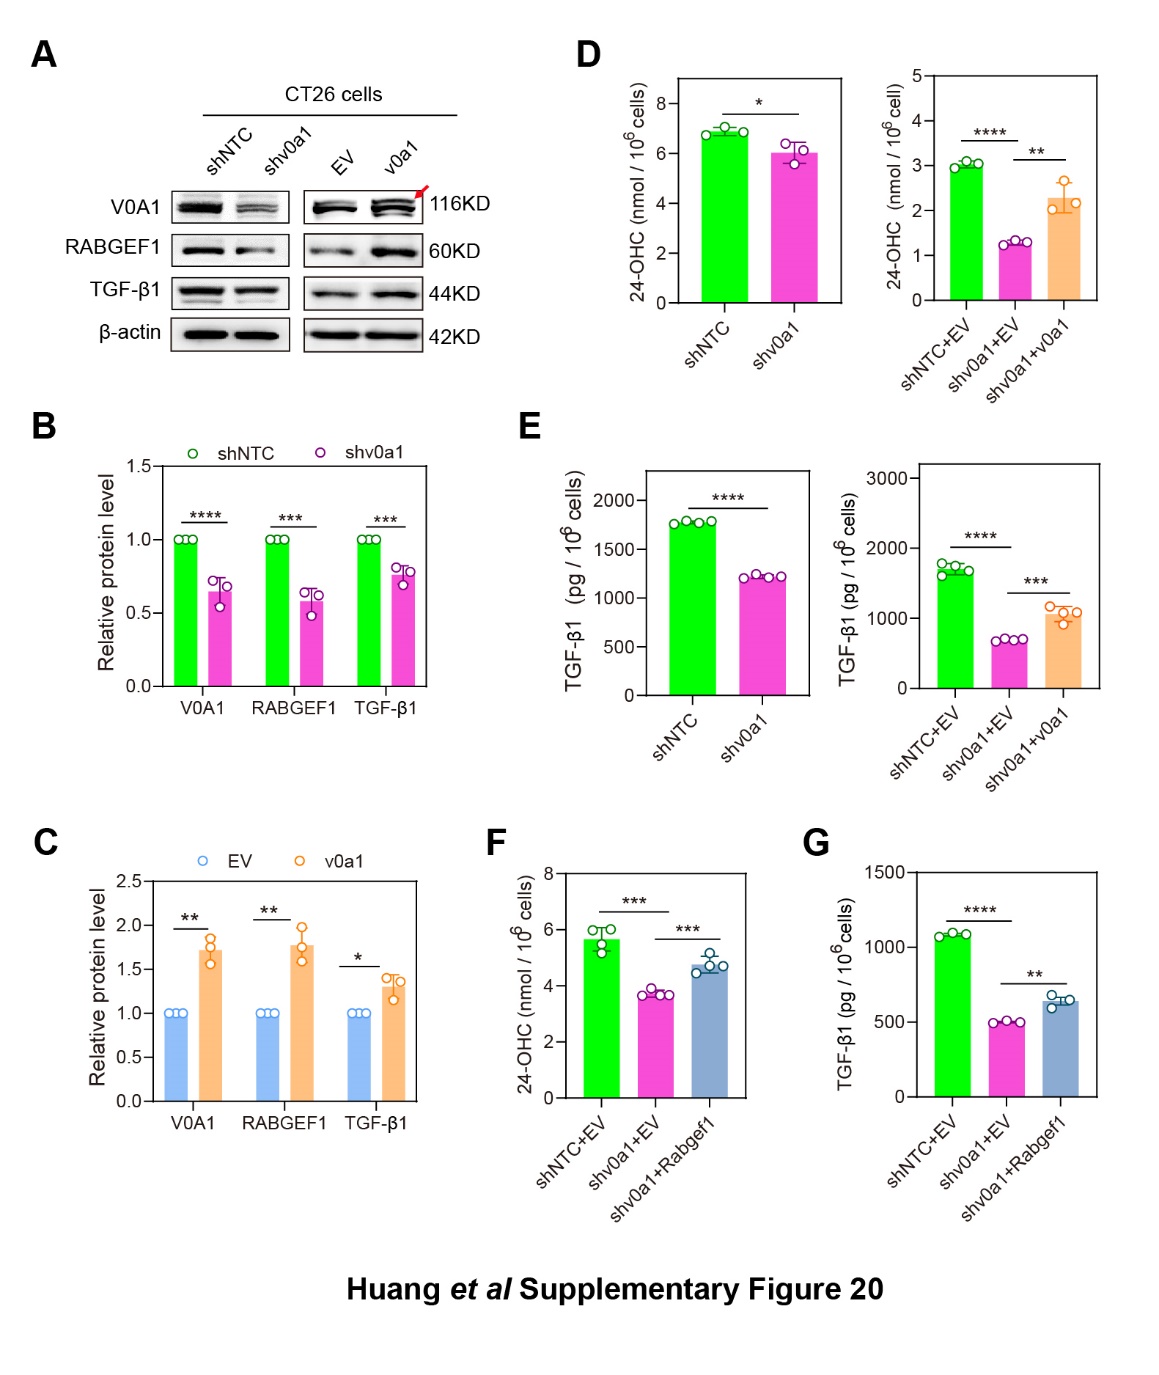

**Supplementary Fig. 20 ATP6V0A1 promotes 24-OHC production and TGF-β1 expression via RABGEF1 pathway in CT26 cell model. A-C**, Atp6v0a1 was knocked down or overexpressed in CT26 cells, and western blotting was used to detect the protein level of ATP6V0A1, RABGEF1, TGF-β1, and β-actin. Representative blots were shown; The red arrow points to the assumed ATP6V0A1 protein band (**A**). The quantification of protein expression was analyzed based on three independent experiments (**B-C**). **D-G**, *Atp6v0a1* (**D**-**E**)*,* or *Rabgef1* (**F**-**G**) was expressed in *ATP6v0a1*-suppressing CT26 cells; 24-OHC (**D, F**) and TGF-β1 (**E, G**) in the supernatant were analyzed by ELISA. n=3 (**D** and **G**) and 4 (**E** and **F**) independent experiments. For all experiments, data are shown as means ± s.e.m; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s *t*-test. Source data and exact p-value are provided as a Source Data file.

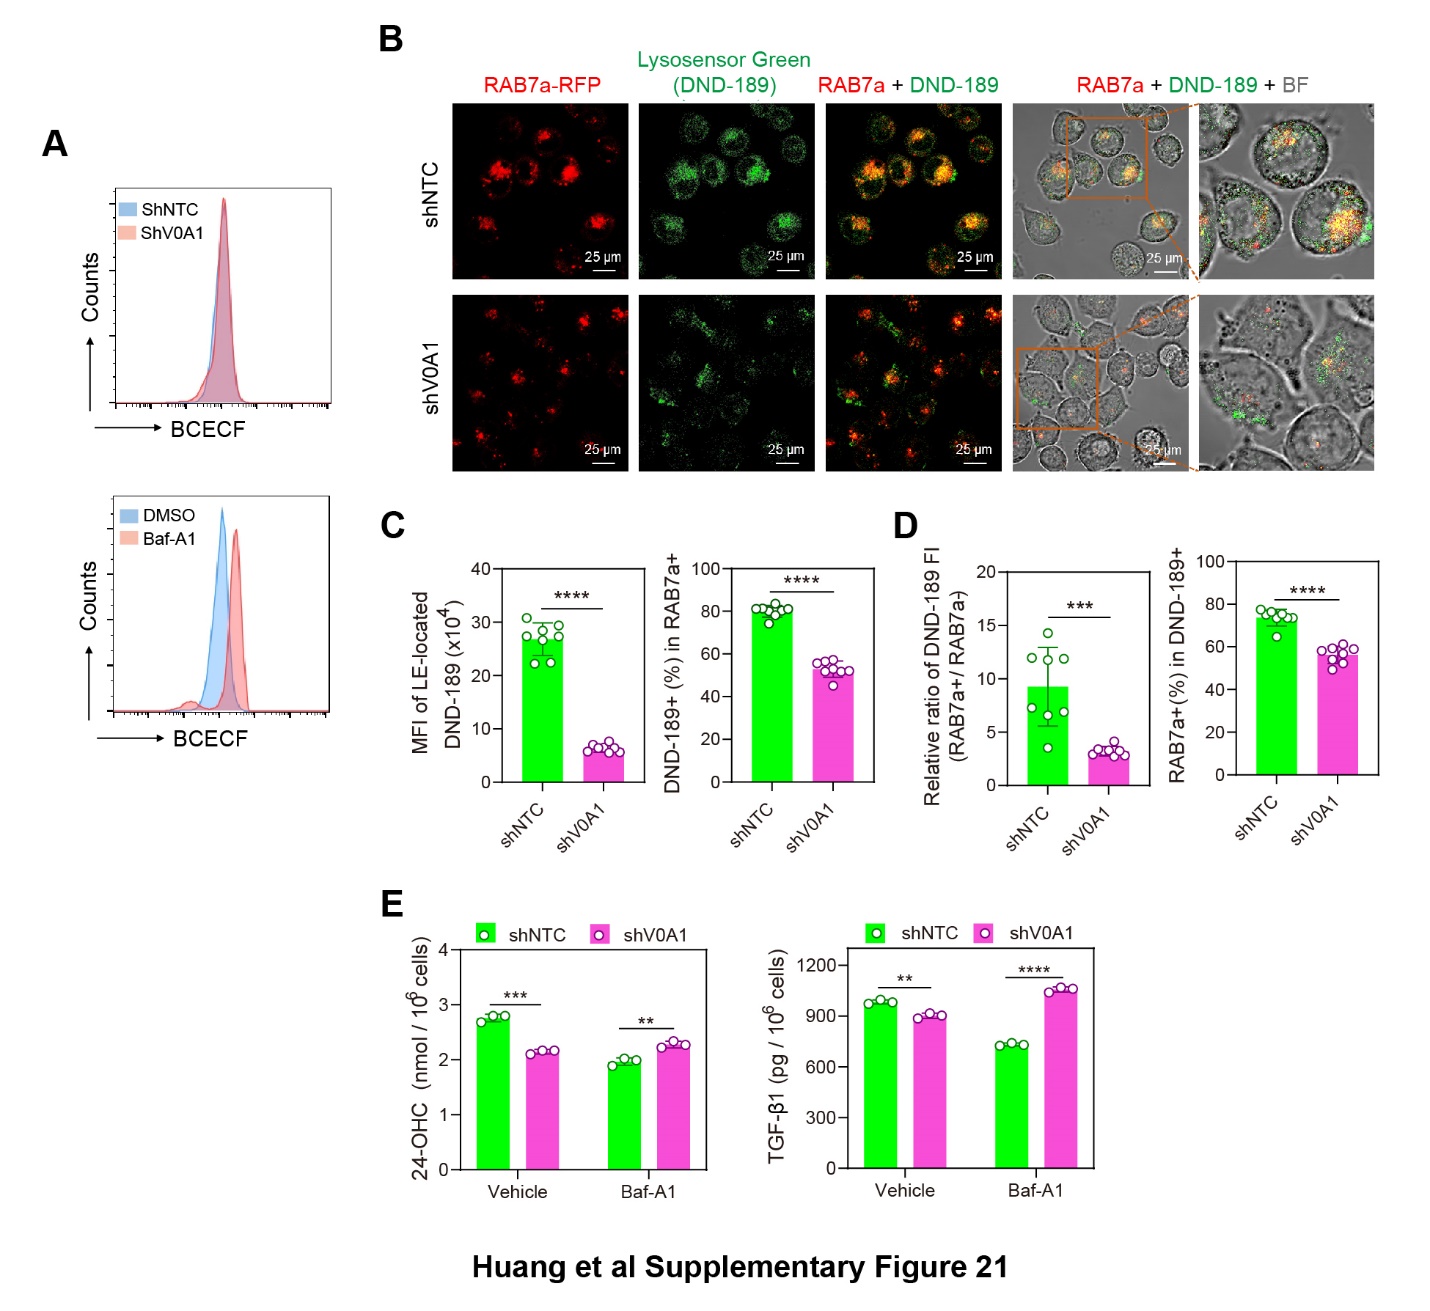

**Supplementary Fig. 21 The roles of V-ATPase acidification-activity in ATP6V0A1-regulated TGF-β1 expression.** **A**, BCECF-AM, a pH probe, was incubated with ATP6V0A1-suppressing HCT-8 cells or with wild type HCT-8 cells treated with Baf-A1; The fluorescence-intensity of BCECF in cells was measured by FACS to assess the cellular pH. Data representative of 3 independent experiments. **B**-**D**, The HCT-8 cells transfected with CellLight™ RAB7a-RFP (BacMam 2.0) were incubated with Lysosensor Green DND-189, and confocal fluorescence microscopy was used to analyze the fluorescence-intensity of Lysosensor Green DND-189 in RAB7a^+^ late endosomes. Representative images are shown in (**B**). Quantitative analyses of DND-189 localization in RAB7a^+^ endosomes were carried out by measuring the fluorescence intensity (**C**, left) or the ratio (**C**, right) of DND-189 located in these vesicles with Image J. Image J was used to compare the pH changes between RAB7a^+^ late endosomes and other vesicles by analyzing the ratio of DND-189 intensity in RAB7a^+^ late endosomes to that in other vesicles (**D**, left) or analyzing the percentage of RAB7a^+^DND-189^+^ late endosomes in all DND-189^+^ vesicles (**D**, right). n=8 fields/group; Data representative of 3 independent experiments. **E**, ATP6V0A1-suppressing HCT-8 cells were treated with vehicle or Baf-A1, and 24-OHC or TGF-β1 in the supernatant was measured by ELISA. n=3 independent experiments. For all experiments, data are shown as means ± s.e.m; **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s t-test. MFI, mean fluorescence intensity= fluorescence intensity/cell. Source data and exact p-value are provided as a Source Data file.

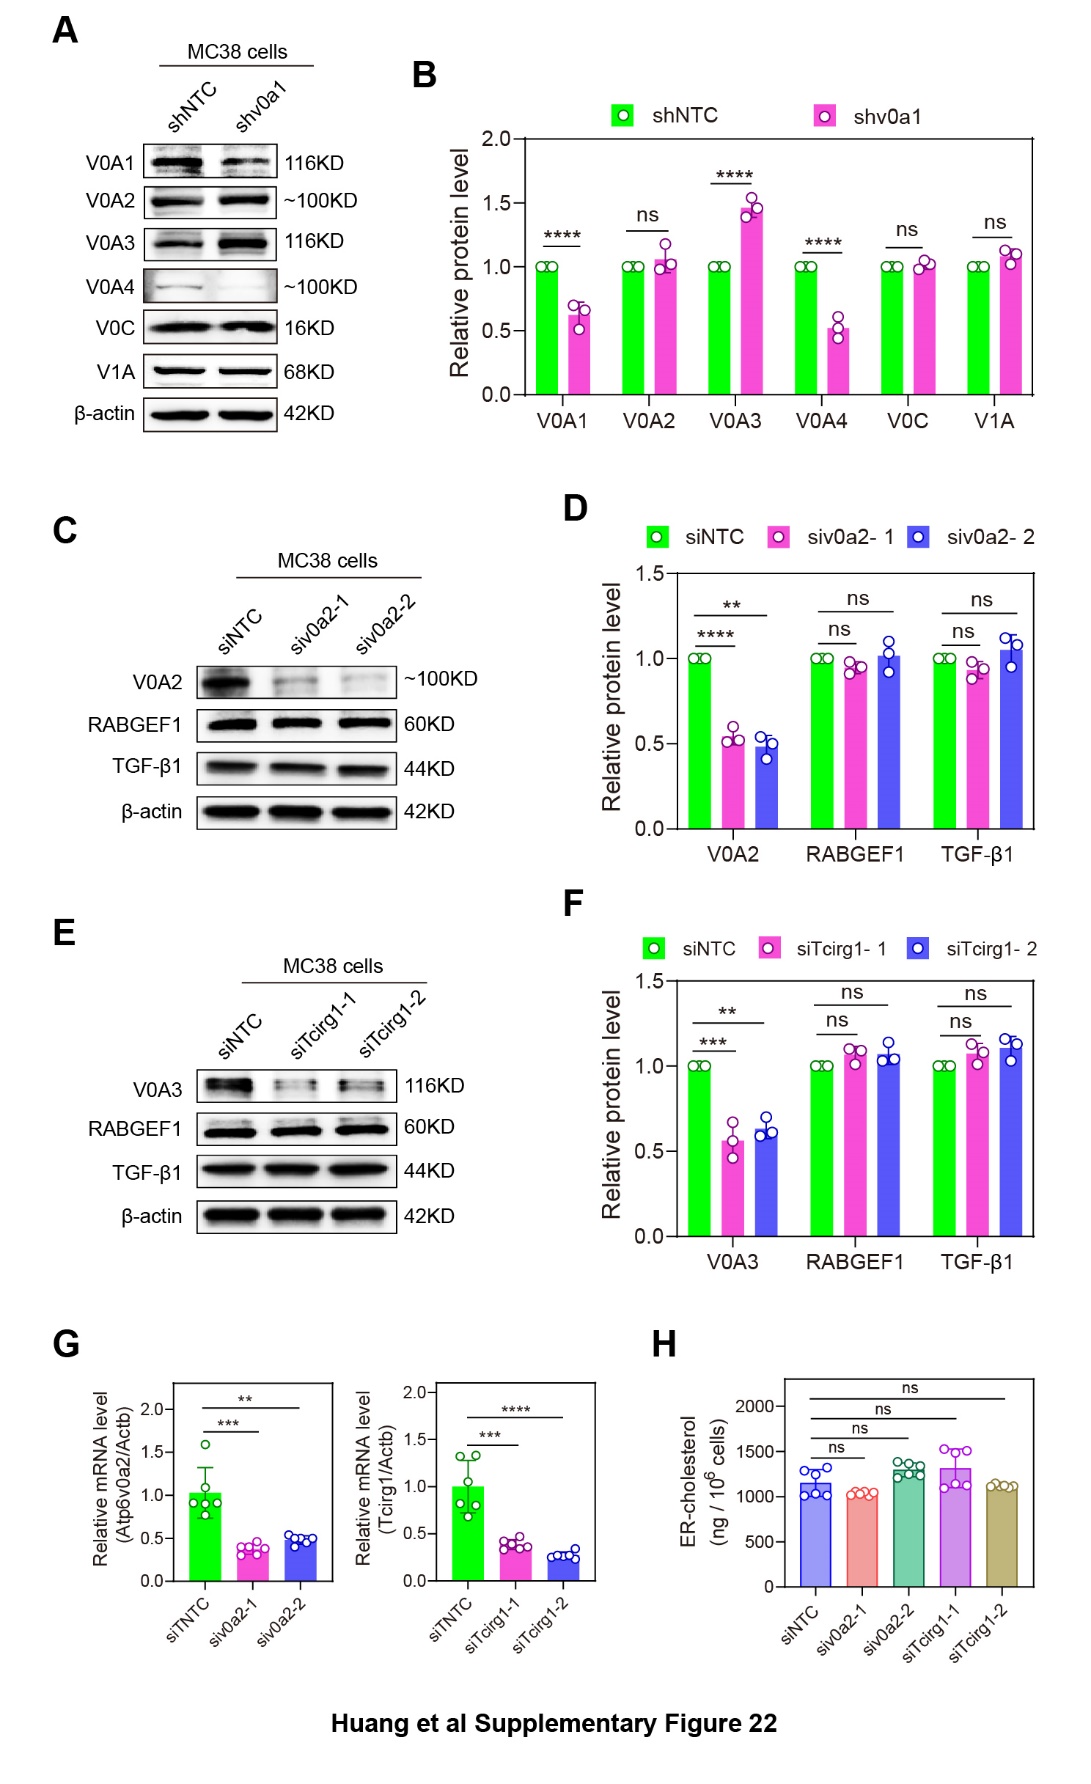

**Supplementary Fig. 22 The expression alteration of other V0A subunits induced by ATP6V0A1 suppression and their effects on the expression of RABGEF1 and TGF-β1. A-B**, Western blotting was used to detect ATP6V0A1, ATP6V0A2, ATP6V0A3, ATP6V0A4, ATP6V0C and ATP6V1A protein levels in MC38-shNTC and MC38-shv0a1 cells. Representative blots were shown (**A**), and the quantification of protein expression was analyzed based on three independent experiments (**B**). **C-F**, *Atp6v0a2* or *Tcirg1* (translated to ATP6V0A3 protein) was knocked down in MC38 cells, and western blotting detected the protein levels of RABGEF1, TGF-β1, and β-actin. Representative blots were shown (**C**, **E**), and the quantification of protein expression was analyzed based on three independent experiments (**D**, **F**). **G-H**, MC38 cells were treated with Atp6v0a2- or Tcirg1-targeted siRNAs. The knockdown efficiency of Atp6v0a2 or Tcirg1 was assessed by q-PCR (**G**). Following the ER isolation and lipid extraction from the indicated cells, cholesterol levels were detected using the Amplex™ Red cholesterol assay (**H**). n=6 replicates; Data pooled from 3 independent experiments. For Supplementary Fig. 22**A**, the samples derive from the same experiment but different gels for ATP6V0A1, ATP6V0C, ATP6V1A, β-actin, another for ATP6V0A2, another for ATP6V0A3 and another for ATP6V0A4 were processed in parallel. For Supplementary Fig. 22**A**, the samples derive from the same experiment but different gels for ATP6V0A1, ATP6V0C, ATP6V1A, β-actin, another for ATP6V0A2, another for ATP6V0A3 and another for ATP6V0A4 were processed in parallel. For Supplementary Fig. 22**C** and **E**, the samples derive from the same experiment but different gels for ATP6V0A2/ATP6V0A3, RABGEF1, β-actin, another for TGF-β1 were processed in parallel. For all experiments, data are shown as means ± s.e.m; **p < 0.01, ***p < 0.001, ****p < 0.0001. Statistical significance was determined using unpaired two-sided Student’s t-test. Source data and exact p-value are provided as a Source Data file.

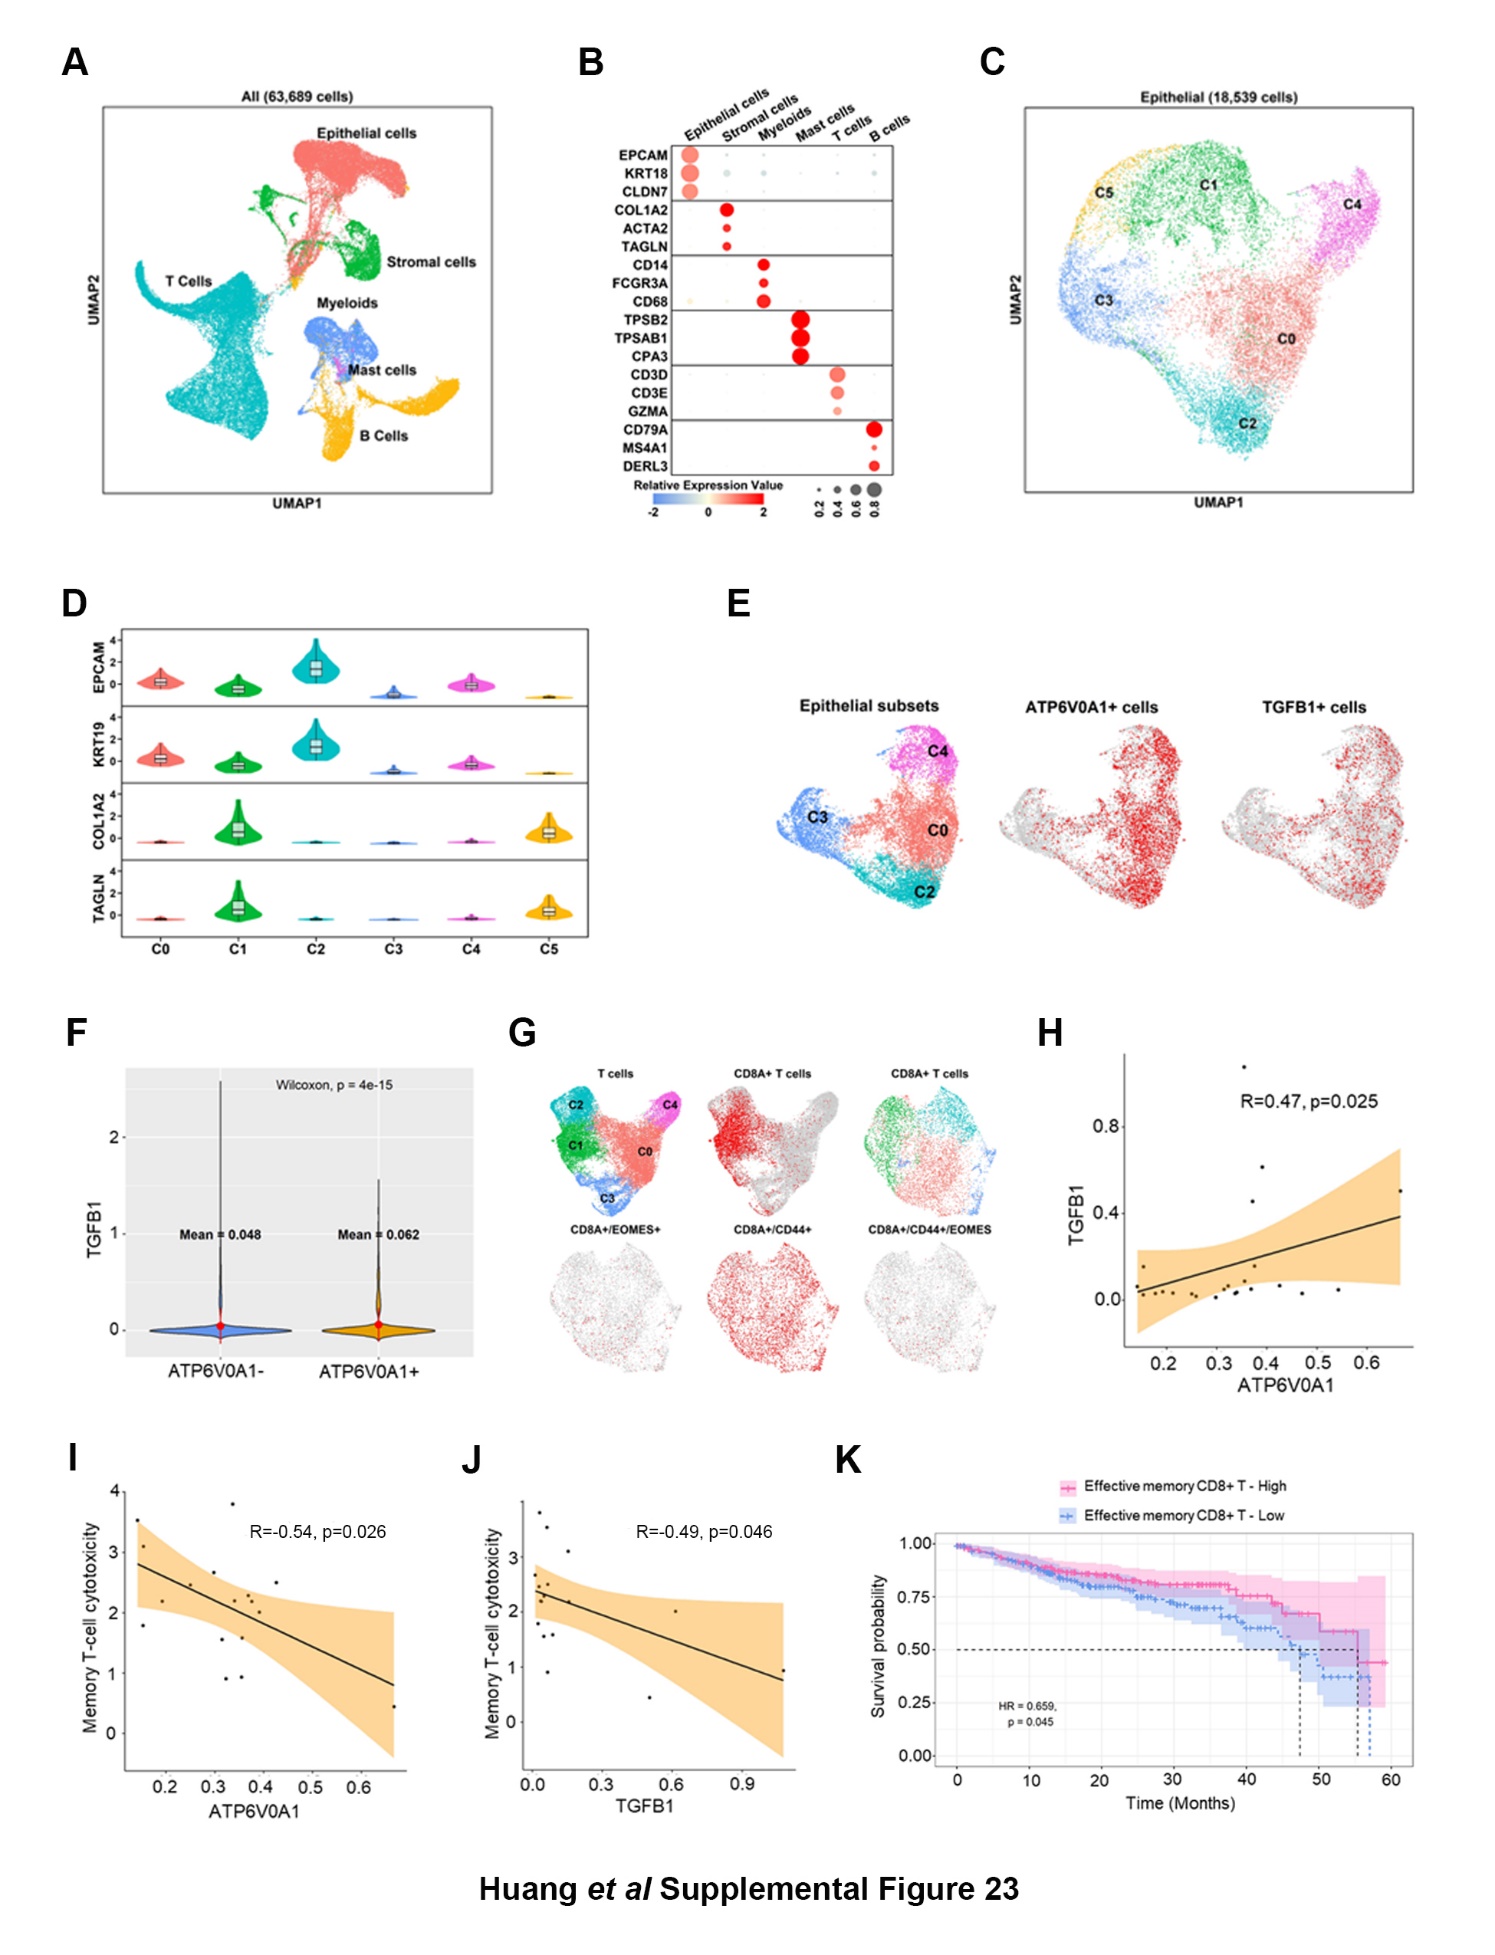

**Supplementary Fig. 23 ATP6V0A1 is positively correlated with TGFB1 and inversely correlated with memory CD8^+^ T cell effectiveness in clinical CRC samples. A-J**, Raw scRNA-seq data (GSE132465) for tumor tissues from 23 CRC patients were downloaded as described in Methods and analyzed for the correlations between tumor-derived *ATP6V0A**1*, tumor-derived *TGFB1*, and the effectiveness of memory CD8^+^ T cells. The UMAP method was used to cluster 63,689 cells into six subpopulations (**A**), annotated as epithelial cells, stromal cells, mast cells, T cells, and B cells using the markers shown in (**B**). Epithelial cells were further clustered into six subpopulations (**C**), which were evaluated for their expression of epithelial and stromal marker genes (**D**). Epithelial cell subpopulations with high expression of *EPCAM* and *KRT19* and low expression of *COL1A2* and *TAGLN* were selected for the analysis of *ATP6V0A1* and *TGFB1* expression (**E**). The selected epithelial cells were divided into groups with/without *ATP6V0A1* expression and analyzed for *TGFB1* expression (**F**). CD8^+^ T cells were selected from the T cell subpopulations and analyzed for the expression of memory cell markers, including *CD44* and *EOMES* (**G**). Tumor samples (n=17) with more than two memory CD8^+^ T cells were chosen for the analysis of correlations between tumor-derived *ATP6V0A1*, tumor-derived *TGFB1*, and the effectiveness of memory CD8^+^ T cells (**H-J**). **K**, Effective memory CD8+ T cells identified by a signature of CD8, EOMES, CD44, GZMA, PRF1, and KLRG1 were analyzed for their correlation with patient overall survival based on TCGA-COAD database.

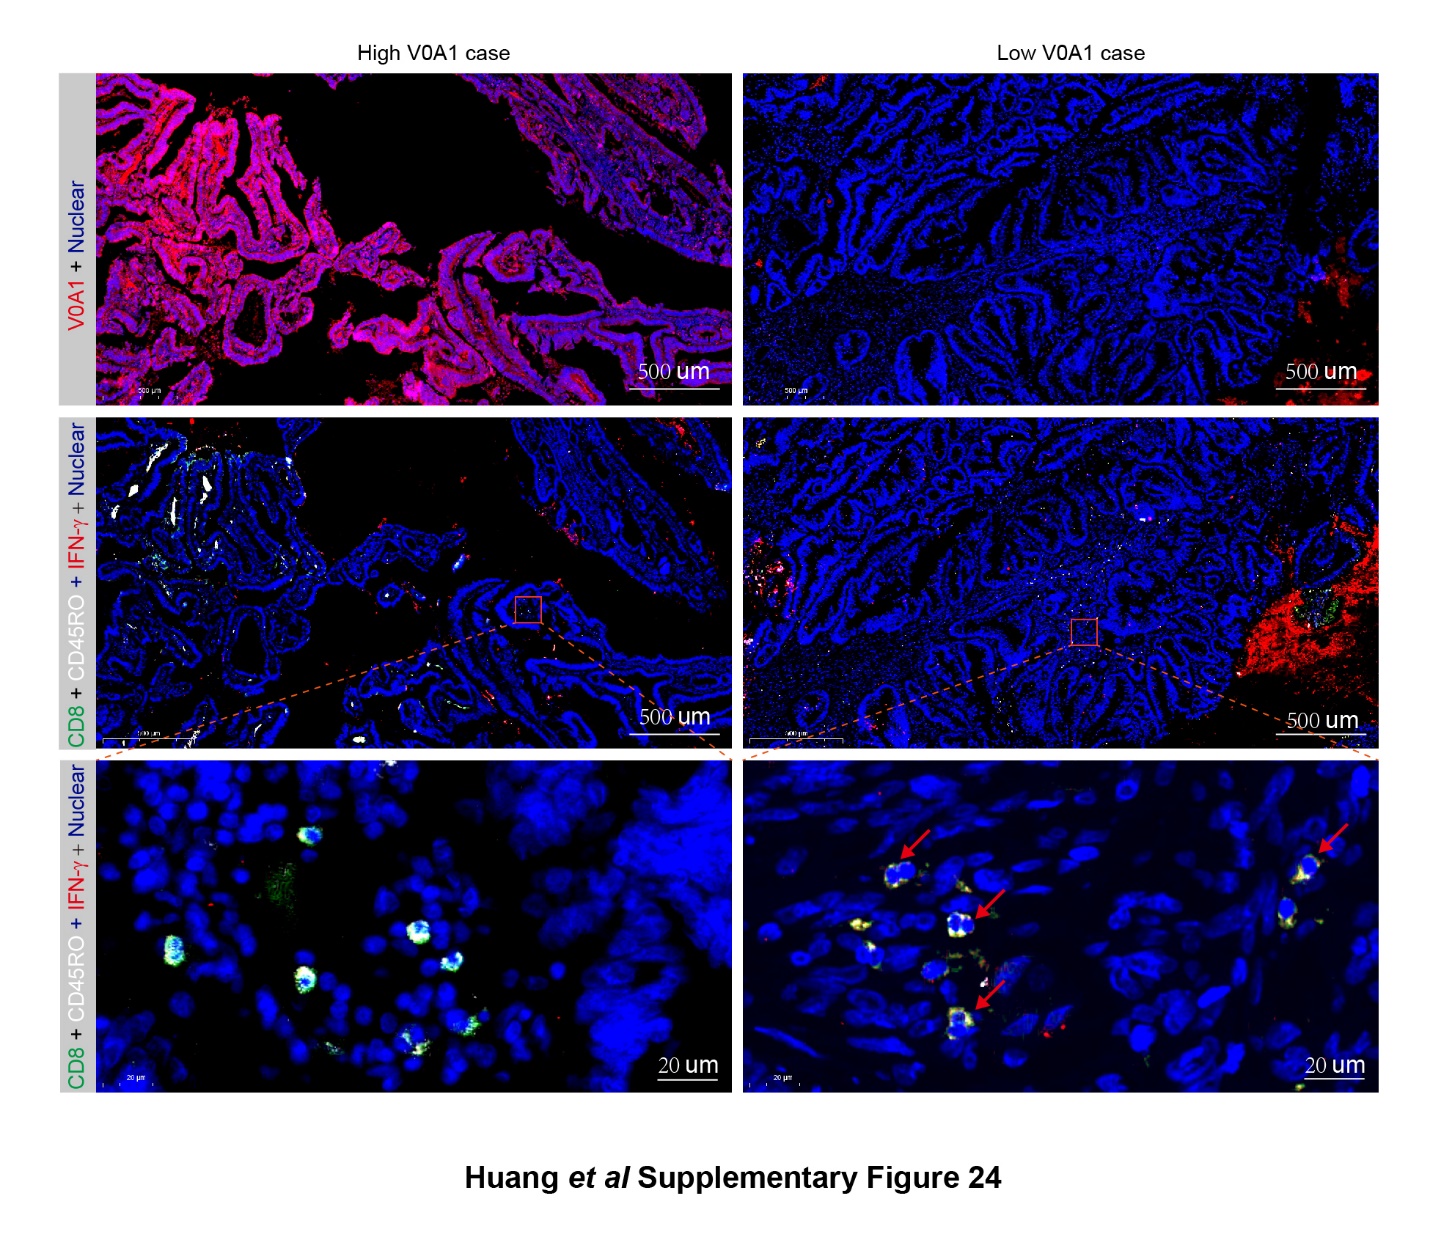

**Supplementary Fig. 24 Detection of ATP6V0A1 and CD45RO^+^CD8^+^ T-cell effectiveness in human CRC.** Paraffin-embedded tumor sections from 32 CRC patients were stained with antibodies against ATP6V0A1 and IFN-γ^+^CD45RO^+^CD8^+^ T cells. Representative immunofluorescence (IF) images for ATP6V0A1 and CD45RO^+^CD8^+^ T-cell effectiveness (IFN-γ expression rate) between high- and low-ATP6V0A1 cases were shown.

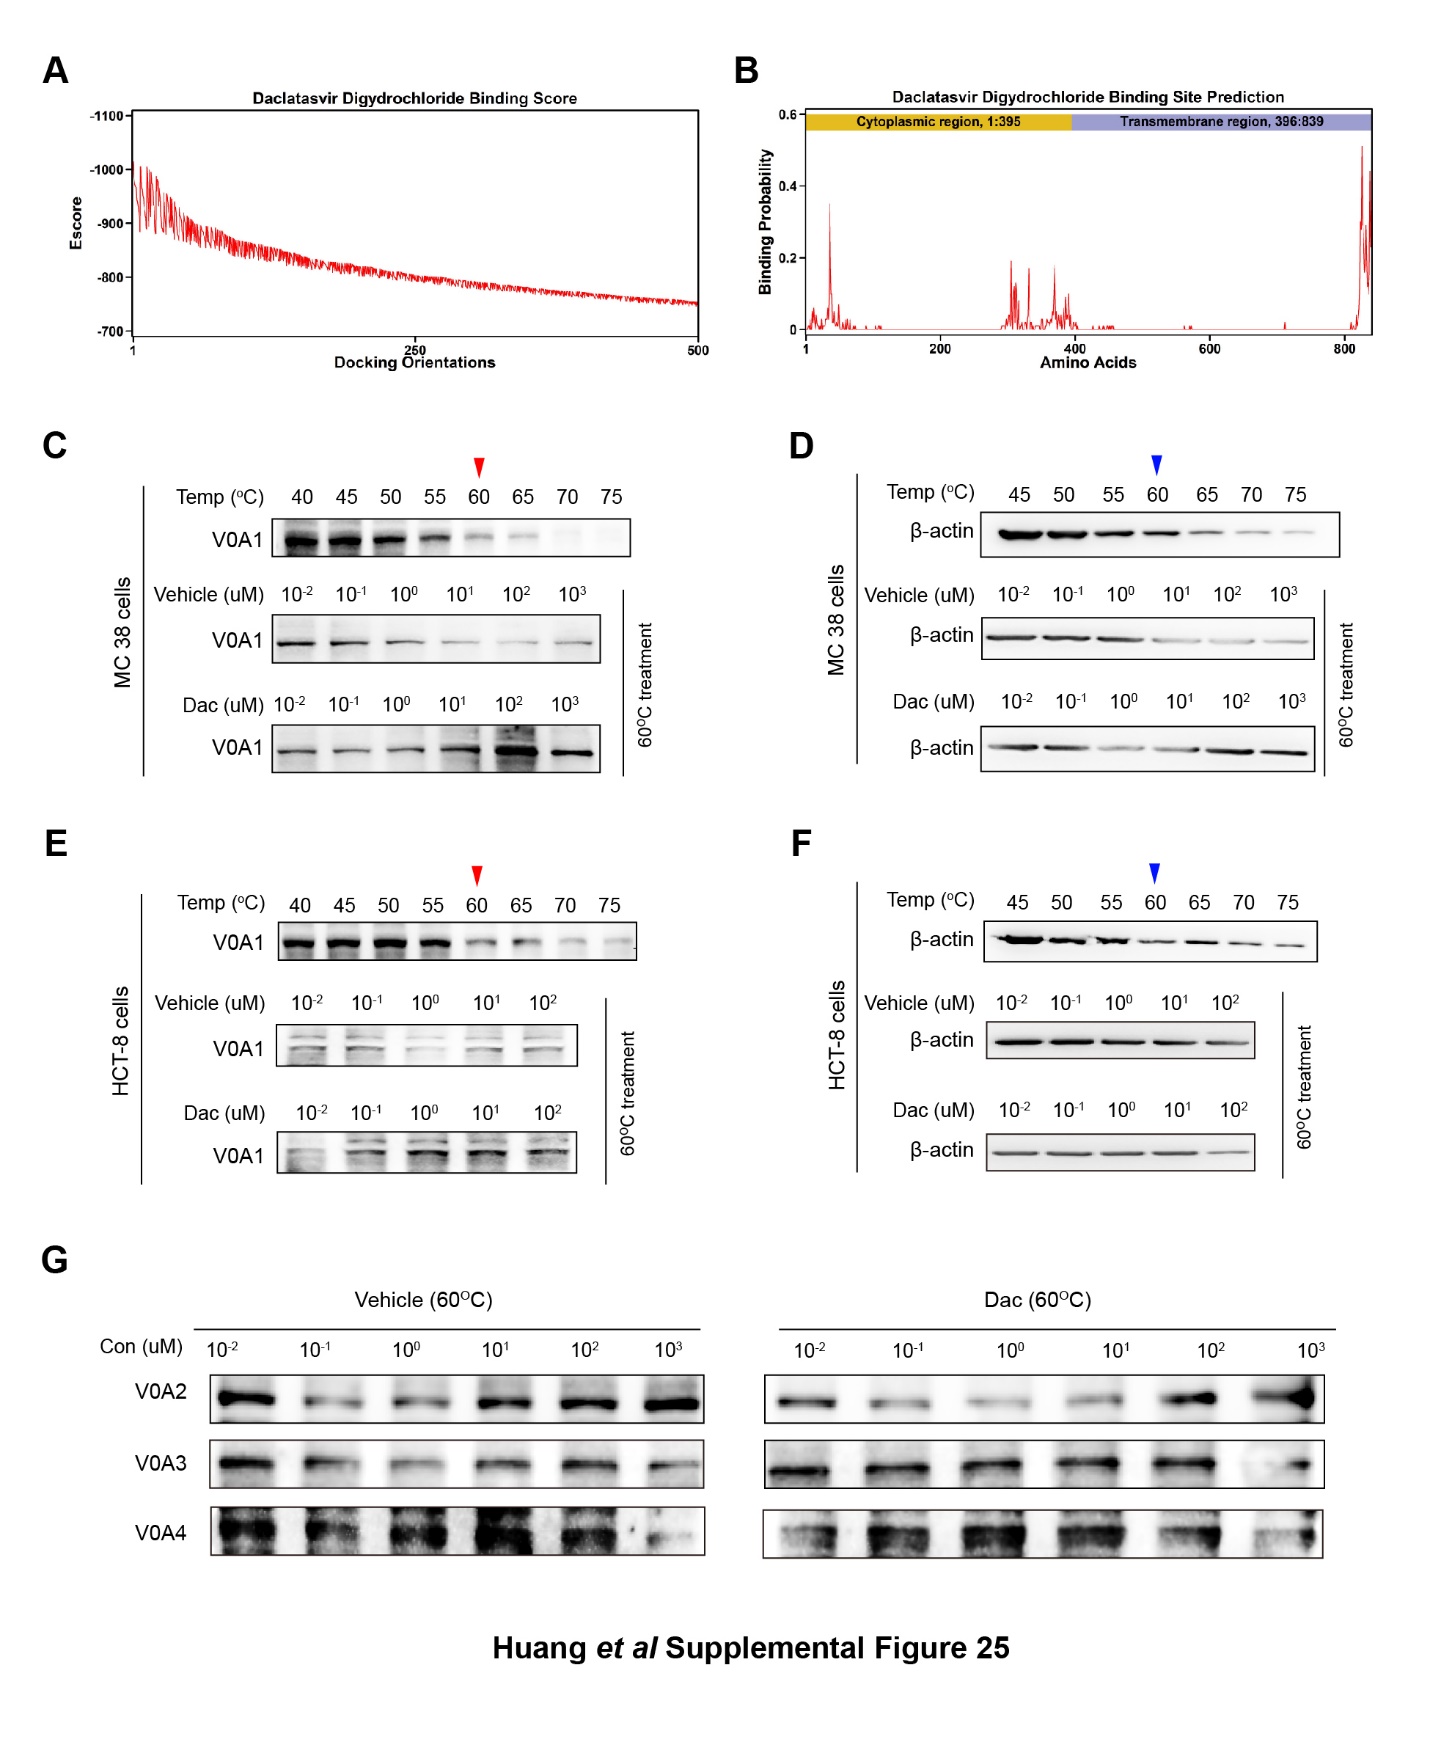

**Supplementary Fig. 25 Dac is able to bind to CRC tumor cell-intrinsic ATP6V0A1. A-B**, Using the molecular docking method, Daclatasvir (Dac), an FDA-approved small molecule compound, was predicted to be able to bind to ATP6V0A1 protein. The predicted binding score of Dac with murine ATP6V0A1 protein is shown in (**A**); the Dac binding site in murine ATP6V0A1 protein was also predicted (**B**). **C-F**, Cellular thermal shift assays were used to evaluate the binding of Dac to ATP6V0A1 protein in MC38 cells (**C**, **D**) and HCT-8 cells (**E**, **F**). MC38 cell lysates were heated to different temperatures, and precipitated proteins were removed by centrifugation; western blotting was then used to detect ATP6V0A1 (**C**, upper) and β-Actin (**D**, upper) in the soluble protein samples. Temperatures of 60°C and above significantly induced denaturation of ATP6V0A1 and β-Actin. MC38 cell lysates were also incubated with different concentrations of Dac or equal amounts of vehicle and heated to 60°C; western blotting was used to evaluate changes in the melting temperatures of ATP6V0A1 (**C**, lower) and β-Actin (**D**, lower). Similar experiments were performed in HCT-8 cells (**E**, **F**). **G**, Cellular thermal shift assays were used to evaluate the binding of Dac in MC38 cells to other V0A subtypes of V-ATPase, including ATP6V0A2, ATP6V0A3 (TCIRG1), and ATP6V0A4. MC38 cell lysates incubated with vehicle or Dac were heated to 60°C, and precipitated proteins were removed by centrifugation; western blotting was then used to detect ATP6V0A2, ATP6V0A3, and ATP6V0A4 in the soluble protein samples. The samples derive from the same experiment but different gels for ATP6V0A2, another for ATP6V0A3 and another for ATP6V0A4 were processed in parallel. Three independent experiments were performed for Supplementary Fig. 22C-G. Source data are provided as a Source Data file.

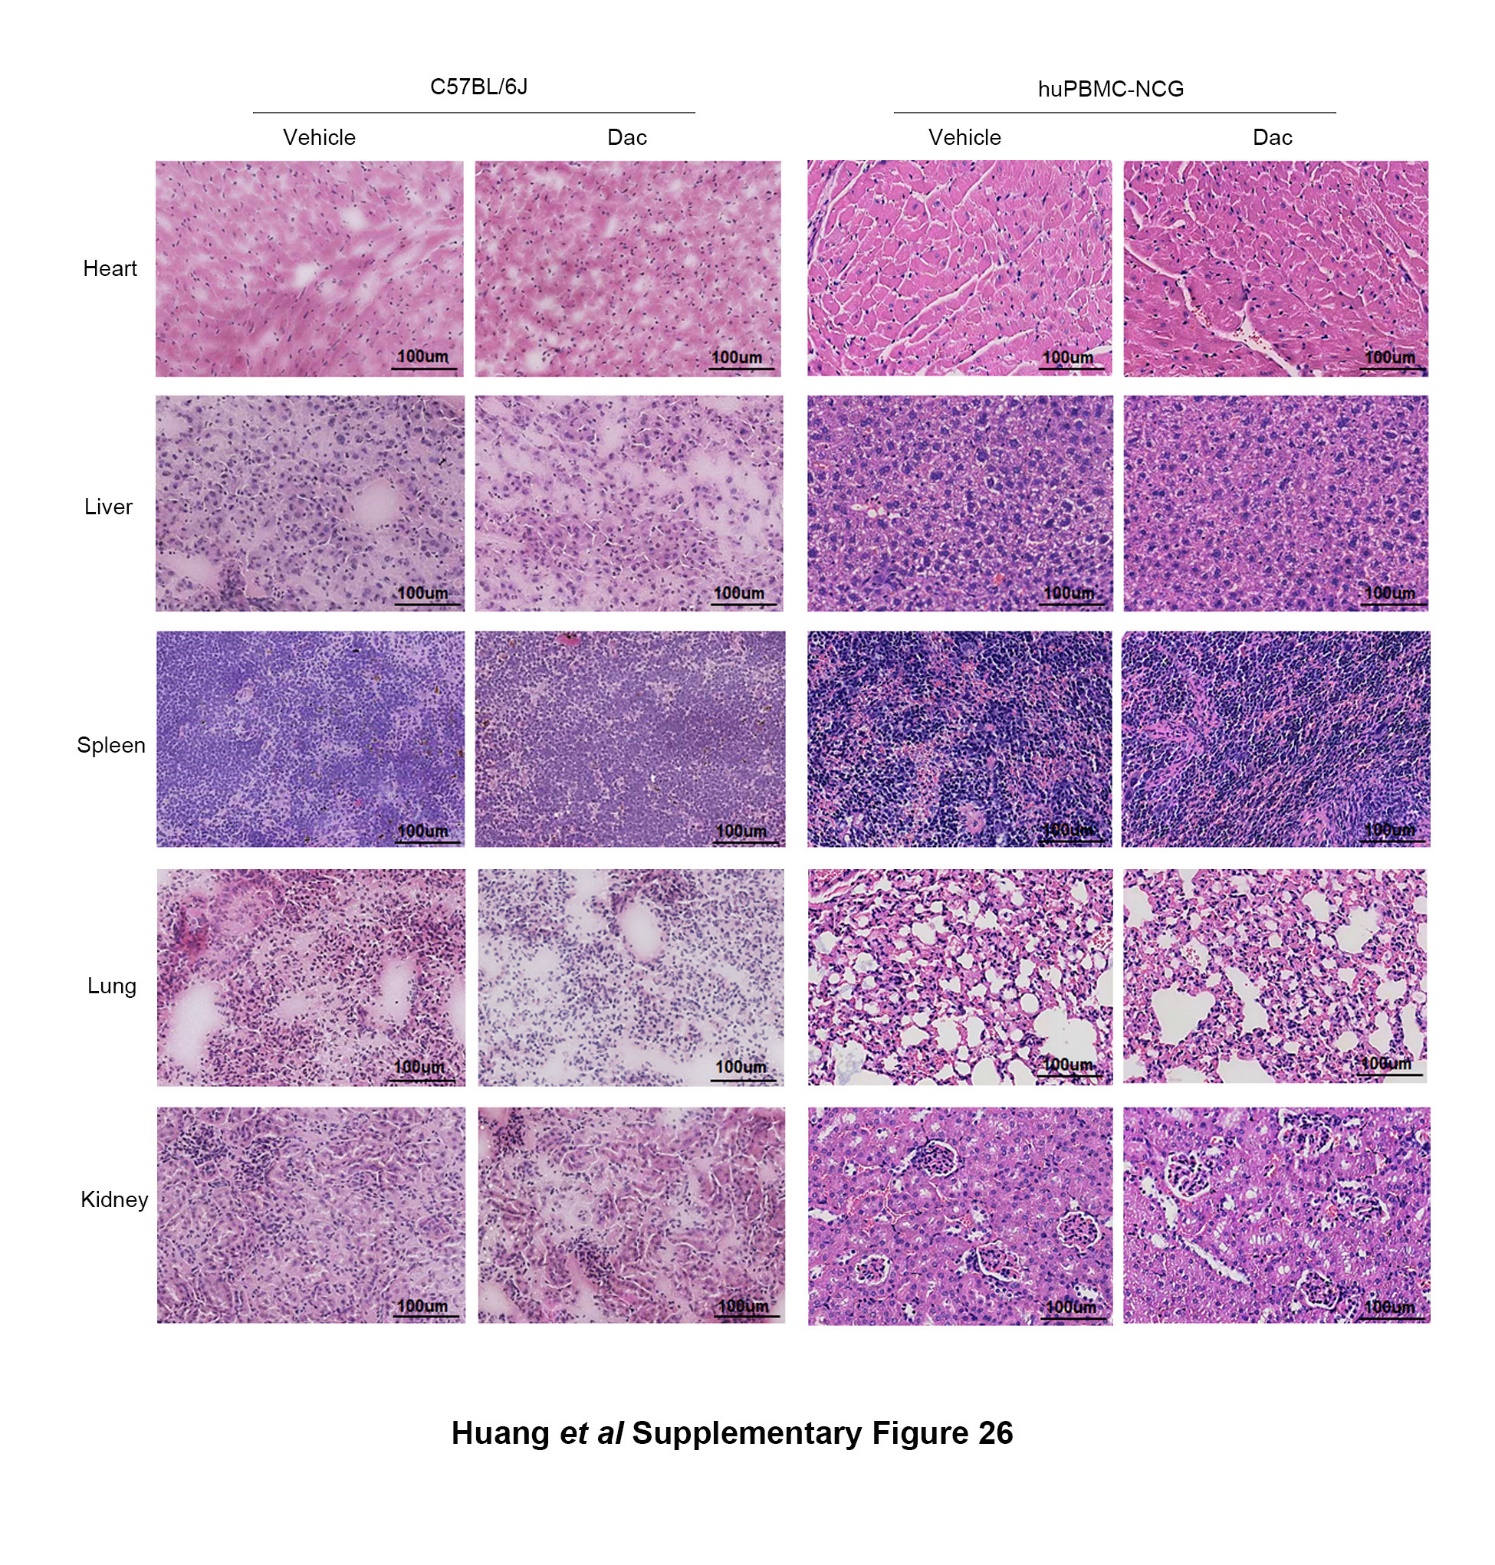

**Supplementary Fig. 26 Dac treatment does not induce organ toxicity in mice.** Following Dac treatment of MC38 tumors in C57BL/6J mice and HCT-8 tumors in huPBMC-NCG mice (Fig. 9), major organs (heart, liver, spleen, lung, and kidney) were isolated after the mice were sacrificed; the tissues were then embedded for sectioning and H&E staining. The H&E images show that no organic toxicity was induced by Dac treatment. Scale bar = 100μm. Data representative of three independent experiments.

**SUPPLEMENTARY TABLES**

Supplementary Table 1 provides Pearson’s Chi-squared analysis for the correlation of ATP6V0A1 and TGFB1 expression in CRCs.

Supplementary Table 2 provides the EOMES+CD44+CD8+ T cell counts for the CRC samples, which were analyzed in Supplementary Figure 23.

Supplementary Table 3 provides information on siRNA and shRNA sequences.

**Supplementary Table 1. Cell counts in the indicated cell subpopulations**

A scRNA-seq dataset (GSE132465) from the GEO database was used to analyze the expression of ATP6V0A1 and TGFB1 in CRC cells (see Supplementary Figure 23). The cell counts of ATP6V0A1+TGFB1+, ATP6V0A1+TGFB1-, ATP6V0A1-TGFB1+, and ATP6V0A1-TGFB1- subpopulations were shown, and the two-sided Pearson’s Chi-squared analysis was used to evaluate the correlation of ATP6V0A1 and TGFB1 expression.

| **Group** | **ATP6V0A1+** | **ATP6V0A1-** | **Total** |
| --- | --- | --- | --- |
| **TGFB1+** | 460 | 930 | 1390 |
| **TGFB1-** | 2803 | 9316 | 13049 |
| **Total** | 3263 | 10246 | 14439 |
| X-squared = 67.042; df = 1; p value = 2.658e-16 | | | |

**Supplementary Table 2.** **EOMES+CD44+CD8+ T cell counts in individual tumor samples**

The EOMES+CD44+CD8+ T cell counts for the CRC samples analyzed in Supplementary Figure 23 were shown.

| **Sample** | SMC06-T | SMC05-T | SMC07-T | SMC01-T | SMC11-T | SMC08-T | SMC10-T | SMC14-T |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Cell counts** | 32 | 30 | 22 | 18 | 12 | 11 | 10 | 9 |
| **Sample** | SMC02-T | SMC24-T | SMC04-T | SMC15-T | SMC19-T | SMC03-T | SMC22-T | SMC17-T |
| **Cell counts** | 8 | 8 | 7 | 7 | 7 | 5 | 5 | 4 |
| **Sample** | SMC25-T | SMC09-T | SMC21-T | SMC20-T | SMC23-T | SMC16-T | SMC18-T |  |
| **Cell counts** | 3 | 2 | 2 | 1 | 1 | 0 | 0 |  |

**Supplementary Table 3.** **siRNA sequences and shRNA sequences targeting different genes**

| **Name** | **Targeted gene** | **Sequence** |
| --- | --- | --- |
| siNTC | nontarget | Purchased from Guangzhou RiboBio Co., Ltd.  Catalogue number: siN0000001-1-5 siR NC #1 |
| siv0a2-1 | murine *Atp6v0a2* | Sense:5'-GAGAAGUCACCAAGAACAAGG-3';  Anti-sense:5'-UUGUUCUUGGUGACUUCUCUG-3' |
| siv0a2-2 | murine *Atp6v0a2* | Sense:5'-AGAAGAUAUGUGACUGUUACC-3';  Anti-sense:5'-UAACAGUCACAUAUCUUCUUA-3' |
| siTcirg1-1 | murine *Tcirg1* | Target: 5'-CGGACTGCTCATGTTTCTCTT-3' |
| siTcirg1-2 | murine *Tcirg1* | Target: 5'-GAGTTCAGAGACCTCAACGAA-3' |
| siRabgef1 | murine *Rabgef1* | Purchased from Guangzhou RiboBio Co., Ltd.  Catalogue number: siB14218111646-1-5 |
| siRABGEF1 | human *RABGEF1* | Purchased from Guangzhou RiboBio Co., Ltd.  Catalogue number: SIGS0001726-1 |
| siCYP46A1 | human *CYP46A1* | Purchased from Guangzhou RiboBio Co., Ltd.  Catalogue number: SIGS0001450-1 |
| shNTC | nontarget | 5'-CCTAAGGTTAAGTCGCCCTCT-3' |
| shv0a1-1 | murine *Atp6v0a1* | 5'-GGATCCAGACCTGTTGGAAGA-3' |
| shv0a1-2 | murine *Atp6v0a1* | 5'-GGAAATCACCAGAGCTGATAT-3' |
| shV0A1 | human *ATP6V0A1* | 5'-GGTCCTTCGCCGTCAGTATTT-3' |

**Supplementary Table 3. siRNA sequences and shRNA sequences targeting different genes (continued)**

| **Name** | **Targeted gene** | **Sequence** |
| --- | --- | --- |
| siNr1h3 | murine *Nr1h3* | Sense:5'- GGAGUGUCGACUUCGCAAAUG-3';  Anti-sense:5'- UUUGCGAAGUCGACACUCCUG-3' |
| siNr1h2 | murine *Nr1h2* | Sense:5'- GCUGCUUCGUGACCCACUAUG-3';  Anti-sense:5'- UAGUGGGUCACGAAGCAGCCU-3' |
| SiTGFB1 | human *TGFB1* | Purchased from Guangzhou RiboBio Co., Ltd.  Catalogue number: SIGS0003603-1 |
| siTgfb1-1 | murine *Tgfb1* | Sense:5'- GAAGCGGACUACUAUGCUAAA-3';  Anti-sense:5'- UAGCAUAGUAGUCCGCUUCGG-3' |
| siTgfb1-2 | murine *Tgfb1* | Sense:5'- GCUGCUACUGCAAGUCAGAGA-3';  Anti-sense:5'- UCUGACUUGCAGUAGCAGCGG-3' |

**Note:** shv0a1 in the present manuscript means shv0a1-1 unless indicated otherwise

# Supplementary material for: ATP6V0A1-dependent cholesterol absorption in colorectal cancer cells triggers immunosuppressive signaling to inactivate memory CD8+ T cells
**Source:** Nat Commun. 2024 Jul 6;15:5680. doi: 10.1038/s41467-024-50077-7
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | A description of the software and code has been included in the Methods. In scRNA-seq analysis, raw fastq files were processed with CellRanger V3. In quantitative proteomics analysis, the raw data were searched against Mus_musculus_uniprot_2020_7_2.fasta (86555 sequences) database by Proteome Discoverer 2.4 (Thermo). For flow cytometry assay, the data was collected using the BD FACSAria system (BD Biosciences) or CytoFLEX system (Beckman Coulter). |
| Data analysis   | Data were analyzed using Prism 9.0 (GraphPad Software Inc., La Jolla, CA, USA), R package of KEGGREST (version 1.40.0), or R package of GSVA (Gene Set Variation Analysis). Correlation analysis were performed using Pearson's method. Flow cytometry data was analyzed by FlowJo software (BD Biosciences) and Kaluza software (Beckman Coulter).                                                                                                                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data are available in public open access repositories, directly included in the article, and uploaded as supplementary information by the authors. The scRNA-seq data used in this study are available in the NIH GEO database under accession code GSE238084 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE238084>]. The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange database under accession code PXD044010 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX044010>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

This study involved blood samples donated by 12 healthy volunteers and 32 paraffin-embedded human CRC tissue samples from Shenzhen People's Hospital. All human subjects provided informed consent, and Institutional Review Board approval was obtained for this study from Shenzhen University and Shenzhen People's Hospital. These participants are half male and half female, and the age range of these participants was 22-68 years.

Reporting on race, ethnicity, or other socially relevant groupings

All the above participants are Asian.

Population characteristics

See above.

Recruitment

Twelve healthy volunteers without cancer diseases were recruited for collecting the blood sample from Shenzhen University in China, according to the protocols approved by the Ethics Committee of the Shenzhen University Medical School. 32 participants with CRC were recruited from Shenzhen People's Hospital in China according to the protocols approved by the Ethics Committee of Shenzhen People's Hospital. The Participants gave informed consent to participate in the study before enrollment.

One potential source of bias in the present study is self-selection bias. Participants who chose to enroll in this study may have different characteristics or motivations compared with those who chose not to participate. Another potential source of bias is sampling bias, as our study participants were recruited from Shenzhen People's Hospital in China and may not be representative of other populations or settings. These biases could limit the generalizability of our findings to the broader population of CRC patients. To minimize these biases, we used a standardized protocol for recruitment and data collection, and adjusted the statistical models for potential confounding factors such as age and sex. However, these steps may not completely eliminate the potential for bias; Future research should aim to replicate the present findings in other populations and settings to enhance the generalizability of the results.

Ethics oversight

This study was approved by the Ethics Committee of the Shenzhen University Medical School and that of Shenzhen People's Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined based on statistical power calculations, taking into account the expected effect size, significance level, and statistical power. Relevant guidelines and recommendations from organizations such as EMEA and NCI were consulted in determining sample size.

Data exclusions

No data were excluded from analysis.

Replication

In this study, all experiments were performed independently in triplicate. Each experimental condition was repeated using separate cell cultures or tissue samples three times. By performing experiments in triplicate, we ensured that the results presented in this study were repeatable. Additionally, we performed technical replicates within each experimental condition to ensure that the obtained data were not due to chance variation. At least three technical replicates were performed in this study, and the data for each experimental condition were

shown as means  $\pm$  s.e.m. The statistics analysis was performed based on these repeated data, and  $P < 0.05$  was considered statistically significant.

#### Randomization

In the animal experiments with gene editing cancer cells, mice are randomly grouped based on their body weight to ensure that the background of mice between different groups is as consistent as possible. In mouse tumor treatment experiments, the criteria for random grouping also need to consider the tumor size of mice to ensure that the initial tumor size in different groups of mice is as consistent as possible.

#### Blinding

Blinding was not relevant to this research. As a technique usually used in clinical trials to reduce the potential for bias or subjective influence on the outcomes, blinding involves withholding information about the treatment or intervention from the participants or investigators to minimize the potential for placebo effects or experimenter bias. However, in this study, the intervention or exposure was not subjective, and it was impossible to blind the investigators to the exposure. Moreover, the outcomes of interest in our study were objective and measured using standardized methods and instruments, which reduces the potential for subjective interpretation or bias. Therefore, blinding was irrelevant in our research based on the nature of the intervention and outcomes. We used rigorous controls and statistical methods to exclude the potential bias or confounding factors.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

#### Antibodies used

Rabbit anti-ATP6V0A1: 13828-1-AP, Proteintech Group, Inc;  
 $\beta$ -actin recombinant antibody: 81115-1-RR, Proteintech Group, Inc;  
 Rabbit anti-RABGEF1: 12735-1-AP, Proteintech Group, Inc;  
 TGF- $\beta$ 1 recombinant antibody (EPR21143): ab215715, Abcam;  
 Ultra-LEAF™ Purified anti-human/mouse TGF- $\beta$ 1 Antibody (19D8): 521707, Biolegend;  
 FITC-conjugated anti-CD8a (53-6.7): eBioscience;  
 PerCP-Cyanine5.5-conjugated anti-CD44 (IM7): eBioscience;  
 PE-conjugated anti-perforin (eBioOMAK-D): eBioscience;  
 APC-conjugated anti-GzmB (QA16A02): BioLegend;  
 PE-conjugated anti-IFN- $\gamma$  (XMG1.2): eBioscience;  
 BV421-conjugated anti-CD45 (30-F11): BD Horizon™;  
 PerCP-Cyanine5.5-conjugated anti-CD8a (53-6.7): BD Horizon™;  
 APC-conjugated anti-CD44 (IM7): BD Horizon™;  
 PE-conjugated anti-GzmB (QA16A02): BioLegend;  
 BV421-conjugated anti-CD45 (HI30): BD Horizon™;  
 FITC-conjugated anti-CD8a (RPA-T8): eBioscience;  
 APC-conjugated anti-CD45RO (UCHL1): BioLegend;  
 PerCP-Cyanine5.5-conjugated anti-IFN- $\gamma$  (4S.B3): BioLegend;  
 PE-conjugated anti-GzmB (QA16A02): BioLegend;  
 Rab7 (D95F2) XP® Rabbit mAb: 9367, CST;  
 VPS41 mouse mAb (D-12): sc-377118, Santa Cruz Biotechnology;  
 LAMP1 mouse mAb (H4A3): sc-20011, Santa Cruz Biotechnology.

#### Validation

According to the corresponding manufacturer's websites, rabbit anti-ATP6V0A1 (13828-1-AP, Proteintech Group),  $\beta$ -actin recombinant antibody (81115-1-RR, Proteintech Group), rabbit anti-RABGEF1 (12735-1-AP, Proteintech Group), and TGF- $\beta$ 1 recombinant antibody (EPR21143, Abcam) have been validated for WB and IHC assay in human and mouse samples. Ultra-LEAF™ Purified anti-human/mouse TGF- $\beta$ 1 Antibody (19D8, Biolegend) was validated for its function of blocking human/mouse TGF- $\beta$ 1 by the manufacturer. Rab7 (D95F2) XP® Rabbit mAb, VPS41 mouse mAb (D-12), and LAMP1 mouse mAb (H4A3) have been validated for the IF application against human/mouse samples as described in the manufacturer's websites. FITC-conjugated anti-CD8a (53-6.7), PerCP-Cyanine5.5-conjugated anti-CD44 (IM7), PE-conjugated anti-perforin (eBioOMAK-D), APC-conjugated anti-GzmB (QA16A02), and PE-conjugated anti-IFN- $\gamma$  (XMG1.2) were validated by the manufactures for the flow cytometry detection in mouse samples. As described in the manufacturer's websites, FITC-conjugated anti-CD8a (RPA-T8), APC-conjugated anti-CD45RO (UCHL1), PerCP-Cyanine5.5-conjugated anti-IFN- $\gamma$  (4S.B3), and PE-conjugated anti-GzmB (QA16A02), have been validated for their application of

detecting human samples with flow cytometry. We also confirmed the specificity and sensitivity of each antibody using positive and negative control samples and verified their optimal dilution through titration experiments

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                     |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| Cell line source(s)                                               | MC38, CT26, HCT-8 cells; The cell lines were obtained from ATCC.                    |
| Authentication                                                    | Short tandem repeat (STR) profiling analysis was used for cell line authentication. |
| Mycoplasma contamination                                          | All the cell lines used in this study were tested negative for mycoplasma.          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Four- to six-week-old female C57BL/6J mice, BALB/c mice, C57BL/6 Rag2 <sup>-/-</sup> Il2rg <sup>-/-</sup> mice, BRG mice, and NOD.CB17-Prkdcscid/NcrCrl (NOD/SCID) mice were purchased from Charles River Laboratories (Beijing, China) or Shanghai Model Organisms Center, Inc. (Shanghai, China), and four- to six-week-old female NOD/ShiLtJGpt-Prkdcem26Cd52Il2rgem26Cd22/Gpt (NCG) mice were purchased from Gempharmatech Co., Ltd (Nanjing, China). The mice were maintained under specific pathogen-free conditions and cohoused with five mice per incubator with a 12-hour light/dark cycle. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | The findings do not only apply to one sex or gender. Sex and gender-based information was not collected in the animal experiments here.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | The animal study protocol was approved by Institutional Animal Care and Use Committee at Shenzhen University Medical School.                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                    |
|-----------------------|------------------------------------|
| Seed stocks           | No plants were used in this study. |
| Novel plant genotypes | No plants were used in this study. |
| Authentication        | No plants were used in this study. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | For the in vitro T-cell stimulation analysis, CD8 <sup>+</sup> T cells were isolated from C57BL/6J mice-bearing MC38 wild-type tumors using a negative mouse CD8 <sup>+</sup> T-cell isolation kit (STEMCELL). These isolated CD8 <sup>+</sup> T cells were cultured in RPMI 1640 medium containing 10% FBS with IL-2 (10 ng/mL) and treated with the following: SMAD3 inhibitor (E)-SIS3, MC38 cell culture medium plus control IgG or anti-TGF- $\beta$ 1, conditioned medium (CM) from MC38-shNTC cells or MC38-shv0a1 cells with/without |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

incubation with recombinant mouse TGF- $\beta$ 1 protein. Brefeldin A (eBioscience) was added to the culture in the last 4 hours, and the CD8+T cells were analyzed after the staining with antibodies. In another experiment to directly detect memory T-cell activities, TILs were isolated from C57BL/6J mice-bearing MC38 shNTC or shv0a1 tumors and directed to the antigen staining and flow cytometry analysis.

Instrument

The stained cells were analyzed using the BD FACS Aria system (BD Biosciences) or the CytoFLEX system (Beckman Coulter).

Software

Kaluzo (Beckman) and Treestar FlowJo (v10.8.1) software were used to analyze flow cytometry data.

Cell population abundance

To analyze the level of different stained antigens, the intact cells were firstly required to be gated, and the dots representing intact cells usually account for over 95% of all dots in the FSC/SSC dot plots. Usually, the single cells account for over 95% of all intact cells as the FSC-H/FSC-A dot plots. Live/dead dyes and anti-CD45 staining were then used to gate the viable immune cells which may account for ~40% of the single cells.

Gating strategy

As described in the manuscript (Figure 3D), all the intact cells were gated based on the FSC/SSC dot plots to exclude the cell debris, and the single cells without condensation were gated from intact cells based on the FSC-H/FSC-A dot plots. Live/dead dyes and anti-CD45 staining were then used to gate the viable immune cells. The indicated staining-positive cells were then gated from the viable immune cells and were further analyzed for cytokine expression. The boundary between staining negative cells and positive cells was defined according to the corresponding negative and positive controls.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: ATP6V0A1-dependent cholesterol absorption in colorectal cancer cells triggers immunosuppressive signaling to inactivate memory CD8+ T cells
**Source:** Nat Commun. 2024 Jul 6;15:5680. doi: 10.1038/s41467-024-50077-7
**Supplement:** Supplementary file 4 — Inventory of Supporting Information

**Inventory of Supporting Information**

Manuscript #: **NCOMMS-23-46893B**

Corresponding author name(s): Li Fu

The Supporting Information items include the following sections:

● Supplementary Information file

-Supplementary Figures 1-26 and their figure legends;

-Supplementary Tables 1-3.

● Source Data file: An excel document; The relevant raw data from each figure is represented by a single sheet in this document.

How the deposited data were processed for this re-analysis (not part of the article)

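The single-cell data of the control arm were processed from the counts that the authors deposited. Cells of 5 control MC38 tumors had been pooled and sequenced as 1 library with the 10x Genomics 3' v3.1 chemistry. The deposited values are UMI counts per gene and called cell, without normalization, which the authors made with Cell Ranger. The file header names version 5.0.1 and the paper names CellRanger V3 with the GRCm38/mm10 genome, and the values do not show which of the 2 applies beyond the header. The library is labelled wild type without the name of an shRNA and was taken as the shNTC pool. The knockdown pool was not analysed here, so no value compares the arms. With 1 library and no assignment of cells to mice there are no replicates. No test between groups of mice was run, no pairing was possible, and the intervals (exact Clopper-Pearson for shares, exact Poisson for counts and their ratios, 95%) cover counting error only. Where a measured count was 0, the limit given is that of 3 counts.

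Marker lists, filters, clustering settings, the alternatives to each and the genes to be named were chosen before the data were examined. The genes to be named were those that the paper names for its mouse single-cell data, the mouse genes of its pathway and the genes of the marker lists. Cells needed at least 200 genes and at most 20% mitochondrial UMIs. Doublet scores came from the share of simulated doublets, 2 per cell, among a cell's neighbors, and the cells with the highest scores were removed in the number that a rate of 0.8% per 1000 cells gives. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes and 30 principal components went into a shared nearest neighbor graph and Leiden clustering at a resolution of 0.5. T and NK-like cells and myeloid-like cells were clustered again with 1000 variable genes, 15 principal components and resolutions of 1.0 and 0.5. The number of 20 nearest neighbors in the graph was set after the data had been examined. Gene positions came from the GENCODE M21 annotation, by Ensembl identifier. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

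A cluster was named from a marker list when at least 3 of its genes were raised, that is, had at least 5 UMIs and at least 2 times the level of the other cells pooled, and when at least 50% of its cells had UMIs of at least 2 of the list's genes (1 for subgroups of T and myeloid cells). Where the median depth of a cluster was below 0.333 of that of the library, a list gene also had to be among its 10 leading genes. Treg-like clusters needed more Cd4 than Cd8a, NK-like clusters low Cd8a and Cd4, and the macrophage-like list was set against the non-myeloid cells and used where no other myeloid list applied. A cluster outside the myeloid and T cells with both Shisal2b and Rhox5 at 5 times their myeloid-like level or more received no name from a list. The lists were fixed in advance, but this rule was revised repeatedly after the clusters had been seen, and 4 forms are described here. The first form compared a cluster with the mean of the other clusters and asked for at least 50% of a list's genes, and it left the myeloid subgroups and 2 myeloid clusters unnamed. The second took the other cells pooled as the reference. The third added the condition on Shisal2b and Rhox5, which took the CAF-like name from a cluster of 605 cells, and lowered the markers per cell in subgroups from 2 to 1, which turned a cluster of 44 cells from macrophage-like to DC-like. The fourth dropped the minimum of 50% of a list's genes after the alternatives and the values of the paper had been viewed, and it changed no name. Names rebuilt in this way can differ from those of the study.

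Since no T and NK cluster met a list, T cells were also assigned cell by cell, an alternative planned for the clusters. Each cell went to the list with the highest mean of standardized log levels, and to none when no mean was above 0. The form of this score, the definition of T-2-like cells and the renewed clustering of a mixed cluster were set after the data had been examined. Levels are sums of a gene's UMIs over a group per 1000000 UMIs of the group (CPM). Shares of cells with a UMI were repeated with each cell thinned to 1000 UMIs, without the shallower cells.

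The alternatives were limits of 10% mitochondrial UMIs or none, at least 500 genes, doublets kept, 3000 variable genes (2000 in subgroups), lower and higher resolutions, 20 principal components (10 in subgroups), another seed, groups taken from single markers of the paper, levels averaged over cells, and thinning. Chosen after seeing the data were 10 nearest neighbors, CAF-like named from its list alone, granulocyte-like cells of the mixed cluster counted as myeloid, 2 markers per cell in subgroups, and levels of memory-like cells without the T-2-like cells. The processing was tested on simulated data of 4443 cells from 12 groups. It removed 102 of 158 simulated doublets (64.6%), gave 97.8% of the kept simulated cells the name of their source cluster, and placed 192 of 200 known fold changes inside their interval. The last 2 outcomes were largely fixed in advance. Cells were drawn from the pooled profiles of the clusters, without free RNA, and only names from the lists were compared. The folds were Poisson draws for genes with many UMIs, so they are no test for genes with few. The clustering of T cells, their assignment cell by cell and the T-2-like definition were not simulated.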

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

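The Xist test was set before its values were seen, and the tests on collagen genes, free tumor RNA and lung genes were chosen after the results had been seen. Xist, Malat1, Scgb1a1 and the other lung genes are outside the genes chosen in advance, and the lung genes were singled out after the leading genes of their cells had been seen.

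The paper does not report on Xist, an RNA of female cells, which was high in the cells of the female host mice and nearly absent from the Shisal2b- and Rhox5-high clusters. A cluster of 605 cells was high in Col3a1, Dcn and Postn, which its marker list counts as CAF-like, and also in Shisal2b and Rhox5. Xist was at 456.5 CPM (405 to 513) in CAF-like cells and at 7.36 CPM (6.08 to 8.84) in this Col3a1-high cluster, a ratio of 62.0 (49.8 to 77.7). In the other Shisal2b- and Rhox5-high clusters, Xist was at 1.70 and 6.41 CPM, and in myeloid-like cells at 739 CPM. The 4 genes of the Y chromosome that were looked up had 0 UMIs in all called cells. Droplets that hold a tumor cell and a fibroblast are argued against by Col1a2, which had 0.00443 UMIs per UMI of Col3a1 in the cluster and 0.747 in CAF-like cells. Free tumor RNA in droplets of host cells is argued against by Xist as well, since the host cluster with the lowest level of Xist still had 10.9 times (6.65 to 17.2) that of the Col3a1-high cluster. A candidate explanation is that these are MC38 tumor cells with fibroblast-like transcripts and not host fibroblasts. Other technical sources and the effect of the shRNA were not tested, and with 1 library the pattern cannot be set against another.

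Transcripts of lung epithelium appeared in a control tumor library, which the paper does not report. Scgb1a1 had 1787 UMIs in the kept cells, and 92.7% of them (91.4% to 93.8%) sat in 24 cells that held 0.0197% of all UMIs, with a median of 643 UMIs per cell. This argues against free RNA spread over droplets. Of 12 listed lung genes, 11 were at least 10-fold higher in these 24 cells than in the others, with the count in the others taken as 3 where it was lower. Scgb1a1 was at 89311 CPM, Sftpc at 19415 CPM and Sftpa1 at 10085 CPM in these cells. Only 8 of the 24 cells had a UMI of Scgb1a1, whereas 19 had Sftpd and 18 had Sftpa1. The cells may therefore be lung epithelium or droplets with its RNA, carried over during dissection or from another library, and these sources stay open. No biological explanation was tested, since the design gives none.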

How the results depend on the processing

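All alternatives but the last 5 named were planned, and those 5 were chosen after seeing the data. Over the 45 results, 314 values stayed within the counting interval of the reported value (or, for the number of cells kept, within 1.5 times it) and 87 did not. The cause was not tested except where stated. The shares of T cells assigned cell by cell, memory-like T-2 cells included, stayed within their intervals under every setting, and no setting named a memory-like cluster. Another seed left each result recomputed under it within its interval. The shares of cells with a UMI were not recomputed under other settings and were only thinned.

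With at most 10% mitochondrial UMIs, the shares of kept cells were 43.0% myeloid-like, 2.69% T and NK-like and 4.75% CAF-like, clusters held 44.5% exhausted T-like, 31.8% Treg-like and 23.6% NK-like cells among T and NK-like cells, macrophage-like cells made up 73.4% of the myeloid-like cells, and Smad3 was at 11.5 CPM in memory-like cells. Without a mitochondrial filter, 32.4% of the cells were myeloid-like, 4.25% CAF-like and 59.7% Shisal2b- and Rhox5-high, and 82.7% of the myeloid-like cells were macrophage-like. With at least 500 genes, the shares were 42.4% myeloid-like and 52.2% Shisal2b- and Rhox5-high, and 72.3% macrophage-like and 19.1% monocyte-like of the myeloid-like cells. With doublets kept, they were 30.1% myeloid-like, 4.50% CAF-like and 52.7% Shisal2b- and Rhox5-high, with 100% macrophage-like, 0% monocyte-like and 0% DC-like.

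With 3000 variable genes (2000 in subgroups), 2.45% of the cells were T and NK-like, of which 27.5% were in Treg-like and 24.8% in NK-like clusters, and Smad3 was at 11.8 CPM in memory-like cells. At the lower resolution, the shares were 37.0% myeloid-like, 4.61% CAF-like and 54.7% Shisal2b- and Rhox5-high, effector T-like clusters held 71.2% of the T and NK-like cells, and 83.2% of the myeloid-like cells were macrophage-like, 16.8% monocyte-like and 0% DC-like. At the higher resolution, 2.45% were T and NK-like, with clusters of 10.1% naive T-like, 8.26% exhausted T-like, 26.6% Treg-like and 13.8% NK-like cells, 79.5% macrophage-like, 0% DC-like and Smad3 at 11.8 CPM. With 20 principal components (10 in subgroups), 33.5% were myeloid-like, 29.1% of T and NK-like cells were in naive T-like clusters, and 92.1% of the myeloid-like cells were macrophage-like, 0% monocyte-like and 0% DC-like.

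Groups taken from single markers counted 42.2% of the kept cells by Cd68, 2.54% by Cd3e, 0.360% by Ncr1, 45.1% by Col5a1 and 37.4% by Shisal2b. Fabp4 counted 8.35% of the kept cells, against 0.788% in the endothelial-like part of the mixed cluster. Of the Shisal2b- and Rhox5-high cells, 12.6% had a UMI of Fabp4. Of the myeloid-like cells, 61.2% were counted by Adgre1, 18.8% by Cxcl2, 20.4% by Ly6c2 and 51.8% by Cd86. Such shares also count cells of other groups. A UMI of Cd68 was found in 13.0% of the Shisal2b- and Rhox5-high cells (median 30317 UMIs, against 8334.5 in myeloid-like cells). Whether this comes from free RNA was not tested. As means over cells, Smad3 was at 107 CPM in memory-like cells, within its interval, Id2 was at 657 CPM in memory-like and 683 CPM in other T cells, Atp6v0a1 at 9.60 CPM in Shisal2b- and Rhox5-high cells, and Tgfb1 at 171 CPM in myeloid-like and 123 CPM in T and NK-like cells. Thinning to 1000 UMIs moved shares through fewer UMIs per cell and through the shallower cells left out. Id2 rose from 48.4% to 52.6% of memory-like cells, within its interval. Smad3 fell from 12.9% to 0% of memory-like cells (12 shallower cells left out) and from 3.92% to 0% of the other T cells (8 left out), where Id2 fell from 67.6% to 41.5% and Tgfbr2 from 21.6% to 6.38%. Atp6v0a1 fell to 0.917% of myeloid-like (40 left out), 0.784% of Shisal2b- and Rhox5-high (242 left out) and 0% of T and NK-like cells (31 left out), and Tgfb1 from 65.1% to 15.1%, from 62.3% to 5.70% and from 36.8% to 12.9%.

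With 10 nearest neighbors, the shares were 34.5% myeloid-like, 2.45% T and NK-like and 1.04% CAF-like, the clusters of T and NK-like cells held 11.9% naive T-like, 12.8% exhausted T-like, 26.6% Treg-like and 11.9% NK-like cells, the myeloid-like cells were 91.7% macrophage-like, 2.68% granulocyte-like, 0% monocyte-like and 0% DC-like, and Smad3 was at 11.8 CPM. With 2 markers per cell in subgroups, 79.0% were macrophage-like and 0% DC-like. CAF-like named from its list alone took in the Col3a1-high cluster, at 16.0% of the cells. Counting the granulocyte-like cells of the mixed cluster as myeloid gave 2.14% granulocyte-like cells. Memory-like cells without the 5 T-2-like cells had Id2 at 571 CPM, and Smad3 and Tgfbr2, each at 120.2 CPM, stayed within their intervals.

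Smad3 had 4 UMIs in memory-like cells, and across the planned clustering and filter settings its level ranged from 11.5 to 62.7 CPM there and from 6.38 to 9.28 CPM in the other T cells. The levels of 11.5 and 11.8 CPM came from settings that left 17 or 16 memory-like cells in place of 31.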

Differences from the paper's values

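All settings named here were set before the data were examined except where stated. The paper's shares are those of clusters of both pools named by the study, and the denominators differ, since T cells were here assigned cell by cell.

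Of the 133 T cells assigned cell by cell, 15.0% were naive T-like, and the paper shows about 8.1% of its control T cells in Supplementary Fig. 9B, read by eye. With limits of 10% mitochondrial UMIs (12.6%) or none (12.5%), with 3000 variable genes (12.8%) and at the higher resolution (12.8%), the interval included the paper's value. With at least 500 genes, doublets kept, the lower resolution, fewer principal components and another seed it did not.

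Memory-like T-2 cells were 3.76% of the 133 T cells under the definition made for single cells, where the paper shows about 0% of its control T cells in Supplementary Fig. 9B, read by eye. Against a value of 0, any setting with at least 1 such cell differs, so the alternatives, with shares from 2.08% to 7.45%, are no test of this difference. In the clustering, no cell was in a memory-like cluster, but none of the 4 clusters met any list, so this count of 0 is no measurement either.

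Of the 1784 myeloid-like cells, 0% were granulocyte-like, and the paper shows about 0.35% of its control myeloid cells in Supplementary Fig. 9D, read by eye. None of the alternatives set before the data were examined closed the gap. Counting the granulocyte-like cells of the mixed cluster gave 2.14%, and 10 nearest neighbors 2.68%, both chosen after seeing the data and both more than 1.5 times the paper's value.

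DC-like cells were 2.47% of the 1784 myeloid-like cells, and the paper shows about 3.7% of its control myeloid cells in Supplementary Fig. 9D, read by eye. Without a mitochondrial filter (3.21%) and with at least 500 genes (2.96%) the interval included the paper's value. With 3000 variable genes (2.50%, 1.82% to 3.34%) it did not, but the 2 values were less than 1.5 times apart. With a limit of 10% mitochondrial UMIs, doublets kept, the lower and higher resolutions, fewer principal components and another seed they differed beyond the interval and by more than 1.5 times. The DC-like name rests on the change from 2 markers per cell to 1 in subgroups, made after the clusters had been seen. With 2 markers per cell and with 10 nearest neighbors, both chosen after seeing the data, the share was 0%.

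The paper names memory-like clusters of T cells by Ptprc, Lck, Bcl2 and Il7r. No cluster of the control T and NK-like cells met this list under any setting. The paper also names a cluster of endothelial cells, whereas 35 endothelial-like cells of the control library sat in a mixed cluster with 39 granulocyte-like cells.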

Other observations

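The test on Malat1-high cells of low depth was set before its result was seen. Malat1 is outside the genes chosen in advance.

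The shallowest of the 4 clusters of T and NK-like cells, with 46 cells and a median of 954.5 UMIs, was high in 2 of the 4 genes of the memory-like list, Bcl2 and Ptprc. Its level of Bcl2 was 2.37 times (1.79 to 3.12) that of the other clusters pooled and that of Ptprc 1.32 times (1.04 to 1.67), whereas Lck was at 0.865 times (0.542 to 1.32) and Il7r at 0.829 times (0.345 to 1.72). Only 1 gene of the list reached the 2-fold limit for raised genes. It also had 2.45 times (2.32 to 2.59) the level of Malat1, a nuclear RNA, and 17 of the 31 memory-like cells assigned cell by cell came from it. Damage that leaves mostly nuclear RNA may raise Bcl2 and Ptprc in CPM. In a shallow Malat1-high cluster of 136 cells, Bcl2 was 3.49 times (1.88 to 5.96) and Ptprc 1.65 times (1.36 to 1.99) the level of myeloid-like cells. That cluster had 0.189 times their level of C1qa and is not clearly myeloid, so damage and a difference in cell type cannot be told apart there. A shallow myeloid-like cluster of 131 cells with little Malat1 (0.240 times the other myeloid-like cells) had Ptprc at 0.273 times (0.173 to 0.410) and Bcl2 at 0.405 times (0.0488 to 1.48). Low depth alone therefore did not raise Ptprc there. The leading genes of the shallow T cluster included Cenpf, Stmn1, Birc5 and Top2a, genes of the cell cycle, which were singled out after their values had been seen. A difference in cell cycling or another biological difference between the T clusters stays open and was not tested.

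Tgfb1 (ENSMUSG00000002603) had 7499 UMIs in the kept cells of the control library. For MC38, the paper measured its mRNA in cultured cells, and its protein both in culture and in sections of tumors. Tgfb1 was at 179 CPM (173 to 186) in myeloid-like cells and 174 CPM (147 to 206) in T and NK-like cells. Its level was 81.4 CPM (60.6 to 107) in CAF-like cells and 56.9 CPM (55.2 to 58.6) in the Shisal2b- and Rhox5-high cells. CPM divides by a group's UMIs, so these levels do not rank the groups by Tgfb1 per cell. The Shisal2b- and Rhox5-high cells had a median of 30317 UMIs, against 8334.5 in myeloid-like cells. At least 1 UMI of Tgfb1 was found in 62.3% of the Shisal2b- and Rhox5-high cells and 65.1% of the myeloid-like cells.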
